# Molecular Signatures of Prostate Stem Cells Reveal Novel Signaling Pathways and Provide Insights into Prostate Cancer

**DOI:** 10.1371/journal.pone.0005722

**Published:** 2009-05-29

**Authors:** Roy Blum, Rashmi Gupta, Patricia E. Burger, Christopher S. Ontiveros, Sarah N. Salm, Xiaozhong Xiong, Alexander Kamb, Holger Wesche, Lisa Marshall, Gene Cutler, Xiangyun Wang, Jiri Zavadil, David Moscatelli, E. Lynette Wilson

## Abstract

**Background:**

The global gene expression profiles of adult and fetal murine prostate stem cells were determined to define common and unique regulators whose misexpression might play a role in the development of prostate cancer.

**Methodology/Principal Findings:**

A distinctive core of transcriptional regulators common to both fetal and adult primitive prostate cells was identified as well as molecules that are exclusive to each population. Elements common to fetal and adult prostate stem cells include expression profiles of Wnt, Shh and other pathways identified in stem cells of other organs, signatures of the aryl-hydrocarbon receptor, and up-regulation of components of the aldehyde dehydrogenase/retinoic acid receptor axis. There is also a significant lipid metabolism signature, marked by overexpression of lipid metabolizing enzymes and the presence of the binding motif for Srebp1. The fetal stem cell population, characterized by more rapid proliferation and self-renewal, expresses regulators of the cell cycle, such as E2f, Nfy, Tead2 and Ap2, at elevated levels, while adult stem cells show a signature in which TGF-β has a prominent role. Finally, comparison of the signatures of primitive prostate cells with previously described profiles of human prostate tumors identified stem cell molecules and pathways with deregulated expression in prostate tumors including chromatin modifiers and the oncogene, Erg.

**Conclusions/Significance:**

Our data indicate that adult prostate stem or progenitor cells may acquire characteristics of self-renewing primitive fetal prostate cells during oncogenesis and suggest that aberrant activation of components of prostate stem cell pathways may contribute to the development of prostate tumors.

## Introduction

It is likely that the aberrant proliferation of prostate stem cells (PSC) and/or their progenitors contributes to prostate pathology. We determined the gene expression signatures of fetal and adult PSC (FPSC and APSC) to gain insights into the signaling pathways that characterize these two normal stem cell (SC) populations and compared these profiles with those of prostate tumor cells. Delineating these regulatory pathways may provide insight into the mechanisms that convert quiescent adult prostate cells into a proliferating compartment that gives rise to benign prostatic hyperplasia and carcinoma thus permitting the targeting of specific pathways to treat these diseases.

We have shown that epithelial cells with SC features are concentrated in the proximal ductal region, adjacent to the urethra [1]–[3]. These features include quiescence, high proliferative potential and the ability of single cells to give rise to ductal structures that contain both basal and luminal cells [2]–[4]. We have previously isolated, based on the expression of Sca-1 [2], two populations of cells that are capable of regenerating prostatic tissue in an *in vivo* prostate reconstitution assay. The first population, stem cells, has considerable growth potential, does not require androgen for survival, expresses high levels of Sca-1 and resides in the proximal region of ducts. Almost all Sca-1^Hi^ cells also express ∝6 integrin, an antigen expressed on primitive prostate cells [2]–[4]. The second population, transit-amplifying cells, has more limited growth potential, expresses lower levels of Sca-1, requires androgen for survival and is found in all ductal regions [2], [3]. A third population, fetal prostate stem cells, exists in the urogenital sinus from which the prostate develops [5]. The inner layer of epithelial cells of the murine urogenital sinus starts invading the outer layer of mesenchyme to form the ducts of the prostate gland after E16. Prior to this event, the urogenital sinus epithelium (UGE) containing primitive fetal prostate cells can be isolated easily from the urogenital sinus.

In order to identify molecules and pathways that are active in primitive prostate populations we determined the transcriptional profiles of four populations of cells: (i) UGE, enriched in FPSC, (ii) Sca-1^Hi^, cells that express high levels of Sca-1, enriched in APSC [2], [6], (iii) Sca-1^Lo^, cells that express medium to low levels of Sca-1 and are enriched in transit-amplifying cells [2], and (iv) Sca-1^Neg^, cells with no Sca-1 expression, that represent the most mature population and have almost no regenerative potential [2]. To gain insight into the regulatory layers of transcriptional networks active in primitive prostate cells, we performed a computational screen of cis-regulatory promoter motifs [7] to reveal those that are significantly enriched among the PSC genes. We also identified functional gene categories that are enriched in the primitive cells.

The fetal and adult SC populations expressed numerous known SC-related genes. Our analysis revealed significant enrichment of several transcription factor (TF)-binding site motifs in the promoters of expressed genes. The data indicate that FPSC and APSC have unique and common transcriptional programs and identify a number of the key features that enable the maintenance and self-renewal of the undifferentiated state. A number of the stem cell-related genes we identify may also participate in the development of prostate tumors, indicating that these molecules may delineate a subset of tumors with a more primitive and possibly a more aggressive phenotype.

## Materials and Methods

### Cell preparation, antibodies and FACS analysis

#### Ethics statement

All animal care and procedures were performed in compliance with New York University institutional review board requirements.

The proximal region of prostatic ducts (i.e., the portion of the ducts nearest the urethra) of 6 week old C57BL/6 mice were digested and cells were examined for antigen expression (**Table S1**) [1], [2]. Sca-1-labelled cells were sorted by FACS using a DakoCyomation MoFlo sorter into 3 populations according to the mean fluorescence intensity (MFI) of Sca-1 expression [2]. Cells (10,000–50,000) with the highest MFI (25%; Sca-1^Hi^), medium/low MFI (40%; Sca-1^Lo^) and those lacking Sca-1 expression (25%; Sca-1^Neg^) were collected in TRIzol (Invitrogen). UGE was isolated from the urogenital sinus of 16-day-old C57BL/6 murine embryos [8] and added to TRIzol. The expression levels of Aldh were determined by FACS analysis after staining with the Aldefluor reagent kit (StemCell Technologies).

### Real-Time PCR

One µg of total RNA was reverse-transcribed at 52°C for 1 hour using the Thermoscript RT-PCR system (Invitrogen). 20 ng of resultant cDNA was used in a Q-PCR reaction using an iCycler (Biorad) and pre-designed TaqMan Gene Expression Assays (Applied Biosystems). Cycle threshold values from three separate RNA samples were averaged; amounts of target were interpolated from standard curves and normalized to hypoxanthine guanine phosphoribosyl transferase.

### RNA isolation and microarray hybridization

We established transcriptional profiles for UGE, Sca-1^Hi^, Sca-1^Lo^, and for the Sca-1^Neg^ differentiated cells. Three replicates of UGE (FPSC) and Sca-1^Hi^ (APSC) samples and four replicates of Sca-1^Lo^ and Sca-1^Neg^ samples were analyzed. RNA was isolated by standard procedures and its quality was assessed using an Agilent 2100 Bioanalyzer (Agilent Technologies). Samples with a RNA Integrity Number (RIN) >7.0 were considered suitable for labeling and 20 ng were labeled using the GeneChip two-cycle target labeling kit (Affymetrix). Ten micrograms of labeled and fragmented cRNA were then hybridized to the mouse genome MOE430 2.0 array (Affymetrix) which interrogates ∼45,000 transcripts. Raw expression data (CEL files) were generated using GCOS 1.4 (Affymetrix). The data discussed in this publication have been deposited in NCBI's Gene Expression Omnibus and are accessible through GEO Series accession number GSE15580 (http://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE15580).

### Analysis of gene expression data

Utilizing ArrayAssist (Stratagene), raw Affymetrix CEL files were processed by applying the MAS5 algorithm, to assign detection calls (Present/Marginal/Absent) for each probe set that were subsequently used in downstream data filtering. To generate normalized expression levels, we used PLIER (probe logarithmic intensity error) algorithm, a model-based, multi-array signal estimator which produces more accurate probe-set signal values [9]. The combination of these above metrics was used for data filtering to obtain 33,967 “*valid genes*”, representing transcripts (gene probes) with signals >20 and detected as Present in at least one sample. To obtain a subset of variable genes, we calculated the coefficient of variation (CV) for each transcript and generated a set of 5095 “*active genes*” containing the transcripts with the highest (15% of the total) CV scores. To focus on the genes that were altered in a statistically significant manner, the samples were grouped according to cell type (UGE, Sca-1^Hi^, Sca-1^Lo^, Sca-1^Neg^), intensities of the *active gene* transcripts were log2-transformed and subjected to further statistical analyses utilizing two different tests: (a) one-way ANOVA using a Benjamini-Hochberg correction (*p*<0.05) and (b) significance analysis of microarrays (SAM) method with a false discovery rate of 5%. This yielded a list of 3137 “*significant genes*”, representing transcripts that matched the criteria of both these statistical tests. A principle components analysis (PCA) (mean centered) calculated by ArrayAssist, showed an appropriate reproducibility and separation within the different types of cells (**Figure S1**). To define the distinctive characteristics of the UGE, Sca-1^Hi^ and Sca-1^Lo^ populations, we compared the gene expression intensity reads (grouped samples) of each of these populations with that of the most differentiated adult cells (Sca-1^Neg^) using an unpaired T-test (Benjamini-Hochberg corrected *p*<0.05). Three gene subsets (UGE, Sca-1^Hi^ and Sca-1^Lo^) that contain transcripts whose expression increased (>1.75-fold) relative to their expression in Sca-1^Neg^ cells were generated.

### Analysis of functional categories

We utilized functional annotations of murine genes provided by the Murine Genome Informatics, which uses the standard vocabulary introduced by the Gene Ontology (GO) consortium. Enriched functional categories (*p*≤0.01, after correction for multiple testing) were identified in each of the three clusters (*UGE-only*, *UGE+Sca-1^Hi^*, *Sca-1^Hi^-only*) using EXPANDER, in which hypergeometric calculation is used to determine over-represented GO functional categories in a target set relative to a background set (the entire collection of putative murine genes) [7]. To avoid biases, genes represented by multiple probe sets were counted only once.

### Computational analysis of promoter cis-regulatory elements

For promoter analysis we applied EXPANDER [7] to detect cis-regulatory promoter elements that control the observed transcriptional alterations in the gene expression clusters. Given target and background sets of promoters, EXPANDER performs statistical tests to identify TFs whose binding-site signatures are significantly over-represented in the target set relative to background (TF enrichment is indicated by *p*-value) [7]. Both strands of each promoter were scanned for putative binding sites (spanning the transcriptional start site from 1000 bp upstream to 200 bp downstream). The enrichments identified in this study were robust, as they remained stable over a large range of threshold values.

### Comparison of data to known SC-profiles

Entrez Gene IDs and UniGene unique identifiers were used to match genes represented in different microarray platforms. We scored the number of genes that were commonly up-regulated in the gene expression profiles and in at least one other SC profile.

## Results and Discussion

### Profiling of gene expression in three prostate stem/progenitor cell enriched populations

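The epithelium of the embryonic urogenital sinus (UGE) gives rise to the prostate and stands here for the fetal stem cells. Adult prostate cells were sorted by the intensity of the surface antigen Sca-1 (*Ly6a*) into Sca-1 Hi cells (stem), Sca-1 Lo cells (transit-amplifying) and Sca-1 Neg cells (the most differentiated). Each of 3 UGE, 3 Sca-1 Hi, 4 Sca-1 Lo and 4 Sca-1 Neg samples was hybridized to an Affymetrix mouse array of its own. The deposited values are PLIER signals on a linear scale, as the authors computed them. Their methods state that PLIER served to obtain normalized expression levels, and do not name the step that normalizes between arrays. The signals were taken to log2 without an added constant. The 41031 probe sets with a signal above 20 on at least 1 array were tested with limma in 1 fit of the 4 group means. A probe set is called higher or lower at a Benjamini-Hochberg adjusted p under 0.05 together with a change over 1.75-fold, the thresholds the paper states. Each of 17178 genes is represented by its probe set of highest mean signal. Lists of genes were compared with all other genes by camera with a preset correlation of 0.01 and again with an estimated correlation. Where all arrays of a population, or the mean of a named gene in it, were at or below 20, the change is given as a lower bound against that floor. The 75th percentile of the signals ran from 233 on a Sca-1 Neg array to 388 on a UGE array. The number of arrays limits the precision. On simulated data with the spread of UGE and Sca-1 Neg, 1 of 50 probe sets changed 2-fold was recovered, and 27 of 50 changed 4-fold, 40 of 50 changed 8-fold and 46 of 50 changed 16-fold. Only 200 of 41031 probe sets were changed there, whereas 10595 were called in the real comparison. The adjusted p depends on that share, so these counts do not give the sensitivity of the real comparison.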

RNA was isolated from the four cell populations described above (UGE, Sca-1^Hi^, Sca-1^Lo^ and Sca-1^Neg^), prepared for hybridization to microarrays and analyzed as described in Materials and Methods. 

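The genes that separated the 3 populations most clearly from Sca-1 Neg were in part shared. *Grp* and *Aplnr* were among the 10 most risen genes in both Sca-1 Hi and Sca-1 Lo, and *Ccl3* among the 10 most fallen in both. *Clca1* was among the 10 most risen in UGE and Sca-1 Hi. In UGE large increases included *Grhl3* (a transcription factor of surface epithelia, at least 115-fold higher), *Foxa2* (a transcription factor of embryonic endoderm, at least 42.9-fold higher), *Cldn6* (a tight junction protein of embryonic epithelium, at least 48.3-fold higher) and the RNA-binding protein *Igf2bp1* (log2 difference 7.22 ± 0.21 SE, adjusted p = 3.32e-10, 3 of 3 arrays above every Sca-1 Neg array). Large decreases in UGE were in secreted products of the adult gland, such as *Pbsn* (at least 561-fold lower), *Svs2* (at least 392-fold lower) and *Tgm4* (at least 349-fold lower, adjusted p = 8.24e-08). Large increases in Sca-1 Hi were those of the neuropeptide precursor *Grp* (log2 difference 6.48 ± 0.54 SE, adjusted p = 3.27e-05, 3 of 3 arrays above every Sca-1 Neg array), the differentiation-associated *Dapl1* (log2 difference 6.12) and the cornified envelope precursor *Ivl* (at least 12.5-fold higher). The leukocyte antigen *Ptprc* was at least 35.8-fold lower, and the chemokine gene *Ccl3* fell by 5.85 on the log2 scale in Sca-1 Hi. In Sca-1 Lo the endothelial gene *Esm1* (at least 7.62-fold higher), the apelin receptor gene *Aplnr* (log2 difference 4.93 ± 0.74 SE, adjusted p = 0.00488, 4 of 4 arrays above every Sca-1 Neg array) and the water channel gene *Aqp1* (3.83) rose, and the macrophage genes *C1qa* (at least 16.9-fold lower) and *Cx3cr1* (at least 5.94-fold lower) fell. *Igf2bp1* reached 3112 ± 397 (SD, n = 3) in UGE against 20.9 ± 2.92 (SD, n = 4) in Sca-1 Neg, and *Grp* 2799.5 ± 431 (SD, n = 3) in Sca-1 Hi against 31.8 ± 6.99 (SD, n = 4). *C1qa* and *Cx3cr1* lost the call in Sca-1 Lo without Sca-1 Lo replicate 3, Sca-1 Lo replicate 4 or Sca-1 Neg replicate 1.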

Three gene subsets (UGE, Sca-1^Hi^, Sca-1^Lo^) were generated consisting of transcripts whose expression was statistically elevated in each of the populations relative to their expression in the most differentiated Sca-1^Neg^ cell population (**Figure 1** **,** **Table S2**). 

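UGE differed most from Sca-1 Neg: 6124 probe sets were higher and 4471 lower, which for single genes is 2817 higher and 2209 lower of 17178. Genes for secreted products of the adult prostate had the largest median change of the lists tested, though not the smallest p. Of 16 measured, 15 fell and none rose, with a median log2 difference of -9.13 (-8.25 with genes at the signal floor set to their bound) (camera adjusted p = 2.15e-18, adjusted p = 0.0376 with an estimated correlation), and the count was the same when adjusted over the list alone. Examples are the seminal vesicle protein gene *Svs6* (at least 162-fold lower), the trypsin inhibitor gene *Spink1* (at least 381-fold lower), and *Msmb*, which encodes a secreted microseminoprotein (at least 470.5-fold lower, adjusted p = 2.19e-08). The *Msmb* signal was 17.0 ± 12.5 (SD, n = 3) in UGE and 11318 ± 3771 (SD, n = 4) in Sca-1 Neg. Antigen presentation genes fell as well, 12 of 14 (camera adjusted p = 1.18e-11, adjusted p = 0.00267 with an estimated correlation), among them *Cd74* (at least 103-fold lower). Leukocyte genes fell with them, 13 of 22, with a median of -2.72 (-2.31 with genes at the signal floor set to their bound) (camera adjusted p = 9.39e-08, adjusted p = 0.278 with an estimated correlation). That median was -4.24 with the adult arrays the authors numbered 1 and 2 and -1.18 with those numbered 3 to 5. At an unadjusted p under 0.05 there were 15999 probe sets. Every UGE sample lay beyond every Sca-1 Neg sample in 2626 of the 2817 genes called higher and 1993 of the 2209 called lower. The 2.86% given on each side by chance holds for genes not selected by a call, so it is no baseline for these counts. Centring the arrays on their 75th percentile moved the median difference of all probe sets from 0.08 to -0.13 and the share of called probe sets that were higher from 57.8% to 46.4%, and the share was 47.9% within adult arrays the authors numbered 3 to 5, so which direction held more probe sets was not stable. Without UGE replicate 2 the number higher was 3915, more than 1.5 times fewer.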

The FPSC subset has the highest number of significantly altered transcripts (1286 gene probes), as may be expected when comparing a fetal SC with a differentiated adult cell population. 

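Sca-1 Hi differed from Sca-1 Neg in 3138 probe sets that were higher and 1755 that were lower (1056 and 894 genes), and Sca-1 Lo in 509 and 272 (291 and 142 genes). The log2 ratio of signals at the 3' and 5' ends of Gapdh, a measure of RNA quality, was 3.07 to 3.48 on the Sca-1 Hi arrays, 1.98 to 3.22 in Sca-1 Lo, 1.83 to 2.38 in UGE and 1.66 to 2.75 in Sca-1 Neg. That of *Actb* was 1.59 to 2.77 in Sca-1 Hi and 1.17 to 2.11 in Sca-1 Neg, so these 2 populations were apart for Gapdh and overlapped for *Actb*. Genes of leukocytes were lower in Sca-1 Hi. Of 22 measured, 17 fell in Sca-1 Hi (19 when adjusted over the list alone), with a median log2 difference of -3.66 (-3.34 with genes at the signal floor set to their bound) (camera adjusted p = 6.22e-15, adjusted p = 0.239 with an estimated correlation). Leaving out 1 array, 11 (without Sca-1 Hi replicate 2) to 19 (without Sca-1 Neg replicate 3) of them fell in Sca-1 Hi. In Sca-1 Lo 4 fell, and 17 did when adjusted over the list alone (camera adjusted p = 2.86e-18, adjusted p = 0.216 with an estimated correlation). Examples in Sca-1 Hi are the integrin gene *Itgb2* (log2 difference -4.91, adjusted p = 9.11e-04) and *Coro1a*, a regulator of actin in leukocytes (at least 23.2-fold lower). Contractile genes of pericytes and smooth muscle fell too, 10 of 15 in Sca-1 Hi (camera adjusted p = 2.03e-09, adjusted p = 0.276 with an estimated correlation), including *Myh11* (-3.03) and the pericyte gene *Rgs5* (-3.86). Tested directly, 18 probe sets were higher in Sca-1 Hi than in Sca-1 Lo and 9 lower, at 4031 with an unadjusted p under 0.05. Higher in Sca-1 Hi were the differentiation gene *Dapl1* (log2 difference 3.96, adjusted p = 0.00180), the oxidase gene *Duox1* (2.79) and the deiminase gene *Padi4* (2.42), and lower was the oestrogen receptor gene *Esr1* (-2.11). Genes of the cornified envelope rose alongside in both populations, 9 of 19 in Sca-1 Hi (camera adjusted p = 1.22e-07, adjusted p = 0.0901 with an estimated correlation) and 4 in Sca-1 Lo (camera adjusted p = 7.05e-07, adjusted p = 0.0874 with an estimated correlation). The counts of both populations rested on single arrays: without Sca-1 Hi replicate 2, 1055 were higher in Sca-1 Hi, and 3 higher and 0 lower than in Sca-1 Lo by limma, and without Sca-1 Neg replicate 3, 1337 were higher in Sca-1 Lo and 203 without Sca-1 Lo replicate 3. Within the adult arrays the authors numbered 1 and 2, 355 were higher in Sca-1 Lo and 328 lower, and within those numbered 3 to 5, 980 and 448. With these study numbers as a block among the adult arrays, 874 were higher in Sca-1 Hi and 251 lower. Sca-1 Hi replicate 2 is the only adult array of study number 3, so the block cannot be told apart from that array here. Without that array alone, 1055 were higher in Sca-1 Hi and 597 lower. With early (1 and 2) and late (3 to 5) numbers as a block, 4840 were higher in Sca-1 Hi and 2395 lower.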

The APSC subset (Sca-1^Hi^) has 641 and the transit-amplifying subset (Sca-1^Lo^; more differentiated than the APSC subset) has only 144 transcripts that are differentially expressed. We then determined whether we could discern common expression patterns among these three progenitor subsets and patterns that were unique to each subset. 

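Overlap of the 3 sets of higher probe sets gave 5057 in UGE alone, 828 in UGE and Sca-1 Hi, 1830 in Sca-1 Hi alone and 251 in Sca-1 Hi and Sca-1 Lo. A further 229 were higher in all 3 populations, 19 in Sca-1 Lo alone and 10 in UGE and Sca-1 Lo. Genes higher in all 3 populations include the basal keratin *Krt15* (log2 differences of 3.52 in UGE, 3.19 in Sca-1 Hi and 2.62 in Sca-1 Lo) and *Clca1* (at least 125-fold, at least 25.3-fold and at least 5.64-fold). Genes of urothelium, the lining of the urinary tract, were highest in UGE: 6 of 9 rose (camera adjusted p = 2.39e-05, adjusted p = 0.0376 with an estimated correlation), among them *Upk3b* (at least 26.1-fold higher) and *Upk3a* (at least 61.6-fold higher). Hox genes, which pattern the body axis, were mostly not past the test, with 6 of 24 higher in UGE (camera adjusted p = 0.323, adjusted p = 0.689 with an estimated correlation) and 4 in Sca-1 Hi, for example *Hoxa5* (1.85 and 2.67). Membership of a cluster rests on 3 separate tests against the same 4 Sca-1 Neg arrays and does not by itself show that a transcript differs between populations. Leaving out 1 array moved the counts that involve Sca-1 Lo. Without Sca-1 Neg replicate 3 the Sca-1 Hi and Sca-1 Lo cluster held 510, all 3 populations shared 619, Sca-1 Lo alone had 121 and UGE and Sca-1 Lo had 87, and without Sca-1 Lo replicate 3 these were 120, 79, 4 and 0. The number shared by all 3 was 118 without Sca-1 Lo replicate 1, 348 without Sca-1 Lo replicate 2, 93 without Sca-1 Lo replicate 4, 99 without Sca-1 Neg replicate 1 and 117 without Sca-1 Neg replicate 2. With array weights all 3 shared 2994, Sca-1 Lo alone had 994, UGE and Sca-1 Lo had 747 and the Sca-1 Hi and Sca-1 Lo cluster held 2304. *Hoxa5* (1.52) lost the call in UGE without UGE replicate 2.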

Intersection of the up-regulated transcripts within the three subsets resulted in the generation of four clusters (*UGE-only*, *UGE+Sca-1^Hi^*, *Sca-1^Hi^-only*, *Sca-1^Hi^*+*Sca-1^Lo^*) of mutually or exclusively expressed genes (**Figure 1** **;** **Table S3**). The most distinctive gene expression pattern was derived from the UGE cell population, manifested by 1050 transcripts that were exclusively overexpressed in the *UGE-only* cluster (FPSC cluster). 

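Of the 5057 probe sets of the UGE-only cluster, 3460 were also higher in UGE than in Sca-1 Hi when the populations were compared directly. They represent 3035 genes, and their median log2 differences were 1.44 in UGE, 0.12 in Sca-1 Hi and 0.16 in Sca-1 Lo. Genes far higher in UGE than in Sca-1 Hi were the keratin gene *Krt75* (at least 216-fold higher), the microtubule-binding *Dcdc2a* (log2 difference 9.23 ± 0.43 SE, adjusted p = 2.44e-08, 3 of 3 arrays above every Sca-1 Hi array), the prolyl hydroxylase gene *P4ha3* (at least 65.9-fold higher) and the imprinted gene *Nnat* (at least 75.9-fold higher). The *Dcdc2a* signal was 22589 ± 13119 (SD, n = 3) in UGE, 33.8 ± 5.77 (SD, n = 3) in Sca-1 Hi and 48.8 ± 18.7 (SD, n = 4) in Sca-1 Neg. Imprinted genes of fetal growth were part of the cluster. Of 14 measured, 8 rose against Sca-1 Neg (camera adjusted p = 9.32e-06, adjusted p = 0.0638 with an estimated correlation) and 9 were higher than in Sca-1 Hi (camera adjusted p = 6.96e-06, adjusted p = 0.0688 with an estimated correlation), including the growth factor gene *Igf2* (4.00), the zinc finger gene *Peg3* (log2 difference 6.10, adjusted p = 2.13e-05) and the cell cycle inhibitor gene *Cdkn1c* (2.70). Genes controlled by the let-7 microRNAs rose too, 6 of 11 (camera adjusted p = 9.32e-06, adjusted p = 0.0288 with an estimated correlation), such as *Igf2bp3* (5.67) and *Igf2bp2* (6.59). Without UGE replicate 2 the cluster held 3235 probe sets.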

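The Sca-1 Hi-only cluster held 1830 probe sets (1005 genes), of which 1000 were also higher in Sca-1 Hi than in UGE and 5 higher than in Sca-1 Lo when tested directly. Its probe sets had median log2 differences of 1.53 in Sca-1 Hi and 0.70 in Sca-1 Lo, both against the same Sca-1 Neg arrays. *Nccrp1*, a gene of squamous epithelium, was at least 13.0-fold higher in Sca-1 Hi than in Sca-1 Neg and is among those past the direct test against Sca-1 Lo (at least 13.0-fold higher). The lipase gene *Lipm* (log2 difference 3.28 ± 0.43 SE, adjusted p = 5.83e-04, 3 of 3 arrays above every Sca-1 Neg array, and 2.82 against Sca-1 Lo) and the ion transport regulator gene *Fxyd4* (3.71, and 2.63 against Sca-1 Lo) are others. The *Lipm* signal was 620.3 ± 173 (SD, n = 3) in Sca-1 Hi, 86.5 ± 12.0 (SD, n = 4) in Sca-1 Lo and 67.3 ± 28.8 (SD, n = 4) in Sca-1 Neg. Interferon-responsive genes were 7 higher and 1 lower of 19 in Sca-1 Hi (camera adjusted p = 3.16e-04, adjusted p = 0.255 with an estimated correlation), with *Oasl2* (log2 difference 1.73, adjusted p = 0.00585) and *Gbp2* (1.51) as examples. Of endothelial genes, *Cd93* (log2 difference 2.74, adjusted p = 0.0265) is in the cluster. Without Sca-1 Hi replicate 2 the cluster held 368 probe sets. *Gbp2* (1.40 to 1.59) and *Cd93* (2.47 to 2.72) lost the call in Sca-1 Hi without Sca-1 Hi replicate 2 or Sca-1 Hi replicate 3 and *Cd93* (2.33 to 2.69) lost the call in Sca-1 Hi without Sca-1 Neg replicate 1, Sca-1 Neg replicate 2 or Sca-1 Neg replicate 3.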

A second distinctive pattern was evident in the Sca-1^Hi^ subset, represented by the exclusive up-regulation of 296 transcripts in the *Sca-1^Hi^-only* cluster (APSC cluster). 

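UGE and Sca-1 Hi were both higher than Sca-1 Neg in 1057 probe sets, where 468 would be shared if the calls were independent, and 828 of them were not higher in Sca-1 Lo. Both comparisons use the same 4 Sca-1 Neg arrays, which by itself correlates the differences. In 20 simulations of unchanged groups against shared references, the correlation of the differences across probe sets was 0.43, against 0.40 measured. The simulated groups hold no real change, so these correlations do not tell how much overlap the shared arrays gave. The covariance of the differences was 0.536 measured and 0.0996 simulated. Shared references without real change gave a median of 0 probe sets higher in both. With separate pairs of Sca-1 Neg arrays for the populations, 356 to 702 were shared, where 103 to 516 would be if the calls were independent. The split closest to independence shared 619 against 516. Within the cluster, 80 probe sets were higher in UGE than in Sca-1 Hi and 11 lower. Genes of the cluster include the oxidase gene *Duox1* (log2 difference 3.63, adjusted p = 4.16e-06 in UGE and 3.29 in Sca-1 Hi), the RNA-binding protein *Igf2bp2* (6.59 and 1.81), the chloride channel regulator *Clca2* (at least 9.91-fold and at least 4.54-fold higher) and the keratins *Krt8* (1.34 and 1.14) and *Krt19* (1.76 and 1.5). Luminal epithelial genes as a list did not shift, with 3 of 13 higher in Sca-1 Hi (camera adjusted p = 0.136, adjusted p = 0.780 with an estimated correlation). Sca-1 Hi and Sca-1 Lo shared 480 higher probe sets, where 38.9 would be shared if the calls were independent, with a correlation of 0.83 against 0.46 simulated. The covariance for this pair was 0.551 measured and 0.0992 simulated. Of the 251 in the Sca-1 Hi and Sca-1 Lo cluster 234 were higher in Sca-1 Hi than in UGE, and none differed between Sca-1 Hi and Sca-1 Lo. The cluster includes genes expressed in blood vessels, such as *Vwf* (3.46 in Sca-1 Hi and 2.25 in Sca-1 Lo), *Sox17* (4.88 and 3.71) and the angiopoietin receptor gene *Tek* (4.21 and 3.39). The UGE and Sca-1 Hi cluster held 308 without Sca-1 Hi replicate 2, 439 without Sca-1 Hi replicate 3 and 493 without UGE replicate 2. *Krt8* (1.22) lost the call in UGE without UGE replicate 2. *Krt8* (0.90 to 1.22) and *Krt19* (1.21 to 1.56) lost the call in Sca-1 Hi without Sca-1 Hi replicate 1, Sca-1 Hi replicate 2, Sca-1 Hi replicate 3, Sca-1 Neg replicate 1, Sca-1 Neg replicate 2, Sca-1 Neg replicate 4 or UGE replicate 3 and *Krt8* (1.14) lost the call in Sca-1 Hi without Sca-1 Lo replicate 1, Sca-1 Lo replicate 4, UGE replicate 1 or UGE replicate 2. *Vwf* (2.03 to 2.10) and *Sox17* (3.51 to 3.52) lost the call in Sca-1 Lo without Sca-1 Lo replicate 3 or Sca-1 Lo replicate 4 and *Vwf* (1.92 to 2.27) lost the call in Sca-1 Lo without Sca-1 Neg replicate 1 or Sca-1 Neg replicate 2.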

Interestingly, within the cluster that overlaps between the fetal and the adult subsets, the *UGE+Sca-1^Hi^* cluster, we found substantial numbers of transcripts (209) that were commonly up-regulated, while lesser commonality (112 transcripts) was observed in the cluster that overlaps (*Sca-1^Hi^*+*Sca-1^Lo^* cluster) between the APSC subset (Sca-1^Hi^) and the TA subset (Sca-1^Lo^) (**Figure 1** **,** **Table S2**). Very few transcripts (5) were distinctively overexpressed in the more differentiated population (*Sca-1^Lo^-only* cluster). These results depict prominent stage-specific gene transcripts expressed during the maturation of prostate cells, starting from the most primitive fetal population (UGE), and progressing through the APSC population (Sca-1^Hi^), and its progeny, the transit-amplifying cells (Sca-1^Lo^), and culminating with the most differentiated subset (Sca-1^Neg^).

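Of the 19 probe sets of the Sca-1 Lo-only cluster (18 genes) none was higher in Sca-1 Lo than in Sca-1 Hi by limma's direct test, which has 4031 of all probe sets at an unadjusted p under 0.05. Their median log2 differences were 1.83 in Sca-1 Lo and 0.89 in Sca-1 Hi. *Pi16*, a peptidase inhibitor gene of fibroblasts, passed the test in Sca-1 Lo (adjusted p = 0.0494) but not in Sca-1 Hi (adjusted p = 0.0669), with 3 of 4 Sca-1 Lo arrays above every Sca-1 Neg array and 3 of the 4 Sca-1 Neg arrays below the signal floor. It lost the call without any of Sca-1 Hi replicate 2 and 3, Sca-1 Lo replicate 1, 3 and 4, Sca-1 Neg replicate 1, 2 and 3 and UGE replicate 1, 2 and 3. Its signal was 688 ± 822 (SD, n = 4) in Sca-1 Lo, 232 ± 226 (SD, n = 3) in Sca-1 Hi and 19.5 ± 22.3 (SD, n = 4) in Sca-1 Neg. Fibroblast genes as a list did not pass the test in Sca-1 Lo, with 1 of 16 higher, a median of 0.63 and camera adjusted p = 0.266, adjusted p = 0.867 with an estimated correlation. The arrays differed widely in this list. Its mean log2 signal was 8.80, 8.15, 11.06 and 11.88 on Sca-1 Lo replicates 1 to 4. It was 8.68, 8.73, 8.56 and 10.41 on Sca-1 Neg replicates 1 to 4, and 7.32, 9.15 and 10.77 on Sca-1 Hi replicates 1 to 3. The cause was not tested.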

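The populations differed in groups of genes with different roles. Genes of mitosis were high in UGE alone, and secretory genes of the adult gland were far lower in UGE than in any adult population. Genes of basal epithelium rose in Sca-1 Hi and Sca-1 Lo, where 10 and 6 of 16 were higher (11 and 10 when adjusted over the list alone, camera adjusted p = 7.48e-07, adjusted p = 0.331 with an estimated correlation in Sca-1 Hi, camera adjusted p = 2.00e-08, adjusted p = 0.289 with an estimated correlation in Sca-1 Lo). *Col17a1*, a collagen of the junction between epithelium and basement membrane, is an example (log2 difference 3.51 ± 0.67 SE, adjusted p = 0.00506, 3 of 3 arrays above every Sca-1 Neg array), at 1014 ± 430.1 in Sca-1 Hi and 106 ± 77.7 in Sca-1 Neg (SD, n = 3 and 4). Genes of endothelium rose in the same populations, 33 and 30 of 36 (camera adjusted p = 5.03e-34, adjusted p = 0.115 with an estimated correlation in Sca-1 Hi, camera adjusted p = 7.51e-44, adjusted p = 0.0874 with an estimated correlation in Sca-1 Lo). Genes of leukocytes had median log2 differences of -2.72 (-2.31 with genes at the signal floor set to their bound) in UGE, -3.66 (-3.34 with genes at the signal floor set to their bound) in Sca-1 Hi and -2.42 (-2.29 with genes at the signal floor set to their bound) in Sca-1 Lo (camera adjusted p = 9.39e-08, adjusted p = 0.278 with an estimated correlation, camera adjusted p = 6.22e-15, adjusted p = 0.239 with an estimated correlation and camera adjusted p = 2.86e-18, adjusted p = 0.216 with an estimated correlation). Compared directly, UGE and Sca-1 Hi differed in 5464 probe sets higher and 4962 lower in UGE (2734 and 2063 genes). UGE had more probe sets higher than lower in this comparison without further scaling (52.4%), but fewer after centring on the 75th percentile (42.7%), with array weights (44.2%), without UGE replicate 2 (49.2%) and within adult arrays of study numbers 3 to 5 (49.0%). Basal genes depended on single arrays: without Sca-1 Hi replicate 2, 5 rose in Sca-1 Hi, and without Sca-1 Lo replicate 3, 1 rose in Sca-1 Lo. In UGE the basal list had a median log2 difference of 1.49 from Sca-1 Neg. That median was 2.68 with adult arrays of study numbers 1 and 2 and 0.59 with those of 3 to 5. From the numbers of transcripts in the subsets and their overlaps, the paper concludes that prominent stage-specific transcripts mark the maturation of prostate cells from UGE through Sca-1 Hi and Sca-1 Lo to Sca-1 Neg.

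**Figure D1:**
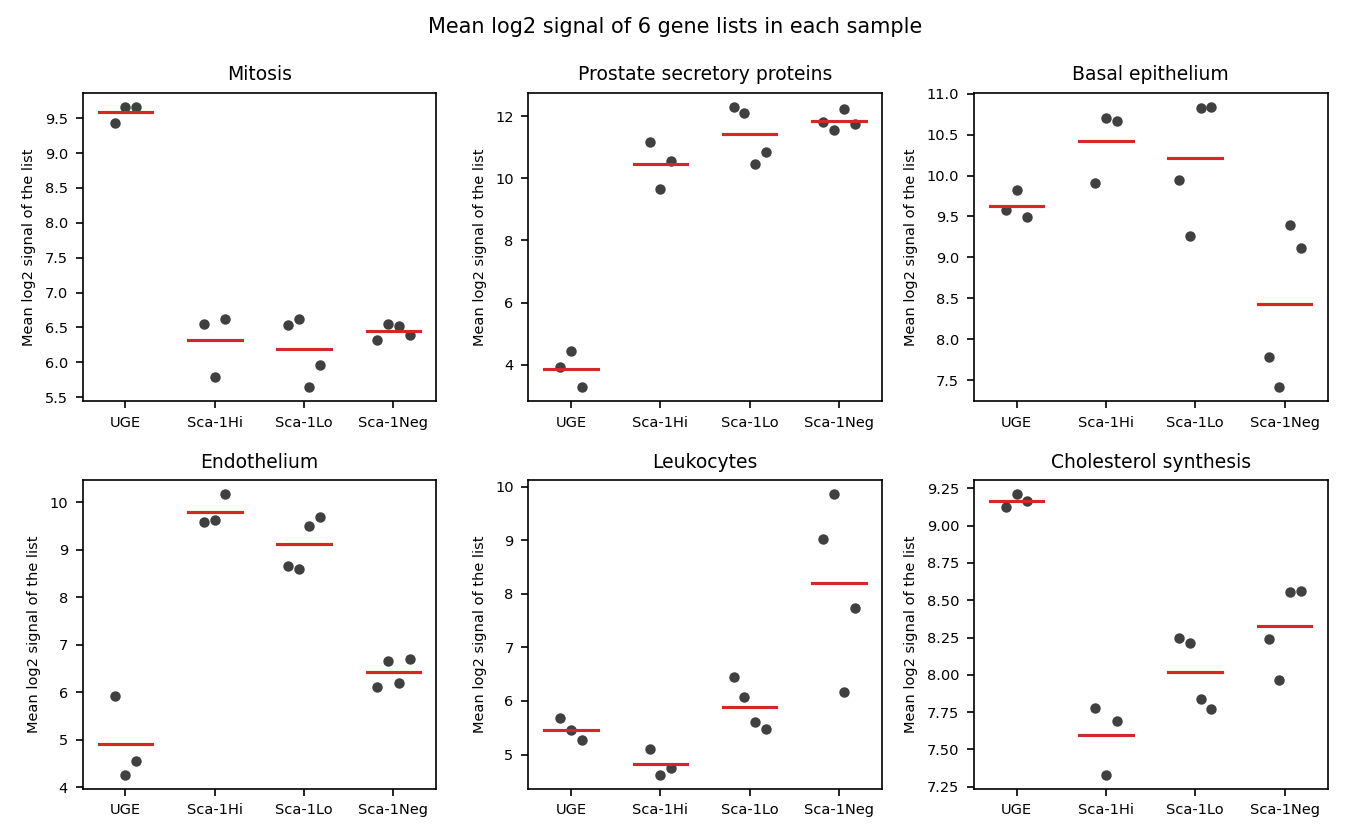
Mean log2 signal of the genes of 6 lists (mitosis, prostate secretory products, basal epithelium, endothelium, leukocytes and cholesterol synthesis) on each array, by population. Dots are arrays (3 UGE, 3 Sca-1 Hi, 4 Sca-1 Lo and 4 Sca-1 Neg) and red lines are means of the population. UGE stands apart in the mitosis and secretory panels, and Sca-1 Hi and Sca-1 Lo lie above UGE and Sca-1 Neg in the endothelial panel.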

**Figure 1:**
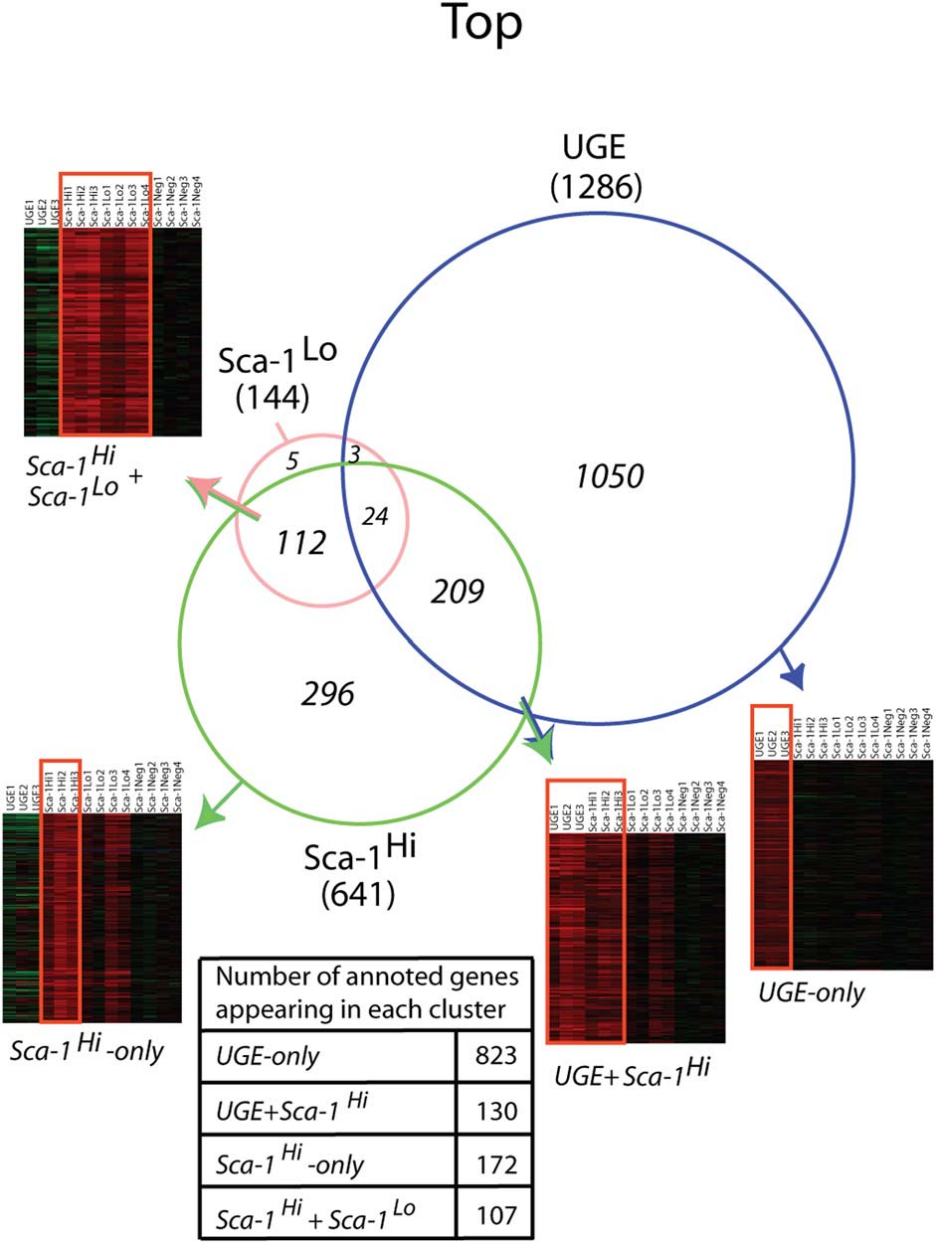
Overlapping gene expression in primitive prostate cell populations. A Venn diagram detailing the number of transcripts (gene probes) of overexpressed genes shared and distinct among UGE, Sca-1^Hi^ and Sca-1^Lo^ subsets. The number of transcripts within each subset is given in brackets outside the Venn chart. The number of transcripts within each cluster is given in Italics inside the slices of Venn chart. Numbers of annotated genes appearing in each of the four clusters are given in the inset table. The corresponding dendogram of each cluster is presented.

### A. Expression of SC markers in prostatic stem/progenitor clusters

Our profiling analysis indicates that all three stem/progenitor enriched subsets contain substantial numbers of known markers of murine PSC, namely *Trp63*, *Cd200*, *Ctnnb1*, *Smo*, *Krt5*, *Krt14*, *Itga6*/*Cd49f*, *Cd44*, *Kit*, *Bcl2*, and *Cd34* [10] (**Figure 2A, B** **,** **Table S4**). 

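Of 11 markers of murine prostate stem cells named by the study, 7 were higher and 2 lower in UGE, 5 higher in Sca-1 Hi and 3 higher in Sca-1 Lo (camera adjusted p = 7.27e-04, adjusted p = 0.385 with an estimated correlation in Sca-1 Lo). The basal cell regulator *Trp63* rose in UGE (log2 difference 3.50 ± 0.74 SE, adjusted p = 0.00351, 3 of 3 arrays above every Sca-1 Neg array) and in Sca-1 Hi (log2 difference 2.47, adjusted p = 0.0457), with 2.84, adjusted p = 0.0527 in Sca-1 Lo, where 1 of its 4 probe sets was higher. The basal keratins *Krt5* and *Krt14* rose in all 3 populations, *Krt5* by 3.49, 3.61 and 2.86 on the log2 scale and *Krt14* by 2.80, 2.65 and 3.24. The *Krt5* signal was 7947 ± 1865 (SD, n = 3) in Sca-1 Hi and 916 ± 818 (SD, n = 4) in Sca-1 Neg. *Itga6*, an integrin of basal cells, rose in Sca-1 Hi (1.55), and *Cd34* rose in Sca-1 Hi (3.36) and Sca-1 Lo (3.03). On the probe set of highest signal, genes higher in UGE and not called in Sca-1 Hi or Sca-1 Lo were *Kit* (log2 difference 2.57, adjusted p = 2.50e-04), the survival gene *Bcl2* (2.62), the hedgehog signal transducer *Smo* (1.76) and *Ctnnb1*, which encodes β-catenin (1.08), of which *Kit* and *Bcl2* were also higher than in Sca-1 Hi (3.77 and 2.49). Other probe sets were higher in Sca-1 Hi for *Bcl2* (2 of 5), *Smo* (1 of 3) and *Ctnnb1* (1 of 3). *Cd44* (-2.29) and *Cd200* (-1.72) were lower in UGE, and in Sca-1 Hi they had log2 differences of 0.96, adjusted p = 0.116, and 1.33, adjusted p = 0.146. The markers were chosen by the study, so the shift of the list in Sca-1 Hi (camera adjusted p = 0.00317, adjusted p = 0.446 with an estimated correlation) is not independent evidence. Endothelial genes, which include *Cd34*, moved with it in the Sca-1 positive cells: *Pecam1* had a signal of 81.1 in Sca-1 Hi and 8.03 in Sca-1 Neg. *Krt14* (2.12 to 2.49), *Smo* (1.63) and *Cd200* (-1.82 to -1.74) lost the call in UGE without Sca-1 Neg replicate 1 or Sca-1 Neg replicate 2, *Krt14* (2.49 to 2.89), *Smo* (1.58 to 1.80), *Ctnnb1* (1.02 to 1.05) and *Cd200* (-1.76 to -1.59) lost the call in UGE without UGE replicate 2 or UGE replicate 3, *Smo* (1.59) lost the call in UGE without Sca-1 Neg replicate 3 and *Cd200* (-1.81 to -1.27) lost the call in UGE without Sca-1 Hi replicate 2, Sca-1 Neg replicate 4 or UGE replicate 1. *Trp63* (2.14 to 2.33), *Krt14* (2.34 to 2.61) and *Itga6* (1.30 to 1.56) lost the call in Sca-1 Hi without Sca-1 Hi replicate 2, Sca-1 Hi replicate 3 or Sca-1 Neg replicate 1, *Trp63* (2.00 to 2.47) and *Krt14* (1.97 to 2.65) lost the call in Sca-1 Hi without Sca-1 Lo replicate 1, Sca-1 Neg replicate 2, UGE replicate 1, UGE replicate 2 or UGE replicate 3, *Trp63* (2.69) lost the call in Sca-1 Hi without Sca-1 Neg replicate 4 and *Krt14* (2.65 to 2.95) lost the call in Sca-1 Hi without Sca-1 Hi replicate 1 or Sca-1 Lo replicate 4. *Krt5* (2.31 to 2.88) and *Krt14* (2.56 to 3.47) lost the call in Sca-1 Lo without Sca-1 Lo replicate 1 or Sca-1 Neg replicate 2, *Krt5* (2.61 to 2.66), *Krt14* (2.93 to 2.94) and *Cd34* (2.56 to 2.96) lost the call in Sca-1 Lo without Sca-1 Lo replicate 3, Sca-1 Lo replicate 4 or Sca-1 Neg replicate 1 and *Krt14* (3.24 to 3.57) lost the call in Sca-1 Lo without Sca-1 Hi replicate 1, Sca-1 Hi replicate 2, Sca-1 Hi replicate 3, Sca-1 Neg replicate 4, UGE replicate 1, UGE replicate 2 or UGE replicate 3.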

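Housekeeping genes named by the study changed little. Of 13 measured, 1 was higher in UGE, 1 was lower in Sca-1 Hi and none passed the test in Sca-1 Lo, by limma and with no more when adjusted over the list alone. Their median log2 differences were 0.36 in UGE, 0.08 in Sca-1 Hi and 0.04 in Sca-1 Lo, against 1.76, 1.33 and 0.93 for the 11 prostate stem cell markers. The list did not shift relative to all genes in UGE (camera adjusted p = 0.609, adjusted p = 0.730 with an estimated correlation) or in Sca-1 Hi (camera adjusted p = 0.597, adjusted p = 0.838 with an estimated correlation), where the median and the mean (-0.09) differ in sign. The same held after quantile normalization and after centring on the 75th percentile. The paper presents these genes as common housekeeping genes with unaltered expression in these samples, and does not state how they were chosen. Their stability here rests on the same arrays and is not independent evidence of it.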

A comparison of 11 known PSC markers that were up-regulated in our subsets with a panel of 15 common murine housekeeping genes, whose expression was not altered, confirms that our profiles reflect a specific transcriptional signature of primitive FPSC and APSC (**Figure 2A** **;** **Table S4**). In addition, transcripts for an ephrin receptor, *Ephb3*, and two ephrin ligands, *Efna5* and *Efnb2*, which act as coordinators of migration and proliferation in the intestinal SC niche [11] are up-regulated in both the FPSC and APSC populations (**Figure 2B**). 

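Ephrin signalling genes were higher in UGE and, in part, in Sca-1 Hi. The receptor gene *Ephb3* rose in UGE (log2 difference 2.99 ± 0.44 SE, adjusted p = 2.44e-04, 3 of 3 arrays above every Sca-1 Neg array) and in Sca-1 Hi (log2 difference 1.75 ± 0.44 SE, adjusted p = 0.0206, 3 of 3 arrays above every Sca-1 Neg array). The membrane-bound ligand gene *Efnb2* rose in UGE (log2 difference 3.24, adjusted p = 5.74e-06) and in Sca-1 Hi (log2 difference 1.67, adjusted p = 0.00373). The ligand gene *Efna5* rose in UGE (log2 difference 3.45, adjusted p = 1.41e-04), and its difference in Sca-1 Hi was 1.41, adjusted p = 0.0671. Compared directly, *Efnb2* (1.57) and *Efna5* (2.05) were higher in UGE than in Sca-1 Hi, while *Ephb3* did not pass the test (1.24, adjusted p = 0.0651). The *Ephb3* signal was 816 ± 159 (SD, n = 3) in UGE, 343 ± 42.4 (SD, n = 3) in Sca-1 Hi and 112 ± 59.2 (SD, n = 4) in Sca-1 Neg. *Ephb3* (1.51 to 1.77) lost the call in Sca-1 Hi without Sca-1 Hi replicate 2, Sca-1 Hi replicate 3 or Sca-1 Neg replicate 1.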

FACS analysis of Sca-1^Hi^ and Sca-1^Lo^ cells validated the increased expression of several stem cell antigens predicted by the microarray (**Figure 3A**) including stem cell markers α6 and β4 –integrins [12], keratin 5, Bcl-2, β-catenin [10], Sox2 [13] and CD34 [14] (**Figure 3B**). This indicates that changes in mRNA levels of many SC-markers are reflected by changes in their protein levels.

**Figure 2:**
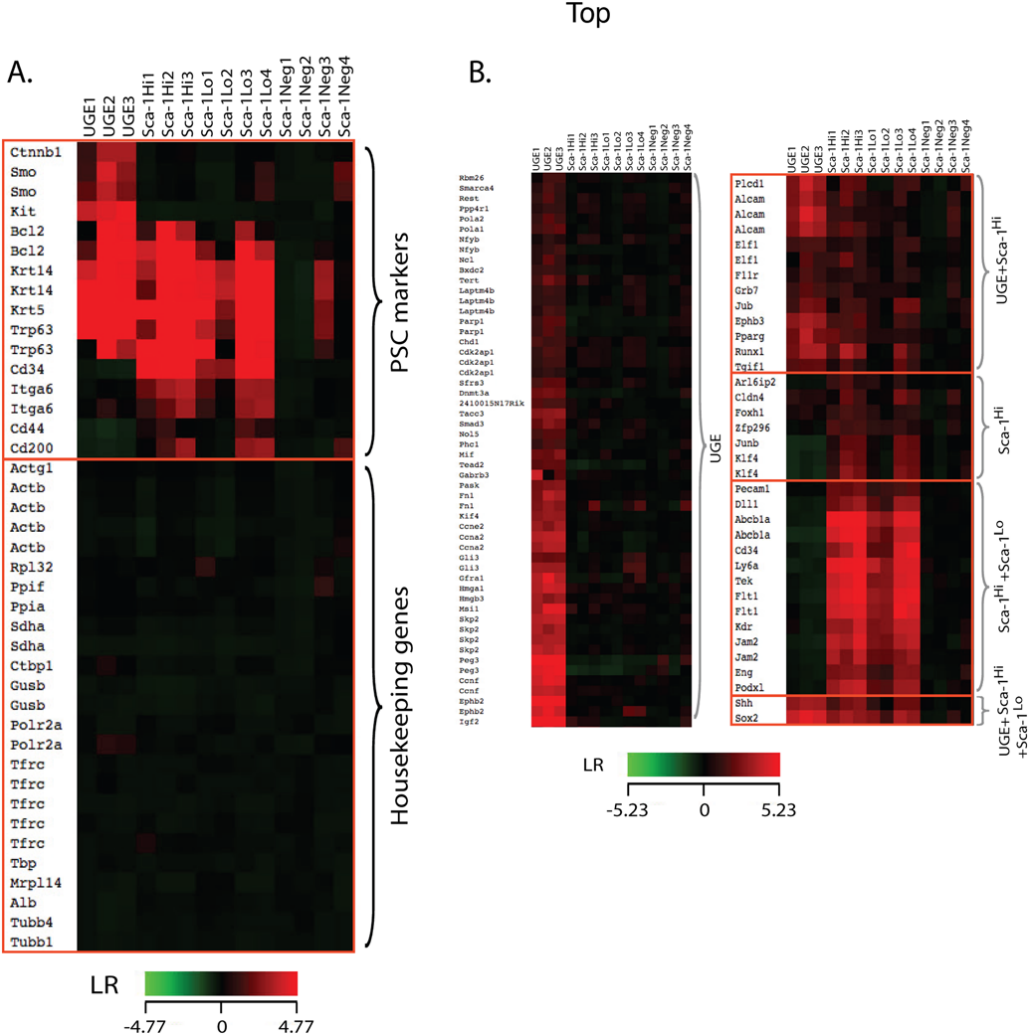
Known markers of primitive prostate (A) and stem (B) cells are expressed. A. Expression profiles of molecules described as being expressed in primitive prostate populations that were up-regulated at least 2-fold (upper panel) in the UGE, Sca-1^Hi^ and Sca-1^Lo^ cells are presented. Each column represents an individual sample, and each row represents a specific gene. Red (high), green (low) relative expression; black indicates equal expression relative to the Sca-1^Neg^ cells. The lower panel presents a cassette of 15 common murine housekeeping genes that manifest stable expression across all samples. Log ratio (LR) values are presented in **Table S3**. B. Expression profiles of known SC markers (*eGOn* and *FatiGO* survey), that were up-regulated by at least 2-fold in prostate stem/progenitor enriched samples. Five expression patterns can be distinguished. LR values are presented in **Table S5**.

**Figure 3:**
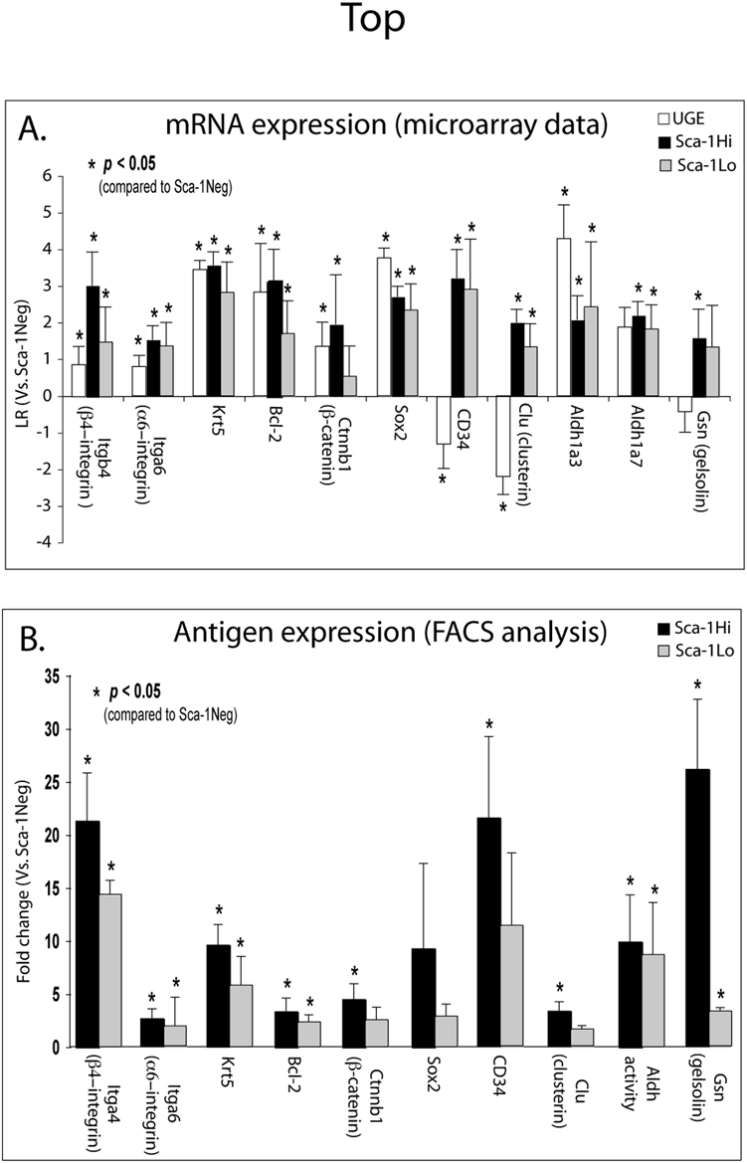
Transcript and protein expression of SC markers in primitive (UGE, Sca-1^Hi^) and progenitor (Sca-1^Lo^) cells. A. Transcription level of SC markers in primitive and progenitor prostate cells. Microarray data of SC markers from these primitive cell populations are expressed as LR values [mean±SD] relative to mature Sca-1^Neg^ samples. B. Antigen expression of SC markers on Sca-1^Hi^ and Sca-1^Lo^ cells. FACS analysis of Sca-1^Hi^ and Sca-1^Lo^ cells determined the expression of SC markers (denoted in A) on these populations. Enrichment values [mean±SD] are expressed as the fold change in antigen expression relative to the antigen expression of the mature Sca-1^Neg^ cell population.

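Of the 11 markers of Figure 3A, 7 rose in Sca-1 Hi, 3 in Sca-1 Lo and 6 in UGE, where 1 fell (camera adjusted p = 1.55e-07, adjusted p = 0.238 with an estimated correlation in Sca-1 Lo). *Itgb4*, a laminin-binding integrin of basal cells, rose in Sca-1 Hi (log2 difference 3.18 ± 0.52 SE, adjusted p = 0.00213, 3 of 3 arrays above every Sca-1 Neg array) and had 1.58, adjusted p = 0.122 in Sca-1 Lo. *Sox2*, a transcription factor of pluripotent cells, rose in UGE (3.87), Sca-1 Hi (log2 difference 2.81, adjusted p = 0.00215) and Sca-1 Lo (2.44). The actin-severing *Gsn* did not pass in Sca-1 Hi (1.12, adjusted p = 0.137). The *Itgb4* signal was 1457 ± 769 (SD, n = 3) in Sca-1 Hi, 505 ± 308 (SD, n = 4) in Sca-1 Lo and 146 ± 33.7 (SD, n = 4) in Sca-1 Neg, and that of *Sox2* 1397 ± 282 (SD, n = 3), 1158 ± 501 (SD, n = 4) and 229 ± 159.8 (SD, n = 4). No gene of this figure differed between Sca-1 Hi and Sca-1 Lo when tested directly by limma, and none did when adjusted over the list alone. The study chose these genes on these samples, so the shift of the list in Sca-1 Hi (camera adjusted p = 1.11e-06, adjusted p = 0.307 with an estimated correlation) is not independent evidence.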

To determine if additional SC related genes were expressed in the prostate stem/progenitor subsets, we used two approaches. First, we utilized two bioinformatics tools (*eGOn* and *FatiGO* [15]) for identifying genes annotated as stem cell-genes based on prior publications. This survey indicates that all our stem/progenitor-related subsets (UGE, Sca-1^Hi^, Sca-1^Lo^) express a number of stem cell markers (total of 67 genes) (**Figure 2B** **;** **Table S5**). 

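Of the 99 probe sets in the study's table of known stem cell markers, 73 were higher in UGE and 11 lower, 27 were higher in Sca-1 Hi and 2 lower, and 15 were higher in Sca-1 Lo. Compared directly, 50 were higher in UGE than in Sca-1 Hi. The table was assembled from these samples and is not independent evidence of direction. Among 16 stem cell and pluripotency genes listed beforehand from textbooks, 8 were higher and 4 lower in UGE, 7 were higher in Sca-1 Hi and 3 in Sca-1 Lo (camera adjusted p = 5.79e-05, adjusted p = 0.139 with an estimated correlation in Sca-1 Hi, camera adjusted p = 1.66e-04, adjusted p = 0.206 with an estimated correlation in Sca-1 Lo, camera adjusted p = 0.107, adjusted p = 0.432 with an estimated correlation in UGE). *Psca*, a prostate stem cell antigen, rose in UGE (2.67) and Sca-1 Hi (log2 difference 4.62 ± 0.88 SE, adjusted p = 0.00526, 3 of 3 arrays above every Sca-1 Neg array). *Ly6a*, which encodes Sca-1 itself and by which the adult cells were sorted, was higher in Sca-1 Hi (4.20) and Sca-1 Lo (3.45) and lower in UGE (-1.49). The adhesion molecule gene *Alcam* rose in UGE (2.85) and Sca-1 Hi (1.70), while *Prom1*, which encodes the surface antigen CD133, was lower in UGE (-2.36) and had -1.18, adjusted p = 0.0562 in Sca-1 Hi. The *Psca* signal was 1445 ± 943 (SD, n = 3) in Sca-1 Hi and 82.5 ± 66.6 (SD, n = 4) in Sca-1 Neg. *Psca* (1.75 to 2.75) lost the call in UGE without Sca-1 Neg replicate 3, Sca-1 Neg replicate 4, UGE replicate 1, UGE replicate 2 or UGE replicate 3. *Alcam* (1.41 to 1.79) lost the call in Sca-1 Hi without Sca-1 Hi replicate 1, Sca-1 Hi replicate 2, Sca-1 Hi replicate 3, Sca-1 Neg replicate 1, Sca-1 Neg replicate 2 or Sca-1 Neg replicate 4.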

Our second approach for determining the primitive nature of the profiles involved a systematic comparison of our profile with five other gene expression profiles from embryonic (ESC), hematopoietic (HSC), neuronal (NSC) [16], [17], skin [18] and liver [19] stem cells. 

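The stem cell comparisons draw on lists of the study's own clusters. Of the 1050 probe sets of its UGE-only cluster, 425 (40.5%) appear in at least 1 of 8 published stem cell lists in the supplement, and 424 of these were higher in UGE than in Sca-1 Neg here. For the cluster shared by UGE and Sca-1 Hi, 2 lists were used here and hold 28 probe sets, of which 26 were higher in UGE. Of the genes shared with embryonic or neural stem cell profiles, many act in the cell cycle: 47 of 262 shared genes are in the lists of mitosis and DNA replication, against 15 of 451 UGE-only genes that are not shared. The mitotic kinase gene *Bub1* (log2 difference 4.08 ± 0.31 SE, adjusted p = 1.01e-06, 3 of 3 arrays above every Sca-1 Neg array) and the topoisomerase gene *Top2a* (log2 difference 3.79 ± 0.37 SE, adjusted p = 8.32e-06, 3 of 3 arrays above every Sca-1 Neg array) are members of those lists. The *Top2a* signal was 3655 ± 493 (SD, n = 3) in UGE and 265 ± 46.8 (SD, n = 4) in Sca-1 Neg. The probe sets were chosen by the study for being higher in UGE, so their direction is not independent evidence.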

We found that significant numbers of mRNAs expressed in the prostate stem/progenitor clusters were also up-regulated in at least one of the five published SC profiles (ranging from 40% of the *UGE-only* mRNAs to 20% of the *Sca-1^Hi^+Sca-1^Lo^* mRNAs) (**Figure 2B** **,** **Tables 1** **,** **S6**). Thus, despite the limitations of comparing data obtained using different experimental conditions and less comprehensive microarrays than used in our study, we detected a high degree of overlap between genes overexpressed in the prostate stem/progenitor profiles and those that are overexpressed in other SC profiles. This implies that prostate stem/progenitor cells share numerous features with SC isolated from other sources. However, prostate stem/progenitor cells also express genes not identified in any of these five SC populations indicating that some of these genes may be unique to prostate or may be shared with other undescribed SC profiles. Notably, the two approaches used for estimation of SC-marker enrichment indicate that while there is considerable overrepresentation of SC-related genes in adult Sca-1^Hi^ cells, there is an even higher representation of SC-markers in UGE cells. Interestingly, a comparison with two ‘stemness signature’ studies [16], [17] indicates that the PSC profile has greater overlap with ESC or NSC profiles, than with HSC. For example, comparison with the data of Ramalho-Santos et al [17] indicates that 14.4% and 16.1% of the PSC-enriched mRNAs overlap with the ESC- and NSC-enriched mRNAs respectively, whereas fewer mRNAs (6.8%) overlap with HSC-enriched transcripts (**Table 1**). 

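Among probe sets of the UGE-only cluster, 203 are listed as shared with the embryonic stem cell profile of Ramalho-Santos et al., 242 with its neural and 64 with its hematopoietic profile, and all of these were higher in UGE than in Sca-1 Neg. Their median log2 differences in UGE were 2.91, 2.85 and 2.58. Cell cycle genes were unevenly spread among the 3 lists. They made up 46 of 164 genes (28.0%) shared with neural, 26 of 133 (19.5%) shared with embryonic and 1 of 46 (2.17%) shared with hematopoietic stem cells. The odds of a cell cycle gene were 12.9 times higher among genes shared with neural stem cells than among the other UGE-only genes (Fisher's exact test, two-sided, p = 2.23e-19, adjusted p = 2.23e-18 over 10 comparisons) and 3.66 times higher among those shared with embryonic stem cells (exact p = 8.21e-06, adjusted p = 2.74e-05). For hematopoietic stem cells the odds ratio was 0.221 (exact p = 0.169, adjusted p = 0.242). In the lists taken from Ivanova et al. the odds ratio was 0.706 for embryonic stem cells (exact p = 0.667, unchanged by adjustment), and none of 75 genes shared with neural stem cells was in the cell cycle lists (exact p = 0.00164, adjusted p = 0.00409). *Kif20a*, a kinesin of cell division, is 1 of the cell cycle genes higher in UGE (at least 17.9-fold, adjusted p = 8.34e-07).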

Several recent studies have shown that gene expression profiles of ESCs and NSCs overlap with each other to a greater extent than with HSC [17], [20]. Accordingly, our results suggest that the prostate progenitor lineage may resemble that of neuronal or embryonal progenitors to a greater extent than that of hematopoietic progenitors.

**Table 1:** Comparison of primitive prostate profiles with other SC profiles.

**Ivanova et al.**	**ESC (2270)**	**(%)**	**HSC (2359)**	**(%)**	**NSC (2492)**	**(%)**	**Number of gene probes that are in common with at least one other profile (ESC,HSC,NSC)**	**(%)**			
*UGE-only (1050)*	117	**11.1**	77	**7.3**	106	**10.1**	201	**19.1**			
*UGE+SCA1-Hi (209)*	21	**10.0**	13	**6.2**	22	**10.5**	40	**19.1**			
*SCA1-Hi-only (296)*	8	**2.7**	21	**7.1**	13	**4.4**	35	**11.8**			
*SCA1-Hi+SCA-Lo (112)*	3	**2.7**	12	**10.7**	7	**6.3**	17	**15.2**			
*All sections (1667)*	149	**8.9**	123	**7.4**	148	**8.9**	293	**17.6**			
**Ramalho-Santos et al.**	**ESC (1787)**	**(%)**	**HSC (1977)**	**(%)**	**NSC (2458)**	**(%)**	**Number of gene probes that are in common with at least one other profile (ESC,HSC,NSC)**	**(%)**			
*UGE-only (1050)*	203	**19.3**	64	**6.1**	242	**23.0**	325	**31.0**			
*UGE+SCA1-Hi (209)*	10	**4.8**	6	**2.9**	3	**1.4**	16	**7.7**			
*SCA1-Hi-only (296)*	23	**7.8**	36	**12.2**	20	**6.8**	59	**19.9**			
*SCA1-Hi+SCA-Lo (112)*	4	**3.6**	7	**6.3**	3	**2.7**	12	**10.7**			
*All sections (1667)*	240	**14.4**	113	**6.8**	268	**16.1**	412	**24.7**			
**Tumbar et al.**	**Skin SC (152)**	**(%)**									
*UGE-only (1050)*	18	**1.7**									
*UGE+SCA1-Hi (209)*	3	**1.4**									
*SCA1-Hi-only (296)*	2	**0.7**									
*SCA1-Hi+SCA-Lo (112)*	0	**0.0**									
*All sections (1667)*	23	**1.4**									
**Petkov et al.**	**Hepatic SC (282)**	**(%)**							**Summary Table**	**Number of gene probes that are in common with at least one other profile**	**(%)**
*UGE-only (1050)*	24	**2.3**							*UGE-only (1050)*	425	**40.5**
*UGE+SCA1-Hi (209)*	1	**0.5**							*UGE+SCA1-Hi (209)*	51	**24.4**
*SCA1-Hi-only (296)*	4	**1.4**							*SCA1-Hi-only (296)*	76	**25.7**
*SCA1-Hi+SCA-Lo (112)*	0	**0.0**							*SCA1-Hi+SCA-Lo (112)*	22	**19.6**
*All sections (1667)*	29	**1.7**							*All sections (1667)*	574	**34.4**

A summary of the number of transcripts expressed in each of the isolated prostate cell clusters in comparison with defined SC profiles from ESC, HSC and NSC [16], [17], skin SC [18] and liver SC [19]. The number of transcripts appearing in the prostate cluster or SC publication is denoted in brackets in each case. In each instance the percentage (%) indicates the correspondence with the prostate cluster. A complete list of transcripts for each of the denoted comparisons is presented in Table S5.

The presence of significant numbers of SC genes in our APSC and FPSC suggests that these populations have the characteristics of undifferentiated progenitor cells. We next determined the molecular profiles of the isolated PSC populations to decipher potential signaling pathways that are expressed by these cells.

### B. Identification of overrepresented functional categories and TF-binding promoter motifs within the clusters of genes that are overexpressed in the stem/progenitor cells

To identify the major biological processes and transcriptional networks within the three SC-containing clusters (*UGE-only*, *UGE+Sca-1^Hi^*, *Sca-1^Hi^-only*; **Figure 1**) we applied the EXPANDER package for functional and promoter analysis. A number of functional categories and TF-binding promoter motifs are significantly enriched in these clusters (**Tables 2** **,** **S7**).

**Table 2:** Promoter analysis of primitive prostate clusters.

Cluster	TF	Accession number in TRANSFAC DB	p-value*	Enrichment Factor**
***UGE-only (FPSC)***	E2f	M00918	4.7E-14	1.92
	Nfy	M00287	4.9E-14	1.63
	ETF/Tead2	M00695	1.2E-09	1.44
	Ap2	M00189	1.5E-05	1.29
	AhR/Arnt	M00235	1.1E-03	1.32
***UGE+Sca-1Hi (FPSC and APSC)***	Srebp1	M00749	5.5E-04	1.66
	Ap2	M00189	4.9E-03	1.31
	Smad3	M00701	5.2E-03	1.76
	Fxr/Rxra	M00631	7.3E-03	2.00
***Sca-1Hi-only (APSC)***	Smad	M00974	2.8E-03	1.80
	Srebp1	M00221	8.6E-03	1.59
	T3r (Rxr-a or b)	M00963	1.1E-02	1.73
	Smad3	M00701	2.2E-02	1.54

TFs whose binding site profiles were significantly enriched in the three SC-related clusters described in Fig. 1 are presented.

* P values indicate the significance of TF signature enrichment in the cluster relative to that in the background set as described in Materials and Methods.

** Enrichment factor values represent the frequency of the TF signature in a cluster divided by its frequency in the background set.

### a) Self-renewal signature in FPSC

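Genes of cell division were higher in UGE almost without exception. Of 40 genes of mitosis, 38 rose in UGE and none fell, the same number when adjusted over the list alone, and the median log2 difference was 3.26 (camera adjusted p = 2.62e-26, adjusted p = 0.0461 with an estimated correlation). Of 41 genes of DNA replication, 37 rose (38 when adjusted over the list alone), with a median of 2.08 (camera adjusted p = 3.73e-20, adjusted p = 0.0288 with an estimated correlation). Compared directly with Sca-1 Hi, 38 and 34 were higher in UGE (camera adjusted p = 9.39e-28, adjusted p = 0.0640 with an estimated correlation and camera adjusted p = 3.55e-17, adjusted p = 0.0462 with an estimated correlation). Examples are *Birc5*, an inhibitor of apoptosis that acts in chromosome segregation (log2 difference 3.26 ± 0.48 SE, adjusted p = 2.49e-04, 3 of 3 arrays above every Sca-1 Neg array), the cyclin gene *Ccnf* (3.85), the replicative helicase gene *Mcm3* (log2 difference 3.28 ± 0.23 SE, adjusted p = 6.79e-07, 3 of 3 arrays above every Sca-1 Neg array) and *Uhrf1*, which maintains DNA methylation at replication (3.95). In Sca-1 Hi no mitosis gene passed the test by limma or when adjusted over the list alone, and 5 replication genes did, among them *Cdc45* (2.35), *Rfc3* (1.83) and the helicase gene *Mcm7* (0.93). The 13 cell cycle genes that the study lists in Table 3 all rose in UGE (camera adjusted p = 2.73e-10, adjusted p = 0.0376 with an estimated correlation), among them *Ccna2* (3.16), *Cdk4* (2.54) and *Ccne1* (5.90), but they were chosen on these samples and are not independent evidence.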

The *UGE-only* cluster is highly enriched in cell proliferation genes , as would be expected for an expanding fetal population (**Tables 3** **,** **S7** **,** **8**). Up-regulation of *Mki67* (12-fold) exclusively in the UGE subset attests that these cells are proliferating. 

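*Mki67*, the proliferation antigen Ki-67 of cycling cells, was higher in UGE than in Sca-1 Neg (log2 difference 3.66 ± 0.35 SE, adjusted p = 8.32e-06, 3 of 3 arrays above every Sca-1 Neg array) and than in Sca-1 Hi (log2 difference 4.01 ± 0.38 SE, adjusted p = 7.31e-06, 3 of 3 arrays above every Sca-1 Hi array). Its signal was 3363 ± 643 (SD, n = 3) in UGE, 219.9 ± 89.1 (SD, n = 3) in Sca-1 Hi, 212 ± 65.7 (SD, n = 4) in Sca-1 Lo and 270.2 ± 77.0 (SD, n = 4) in Sca-1 Neg. The differences of Sca-1 Hi (-0.35, adjusted p = 0.559) and Sca-1 Lo (-0.37, adjusted p = 0.710) from Sca-1 Neg did not pass the test.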

Proliferation and cell cycle-related pathways are elevated in the self-renewal of normal SC [21]. PTEN deletion, which enlarges the pool of self-renewing NSC [21], reveals a SC-self-renewal signature (231 genes) for these cells. Notably, approximately 64% of these genes are also up-regulated in the *UGE-only* cluster, indicating considerable similarity in gene expression between these two self-renewing populations (**Table S9**). 

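Wnt ligand and receptor genes changed in both directions in UGE. Of 12 Wnt pathway genes that the study lists, 9 rose and 1 fell in UGE, and 3 rose and 1 fell in Sca-1 Hi. The ligand gene *Wnt4* rose in UGE (log2 difference 2.77 ± 0.49 SE, adjusted p = 0.00108, 3 of 3 arrays above every Sca-1 Neg array) and in Sca-1 Hi (log2 difference 2.46 ± 0.49 SE, adjusted p = 0.00694, 3 of 3 arrays above every Sca-1 Neg array), *Wnt6* rose in UGE (log2 difference 3.81, adjusted p = 6.12e-06), and *Wnt10a* was at least 17.4-fold higher in UGE and at least 4.15-fold higher in Sca-1 Hi. The receptor gene *Fzd6* rose in UGE (log2 difference 3.18, adjusted p = 2.04e-05) and Sca-1 Hi (log2 difference 1.71, adjusted p = 0.00687), with 1 of its 3 probe sets higher in each. Probe sets of *Wnt7a* disagreed: the one of highest mean signal fell in UGE (-1.58, adjusted p = 0.00982) and another rose (5.62, adjusted p = 0.0172), on which the UGE signal was 8357 ± 9911 (SD, n = 3). Those of *Fzd3* disagreed in Sca-1 Hi, where the one of highest signal fell (-1.20, adjusted p = 0.0239) and another, with a Sca-1 Neg mean below the signal floor, rose (adjusted p = 0.0216), and *Wnt7b* had 0.28, adjusted p = 0.596 on the first but 2.48, adjusted p = 0.00181 on another. The study chose these genes on these samples, so the list (camera adjusted p = 1.20e-05, adjusted p = 0.0376 with an estimated correlation in UGE) is not independent evidence. Of 30 Wnt ligands and receptors listed from textbooks, 8 rose and 3 fell in UGE (camera adjusted p = 0.243, adjusted p = 0.542 with an estimated correlation), and of 15 target genes 5 rose and 2 fell (camera adjusted p = 0.313, adjusted p = 0.717 with an estimated correlation), among them the gap junction gene *Gja1* (3.79), the feedback inhibitor *Rnf43* (2.38) and, lower, *Myc* (-1.17). In Sca-1 Hi none of the target genes passed by limma. Of the 68 probe sets in the study's Wnt table, 59 were higher in UGE and 9 in Sca-1 Hi. *Fzd3* (-1.28 to -0.93) lost the call in Sca-1 Hi without Sca-1 Hi replicate 2 or Sca-1 Hi replicate 3.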

Components, as well as target genes, of the Wnt/β-catenin pathway that promotes self-renewal in many types of SC [22] are strongly represented in FPSC and APSC (**Tables 3** **,** **S10**). The aberrant activation of this pathway in prostate tumors [23] and its enrichment in PSC is consistent with the notion that prostate cancer may arise in the primitive compartment. qPCR analysis validated the gene expression profiles, indicating that expression of *Wnt4* is elevated in FPSC (5-fold ) and APSC (8-fold) relative to mature cells (Sca-1^Neg^). In addition, *Wnt6* is elevated in FPSC (22-fold), and Fzd6 is elevated in FPSC (5-fold) and APSC (3-fold) relative to mature cells (**Table S11**). 

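Hedgehog genes divided between those that rose and those that fell. *Shh*, the ligand gene, rose in UGE (log2 difference 2.82 ± 0.42 SE, adjusted p = 2.61e-04, 3 of 3 arrays above every Sca-1 Neg array) and in Sca-1 Hi (log2 difference 2.08 ± 0.42 SE, adjusted p = 0.00674, 3 of 3 arrays above every Sca-1 Neg array). Its signal was 7356 ± 935 (SD, n = 3) in UGE, 4538 ± 1429 (SD, n = 3) in Sca-1 Hi and 1049.6 ± 199.8 (SD, n = 4) in Sca-1 Neg. Of 16 pathway genes listed from textbooks, 7 rose and 4 fell in UGE, and 2 rose and 1 fell in Sca-1 Hi, and the list did not shift in UGE (camera adjusted p = 0.469, adjusted p = 0.841 with an estimated correlation), where its median (0.44) and mean (-0.00) differ in sign. *Ptch1*, the receptor and a target of the pathway (1.58), and the acyltransferase gene *Hhat* (1.64) rose in UGE, while the ligand-binding inhibitor *Hhip* fell in UGE (log2 difference -5.31, adjusted p = 6.56e-04) and Sca-1 Hi (-3.09), and the co-receptor gene *Gas1* fell in UGE (-2.93). The ligand gene *Ihh* rose in Sca-1 Hi (0.98). Of the pathway genes 2 rose in UGE without UGE replicate 2, 4 without UGE replicate 3 and 3 without Sca-1 Neg replicate 1. *Ptch1* (1.5 to 1.65), *Hhat* (1.5 to 1.56) and *Gas1* (-2.92 to -1.99) lost the call in UGE without Sca-1 Neg replicate 1 or UGE replicate 2, *Ptch1* (1.5) and *Gas1* (-2.87) lost the call in UGE without UGE replicate 3 and *Gas1* (-2.93 to -2.56) lost the call in UGE without Sca-1 Hi replicate 2, Sca-1 Lo replicate 1, Sca-1 Neg replicate 2 or Sca-1 Neg replicate 4. *Hhip* (-3.06 to -2.27) and *Ihh* (0.86 to 1.01) lost the call in Sca-1 Hi without Sca-1 Hi replicate 1, Sca-1 Hi replicate 2 or Sca-1 Neg replicate 1 and *Hhip* (-3.09 to -2.61) lost the call in Sca-1 Hi without Sca-1 Neg replicate 4 or UGE replicate 3.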

Components of the sonic hedgehog (Shh) pathway, which is also implicated in the self-renewal of primitive cells [24] and the suppression of differentiation, are manifest in FPSC and APSC (**Tables 3** **,** **S12**). 

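Of the 9 hedgehog regulators and targets of the study's Table 3, 8 rose and 1 fell in UGE, and 3 rose in Sca-1 Hi. *Mycn*, a transcription factor gene driven by hedgehog signals, had the largest increase in UGE (log2 difference 7.17 ± 0.57 SE, adjusted p = 1.69e-06, 3 of 3 arrays above every Sca-1 Neg array) and also rose in Sca-1 Hi (log2 difference 1.87, adjusted p = 0.0488). Its signal was 3879 ± 1018 (SD, n = 3) in UGE, 99.4 ± 32.5 (SD, n = 3) in Sca-1 Hi and 34.4 ± 22.3 (SD, n = 4) in Sca-1 Neg. For *Mycn*, 1 of 3 probe sets was higher in UGE and 1 of 3 in Sca-1 Hi. The dispatch gene *Disp1* (1.35) and the inhibitor gene *Sufu* (1.35) rose in UGE, and the checkpoint kinase gene *Chek1* rose in UGE (3.13) and Sca-1 Hi (log2 difference 1.01, adjusted p = 0.0404). Probe sets of the transcription factor gene *Gli3* disagreed in UGE. The one of highest signal fell (-2.25, adjusted p = 0.00135), whereas the others (3.06, adjusted p = 7.19e-04 and 2.30, adjusted p = 0.00234) rose, and none of the 3 passed the test in Sca-1 Hi. The genes were chosen by the study on these samples, so the shift of the list in UGE (camera adjusted p = 0.00140, adjusted p = 0.246 with an estimated correlation) is not independent evidence. *Disp1* (1.19) and *Sufu* (1.15) lost the call in UGE without UGE replicate 2 and *Sufu* (1.20 to 1.34) lost the call in UGE without Sca-1 Neg replicate 1 or UGE replicate 3. *Mycn* (1.62 to 2.07) and *Chek1* (0.91 to 1.15) lost the call in Sca-1 Hi without Sca-1 Hi replicate 1, Sca-1 Hi replicate 2, Sca-1 Hi replicate 3, UGE replicate 2 or UGE replicate 3, *Mycn* (1.87 to 1.89) lost the call in Sca-1 Hi without Sca-1 Lo replicate 1, Sca-1 Lo replicate 2, Sca-1 Lo replicate 3, Sca-1 Lo replicate 4, Sca-1 Neg replicate 1 or UGE replicate 1 and *Chek1* (0.83 to 0.97) lost the call in Sca-1 Hi without Sca-1 Neg replicate 2 or Sca-1 Neg replicate 4.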

The abundance of Shh-regulators and target genes that are up-regulated in the FPSC and APSC indicates that autocrine hedgehog signaling may play an important role in prostate progenitor/stem cell biology. qPCR analysis validates the gene expression data and indicates that *Shh* and *Gli3* expression are increased in fetal (35-fold and 4-fold respectively) and adult (6-fold and 3-fold respectively) SC relative to mature cells (**Table S11**). Hedgehog signaling is important for normal prostate growth and increases during prostate tumorigenesis in concert with an increase in progenitor cell markers [25], implying again that primitive cells may be expanded during tumorigenesis.

**Table 3:** Transcriptional profile of genes expressed in (i) UGE, (ii) in both UGE and Sca-1Hi and (iii) Sca-1Hi subsets relative to the Sca-1Neg subset.

Subset	Category	mRNAs
**UGE (FPSC)**	Cell cycle	**Cdc2a (x10)** *, **E2f3 (x3)**, **Tead2 (x4)**, Cdc25c (x4), Cdkn3 (x3), Cdk4 (x7), Mcm2 (x5), Mcm6 (x7), Nras (x5), Ccna2 (x9) , Ccne1 (x53), Brca1 (x4), Mki67 (x12)
	Chromatin modifiers	**Ezh2 (x9)**, Hdac2 (x3), Bmi1 (x2), Jarid1b (x5), Hmga1 (x11), Hmga2 (x47), Suv39h2 (x4), Dnmt3a (x4)
	Notch signaling	Lfng (x4), Dll1 (x2) Sdcbp2 (x3)
	E2f-target genes	**Cdc2a (x10)**, Cdc6 (x7), Ccne1 (x52), Dhfr (x5), Mcm2 (x4), Mcm5 (x8), Mcm6 (x6), Orc1l (x9), Tk1 (x4), Tyms (x5), Ccna2 (x9)**, Cdca3 (x6)**, Igf2 (x28)**, Mad2l1 (x5)**, Mal2 (x10)**, Rrm2 (x4)**, Tpx2 (x10)**, Ube2c (x5)**, Plk1 (x9)**
	Nfy-target genes	**Ccnb1 (x12)**, Ccnb2 (x8), Plk1 (x9), Cdc25c (x2), Ccna2 (x9), Col11a1 (x5), Cdc2a (x10), Hes1 (x2), Tert (x3)
	Ap2-target genes	Igf2 (x27), Lor (x28), Cdh1 (x3), Erbb2 (x2)
**UGE and Sca-1Hi (FPSC and APSC)**	Shh signaling	**Shh (x7, x4)**, **Gli3 (x7,NC)**, Mycn (x82, x2), Hhat (x2, NC), Disp1 (x2, NC), Sufu (x2, NC), Smo (x3, NC), Chek (x8, NC), Ptch1 (x2, NC)
	Wnt Signaling	**Wnt4 (x9, x5)**, **Wnt6 (x8, NC)**, **Fzd6 (x8, x3)**, **Ctnnb1 (x2, NC)**, Wnt7a (x37, NC), Csnk1g1 (x2, NC), Fzd2 (x3, x-2), Fzd3 (x2, NC), Wnt7b (x4, x2), Wnt9b (x4, NC), Wnt10a (x14, x4), Lrp6 (x2, x3)
	Ahr pathway and target genes	**Ahr (x4, x5)**, Tk1 (x5, NC), Syt9 (x17, NC), Cd1d1 (x9, NC), Arnt2 (x5, NC), Smad3 (x5, NC), Magi3 (x4, NC), S100g (x4, NC), Snn (x6, NC), Col11a1 (x5, NC), Mycl1 (x5, NC), Slc2a1 (x5, NC), Lamb3 (x3, x6), Zfp36l1 (x2, x2), Sprr1a (x21, x21), Cdh3 (x5, x2)
	ALDH/RA/Retinoid recepror axis	**Aldh1a2 (x4, x -7)** ***, **Rxra (x4, NC)**, **Rarg (x2, x3)**, **Rarb (x6, NC)**, **Crabp2 (x15, NC)**, Aldh1a3 (x7, x2), Aldh1a7 (x4, x4), Aldh3a1 (x -7, x6), Aldh3b2 (x4, NC)
	Epithelial morphogenesis factors	Krt4 (x28, x28), Krt6a (x16, x2), Alcam (x5, x2), Efna5 (x9, x2), Efnb2 (x9, x3), Ephb3 (x7, x3), Celsr1 (x18, x4), Evpl (x10, x4), Ppl (x11, x6)
	Phospholipid metabolism	**Rxra (x4, NC)**, **Pltp (x2, x8)**, Akp2 (x2, x2), Lypd2 (x23, x3), Lypd3 (x25, x2), Anxa8 (x8, x6), Lgals3 (x3, x8), Dlk1 (x9, x2), Ly6a (x-2, x18), Tiam1 (x12, x3), Fasn (x2, NC), Hmgcr (x4, NC)
	TGFb-pathway and target genes	**Clu (x-4, x4)**, Mmp11 (x8, NC), Smad2 (x2, NC), Smad3 (x3, NC), Lrp1 (x3, x5), Klf4 (x-4, x4), Eng (NC, x4), Junb (x-5, x3), Acvrl1 (NC, x3), Rhoa (NC, x4), Itgfbp3 (NC, x14), Itgb6 (NC, x3)
	Detoxification and protection from oxidative stress	**Ahr (x4, x5)**, Aldh1a2 (x4, x -7), Aldh1a3 (x7, x2), Aldh1a7 (x4, x4), Ahr (x4, x5), Cyp2s1 (x2, x4), Cyp2c29 (x2, x3), Cyp51 (x2, NC), Cyp4f39 (x37, NC), Cyp26b1 (NC, x2)
	ABC transporters	Abcb1a (x-3, x18 ), Abcd3 (NC, x3), Abcc3 (NC, x3), Abcc4 (x4, x4 ), Abcc5 (NC, x2)
**Sca-1Hi (APSC)**	Calcium dependent regulators	**Thbd (x12)**, **Itpr3 (x2)**, Anxa3 (x6), S100s10 (x22), Cacna2d4 (x3), Trpc2 (x2), Cbara1 (x6), Ryr2 (-5), Ryr3 (x-3), Itpr2 (x2),

Functional classification is shown for 146 mRNAs scored as increased relative to differentiated Sca-1Neg cells (Table S3). The average relative increases (fold change) from three comparisons is given in parentheses. When two values are presented in brackets following a gene, the first number represents the fold change in UGE, the second in Sca-1Hi. A mRNA that is present but not increased is denoted NC.

* Bolded genes represent those that were validated by FACS or qPCR.

** Specific E2f3-target genes.

*** Aldh activity is elevated in Sca-1Hi cells (Figure 3B).

TF-binding site analysis of promoters for genes that were up-regulated within the FPSC (the *UGE-only* cluster) identifies two transcriptional regulators of the cell cycle, namely E2f and Nfy (**Tables 2** **,** **S13**), consistent with over-representation of self-renewal genes (**Tables 3** **,** **S7**) [20]. Importantly, increases in the levels of mRNAs encoding four members of the E2f family are observed along with numerous genes that are specific targets of E2f3 (**Table 3**). 

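Of 10 genes of the E2f family and its dimerization partners, 5 rose in UGE and none fell (5 when adjusted over the list alone, camera adjusted p = 0.0301, adjusted p = 0.0940 with an estimated correlation), and in Sca-1 Hi none rose and 1 fell. *E2f3*, an activator of cell cycle genes, rose (log2 difference 2.30 ± 0.29 SE, adjusted p = 6.77e-05, 3 of 3 arrays above every Sca-1 Neg array), as did the repressors *E2f7* (at least 16.6-fold, adjusted p = 2.12e-05), *E2f8* (2.92) and *E2f6* (1.25) and the partner gene *Tfdp1* (1.56). *E2f1* had -0.61, adjusted p = 0.149 on its probe set of highest signal and 1.18, adjusted p = 0.0155 on another, and *E2f2* had -0.02, adjusted p = 0.987. The *E2f3* signal was 988 ± 229.7 (SD, n = 3) in UGE and 205 ± 66.5 (SD, n = 4) in Sca-1 Neg, and 1 of its 2 probe sets was higher in UGE. Of 19 E2f target genes of the study, 18 rose in UGE (camera adjusted p = 4.69e-13, adjusted p = 0.0376 with an estimated correlation), among them *Cdk1* (3.39), *Mcm5* (3.12), *Tk1* (2.32) and *Tpx2* (3.24). The target *Orc1*, a subunit of the origin recognition complex, had -0.02, adjusted p = 0.968 on its probe set of highest signal and 3.90, adjusted p = 1.18e-04 on another. These targets were chosen on these samples and are not independent evidence. With array weights the family as a list no longer shifted.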

Analysis by qPCR confirms that *E2f3* (3-fold) and its representative target gene, *Cdc2a* (12-fold), are up-regulated in the UGE cells compared with mature cells (**Table S11**). Interestingly, E2f3 expression is associated with the self-renewal of murine trophoblast SC [26], the expansion of SC in the columella and lateral root caps of Arabidopsis [27], and a poor prognosis in prostate cancer [28]. 

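Nfy is a heterotrimer that binds CCAAT boxes. Of its 3 subunit genes, *Nfya* rose in UGE (log2 difference 1.02 ± 0.24 SE, adjusted p = 0.00693, 3 of 3 arrays above every Sca-1 Neg array), while *Nfyb* had 0.85, adjusted p = 0.109, and 1 of its 2 probe sets was higher. The list of subunits did not shift (camera adjusted p = 0.196, adjusted p = 0.432 with an estimated correlation). Neither gene passed in Sca-1 Hi, with log2 differences of -0.19 and 0.62. Of 9 Nfy target genes that the study lists, 9 rose in UGE (camera adjusted p = 1.08e-06, adjusted p = 0.0376 with an estimated correlation), among them the cyclin genes *Ccnb1* (3.25) and *Ccnb2* (3.08), the kinase gene *Plk1* (3.52), the phosphatase gene *Cdc25c* (at least 6.84-fold) and the telomerase gene *Tert* (2.28), and 1 of them, *Hes1*, rose in Sca-1 Hi (1.22). The targets were chosen by the study on these samples and are not independent evidence of direction. *Hes1* (0.94 to 1.41) lost the call in Sca-1 Hi without Sca-1 Hi replicate 1, Sca-1 Hi replicate 2, Sca-1 Hi replicate 3, Sca-1 Lo replicate 1, Sca-1 Lo replicate 4, Sca-1 Neg replicate 1, Sca-1 Neg replicate 2, UGE replicate 1, UGE replicate 2 or UGE replicate 3.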

The binding-motif signature for Nfy is also well represented in the promoters of FPSC genes and is in accordance with the increased transcription of Nfya and Nfyb subunits and the finding that Nfya is a potent inducer of HSC self-renewal [29].

Additional promoter signatures that are enriched in the *UGE-only* cluster are those of Ap2 and of the embryonic TEA domain-containing factor (ETF), also known as Tead2 (**Tables 2** **,** **S13**). 

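*Tead2*, a transcription factor gene of early embryos, rose in UGE (log2 difference 1.91 ± 0.35 SE, adjusted p = 0.00127, 3 of 3 arrays above every Sca-1 Neg array) and fell in Sca-1 Hi (log2 difference -1.83, adjusted p = 0.00517). Its coactivator gene *Yap1* rose in UGE (log2 difference 1.19 ± 0.28 SE, adjusted p = 0.00624, 3 of 3 arrays above every Sca-1 Neg array) and had -0.13, adjusted p = 0.803 in Sca-1 Hi. Both were higher in UGE than in Sca-1 Hi when compared directly (*Tead2* 3.74 and *Yap1* 1.32). The *Tead2* signal was 1173 ± 78.0 (SD, n = 3) in UGE, 91.7 ± 32.8 (SD, n = 3) in Sca-1 Hi and 326 ± 109 (SD, n = 4) in Sca-1 Neg. Of 6 genes of the Tead and Yap families, 3 rose in UGE, the third being *Tead1* (1.59), and the list did not shift (camera adjusted p = 0.196, adjusted p = 0.432 with an estimated correlation). *Tead1* (1.55 to 1.59) lost the call in UGE without Sca-1 Neg replicate 2, UGE replicate 1, UGE replicate 2 or UGE replicate 3.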

In the FPSC expression of *ETF*/*Tead2* and its coactivator, *Yap1*, were increased by 4- and 2- fold respectively. The increased expression of *Tead2* (4-fold) in FPSC relative to mature cells was verified by qPCR (**Table S11**). Tead2 induces genes that promote the self-renewal of progenitor cells in the olfactory epithelium [30] and is essential during murine embryo development [31]. Ap2 transcripts are elevated 3-fold and a number of its target genes are increased (**Table 3**). 

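Among Ap2 genes, which encode transcription factors of ectoderm and epidermis, *Tfap2c* rose in UGE (log2 difference 1.96 ± 0.57 SE, adjusted p = 0.0201, 3 of 3 arrays above every Sca-1 Neg array), Sca-1 Hi (log2 difference 2.44, adjusted p = 0.0146) and Sca-1 Lo (log2 difference 2.24, adjusted p = 0.0463), and *Tfap2a* rose in UGE (log2 difference 1.85, adjusted p = 0.00138). *Tfap2b* passed in none of the 3 populations on its probe set of highest signal, and 1 of its 2 probe sets was lower in Sca-1 Hi and in Sca-1 Lo. Of 5 family members 2 rose in UGE, and the list did not shift (camera adjusted p = 0.616, adjusted p = 0.694 with an estimated correlation), with a median of -0.30 (0.25 with genes at the signal floor set to their bound) and a mean of 0.50. All 4 Ap2 target genes of the study rose in UGE (camera adjusted p = 4.90e-04, adjusted p = 0.0666 with an estimated correlation): the growth factor gene *Igf2* (log2 difference 4.92, adjusted p = 9.92e-07), the cornified envelope gene *Lor* (log2 difference 4.64, adjusted p = 1.41e-04), the cadherin gene *Cdh1* (1.65) and the receptor gene *Erbb2* (1.52). None of them passed in Sca-1 Hi over all genes by limma, and 4 did when adjusted over the list alone (camera adjusted p = 0.0134, adjusted p = 0.300 with an estimated correlation). The study chose them on these samples, so they are not independent evidence. The *Tfap2c* signal was 1768 ± 429.7 (SD, n = 3) in UGE, 2440.4 ± 478 (SD, n = 3) in Sca-1 Hi and 573 ± 466 (SD, n = 4) in Sca-1 Neg. *Tfap2c* (1.55 to 1.93) lost the call in UGE without Sca-1 Neg replicate 1, Sca-1 Neg replicate 2, UGE replicate 2 or UGE replicate 3. *Tfap2c* (2.32 to 2.39) lost the call in Sca-1 Hi without Sca-1 Hi replicate 2 or Sca-1 Hi replicate 3. *Tfap2c* (1.82 to 2.38) lost the call in Sca-1 Lo without Sca-1 Hi replicate 1, Sca-1 Hi replicate 2, Sca-1 Hi replicate 3, Sca-1 Lo replicate 1, Sca-1 Lo replicate 3, Sca-1 Lo replicate 4, Sca-1 Neg replicate 1, Sca-1 Neg replicate 2, Sca-1 Neg replicate 4, UGE replicate 1, UGE replicate 2 or UGE replicate 3.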

Ap2 promotes proliferation over differentiation and is a marker of SC and pluripotency [32]. Thus, E2f, Nfy, Tead2 and Ap2 are likely to be involved in the self-renewal and expansion of the primitive prostate population.

### b) TGF-ß signaling signature in APSC

In contrast to the abundance of proliferation genes present in the expanding UGE population, in APSC (Sca-1^Hi^ subset) we find that TGF-β target genes are upregulated indicating that TGF-β signaling is a prominent feature of APSC. 

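Of 12 TGF-β related genes that the study lists, 5 rose in Sca-1 Hi and none fell (7 higher when adjusted over the list alone, camera adjusted p = 9.14e-04, adjusted p = 0.420 with an estimated correlation), and in UGE 3 rose and 4 fell. *Clu*, which encodes the chaperone clusterin, rose in Sca-1 Hi (log2 difference 1.51 ± 0.35 SE, adjusted p = 0.0153, 3 of 3 arrays above every Sca-1 Neg array) and fell in UGE (-2.31). The TGF-β co-receptor gene *Eng* (log2 difference 2.08, adjusted p = 0.00549) and the receptor gene *Acvrl1* (log2 difference 2.50, adjusted p = 0.00372) rose in Sca-1 Hi, while the transcription factor genes *Klf4* (1.69, adjusted p = 0.0820) and *Junb* (1.5, adjusted p = 0.0635) did not pass. Probe sets of *Lrp1* and *Rhoa* disagreed in Sca-1 Hi, *Lrp1* with 0.57, adjusted p = 0.664 on the one of highest signal and 2.86, adjusted p = 0.00342 on another, and *Rhoa* with -0.11, adjusted p = 0.798 and 2.27, adjusted p = 0.0423. These genes were chosen on these samples and are not independent evidence. In lists from textbooks, 2 of 17 TGF-β target genes rose in Sca-1 Hi (camera adjusted p = 0.584, adjusted p = 0.910 with an estimated correlation), the integrin gene *Itgb6* and *Id1* (1.26), with none left without Sca-1 Hi replicate 2 and 1 without Sca-1 Hi replicate 3. Of 17 genes of ligands, receptors and transducers none rose and 2 fell (camera adjusted p = 0.658, adjusted p = 0.915 with an estimated correlation), the ligand gene *Tgfb3* (-3.11) and the receptor gene *Tgfbr1* (-1.04). Endothelial genes beside *Eng* and *Acvrl1* rose in Sca-1 Hi, for example the claudin gene *Cldn5* (log2 difference 4.81, adjusted p = 1.22e-04) and the receptor gene *Tie1* (4.30). Immediate early genes, which include *Klf4* and *Junb*, had a median of 0.86 in Sca-1 Hi (camera adjusted p = 9.14e-04, adjusted p = 0.617 with an estimated correlation) with none past the test for a single gene. *Clu* (1.56), *Id1* (1.17), *Tgfb3* (-2.99) and *Tgfbr1* (-0.97) lost the call in Sca-1 Hi without Sca-1 Hi replicate 2, *Tgfb3* (-2.49) and *Tgfbr1* (-0.93) lost the call in Sca-1 Hi without Sca-1 Hi replicate 1 and *Tgfbr1* (-1.21 to -0.80) lost the call in Sca-1 Hi without Sca-1 Hi replicate 3, Sca-1 Lo replicate 1, Sca-1 Lo replicate 3, Sca-1 Neg replicate 1, Sca-1 Neg replicate 2, Sca-1 Neg replicate 4, UGE replicate 2 or UGE replicate 3.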

We previously documented that the maintenance of dormancy of APSC is dependent on the TGF-β/Smad2/3 signaling pathway [33]. Significantly, our cis-element promoter analysis identifies enriched binding-sites for Smad and Smad3 in the *Sca-1^Hi^-only* cluster, while similar sites were absent from the *UGE-only* cluster (**Table 2**), indicating that TGF-β/Smad signaling may have a predominant role in APSC.

The expression level of *Itgb6*, an integrin that binds and activates TGF-β [34] is up-regulated 3-fold in APSC (**Table 3**). In addition, an increase in the expression levels of *Igfbp3* (14-fold), that phosphorylates Smad3 [35], is observed exclusively in the Sca-1^Hi^ subset. 

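*Itgb6*, the integrin subunit that activates latent TGF-β, rose in Sca-1 Hi (log2 difference 2.51 ± 0.60 SE, adjusted p = 0.0170, 3 of 3 arrays above every Sca-1 Neg array). Its difference was 1.05, adjusted p = 0.212 in UGE and 1.83, adjusted p = 0.123 in Sca-1 Lo. The direct tests of UGE against Sca-1 Hi (-1.45, adjusted p = 0.113) and of Sca-1 Hi against Sca-1 Lo (0.68, adjusted p = 0.760) did not pass. The signal was 129 ± 43.1 (SD, n = 3) in Sca-1 Hi, 47.7 ± 19.9 (SD, n = 3) in UGE, 98.3 ± 74.3 (SD, n = 4) in Sca-1 Lo and 24.9 ± 14.5 (SD, n = 4) in Sca-1 Neg. *Itgb6* (2.30 to 2.40) lost the call in Sca-1 Hi without Sca-1 Hi replicate 2 or Sca-1 Hi replicate 3.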

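*Igfbp3*, which encodes a binding protein of insulin-like growth factors, rose in Sca-1 Hi (log2 difference 3.94 ± 0.50 SE, adjusted p = 4.86e-04, 3 of 3 arrays above every Sca-1 Neg array) and in Sca-1 Lo (log2 difference 3.41 ± 0.46 SE, adjusted p = 0.00262, 4 of 4 arrays above every Sca-1 Neg array). The difference between Sca-1 Hi and Sca-1 Lo did not pass the test (0.54, adjusted p = 0.778), and UGE was lower than Sca-1 Hi (log2 difference -3.45, adjusted p = 4.18e-04). The signal was 2074 ± 764 (SD, n = 3) in Sca-1 Hi, 1407 ± 451 (SD, n = 4) in Sca-1 Lo, 235 ± 194 (SD, n = 3) in UGE and 129 ± 23.9 (SD, n = 4) in Sca-1 Neg.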

Validation by qPCR (3-fold; **Table S11**) and FACS analysis (3-fold; **Figure 3B**) confirms that the TGF-β target gene clusterin (Clu) is up-regulated in APSC. Our promoter analysis also identifies overrepresentation of the SMAD3 motif in the promoters of genes from the UGE+Sca-1^Hi^ cluster (**Table 2**), indicating that TGF-β may also mediate signaling in the FPSC. As a second approach for determining the possible involvement of TGF-β signaling in primitive prostate cells, we compared the genes from the three SC-enriched clusters (*UGE-only*, *UGE+Sca-1^Hi^* and *Sca-1^Hi^–only*) with the TGF-β-driven signature from keratinocytes [36]. These comparisons indicate that approximately 14% of the genes in each of these three tested clusters may be TGF-β targets (*UGE-only* 112/823; *UGE+Sca-1^Hi^* 19/130; *Sca-1^Hi^–only* 23/172 genes) (**Table S14**), supporting the contribution of TGF-β signaling in FPSC in addition to its prominent role in the APSC (**Table 3**). In this regard it is important to note that *Smad2* and *Smad3*, the two main transcriptional mediators of TGF-β, are exclusively up-regulated in the UGE (**Table 3**). 

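The genes that the study lists as shared with the TGF-β signature of keratinocytes followed the clusters from which they were drawn. Of 158 probe sets in the table for the UGE-only cluster, all were higher in UGE and 152 higher than in Sca-1 Hi, with a median log2 difference of 2.87 in UGE and 0.07 in Sca-1 Hi. Of 25 in the table for the cluster of UGE and Sca-1 Hi, 24 were higher in UGE and 24 in Sca-1 Hi. Of 26 in the table for the Sca-1 Hi-only cluster, 24 were higher in Sca-1 Hi, 6 in Sca-1 Lo and 1 in UGE, with medians of 2.42 in Sca-1 Hi and 1.09 in Sca-1 Lo. The probe sets were chosen for these directions on these samples, so the counts are not independent evidence.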

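The transducers of TGF-β signals *Smad2* and *Smad3* rose in UGE, *Smad2* with log2 difference 1.33 ± 0.22 SE, adjusted p = 6.40e-04, 3 of 3 arrays above every Sca-1 Neg array and *Smad3* with log2 difference 2.28 ± 0.31 SE, adjusted p = 1.41e-04, 3 of 3 arrays above every Sca-1 Neg array. Neither passed in Sca-1 Hi (-0.03, adjusted p = 0.955 for *Smad2* and 0.60, adjusted p = 0.222 for *Smad3*) or in Sca-1 Lo (0.16 and 0.18), and UGE was higher than Sca-1 Hi for both (log2 difference 1.35, adjusted p = 9.53e-04 and log2 difference 1.68, adjusted p = 0.00236). The *Smad3* signal was 1826 ± 395 (SD, n = 3) in UGE, 572 ± 136 (SD, n = 3) in Sca-1 Hi and 377 ± 82.7 (SD, n = 4) in Sca-1 Neg. A dimmer probe set of *Smad3* had -0.35, adjusted p = 0.317 in UGE.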

The prominent representation of the Smad binding-site motif in the promoters of genes that are up-regulated in the APSC (Sca-1^Hi^-only cluster) indicates that the TGF-β signaling pathway is highly relevant to the transcriptional program of these cells and supports the finding that TGF-β maintains the quiescence of APSC [33]. In FPSC the inhibitory effects of TGF-β may be negated by the expression of numerous molecules related to self-renewal (see above). It is also possible that TGF-β may have a different function in primitive fetal prostate cells and that it may promote their self-renewal and maintenance as has been shown in embryonic cells [37]. In summary, we find that FPSC express many regulators that participate in self-renewal as expected in a developing fetal organ. In contrast, target genes of the TGF-β signaling pathway, which maintains dormancy in the adult prostate stem cell niche [33] are significant features of APSC.

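TGF-β target genes from textbooks moved in both directions in UGE, where 4 of 17 rose and 4 fell (camera adjusted p = 0.469, adjusted p = 0.873 with an estimated correlation). The cell cycle inhibitor gene *Cdkn2b* (log2 difference 2.61, adjusted p = 0.00176) and the feedback regulator *Skil* (1.48) rose, and the contractile protein gene *Tagln* (log2 difference -7.37, adjusted p = 7.20e-06) and the matricellular gene *Ccn2* (-3.94) fell. Genes of pericytes and smooth muscle, *Tagln* among them, fell as a list, 13 of 15, with a median of -4.43 (camera adjusted p = 2.73e-10, adjusted p = 0.132 with an estimated correlation). Compared directly, 6 were lower in UGE than in Sca-1 Hi and 3 higher (camera adjusted p = 0.218, adjusted p = 0.840 with an estimated correlation). The *Ccn2* signal was 93.5 ± 42.2 (SD, n = 3) in UGE, 2615 ± 1190.2 (SD, n = 3) in Sca-1 Hi and 1607 ± 1292 (SD, n = 4) in Sca-1 Neg. Immediate early genes, of which *Ccn1* is another relative (-5.76), were lower in UGE than in Sca-1 Hi for 24 of 27 (camera adjusted p = 1.41e-13, adjusted p = 0.190 with an estimated correlation).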

### c) The Ahr/Arnt pathway is expressed in fetal and adult PSC

The aryl-hydrocarbon receptor (Ahr)/Ahr receptor nuclear translocator (Arnt) pathway has important roles in organ development and dioxin toxicology and may be essential for protection against oxidative stress [38]. As the importance of Ahr in prostate biology is well documented and its deficiency results in a smaller prostate [39] and in increased susceptibility to prostate tumors [40], it is of interest that the binding site of this TF is overrepresented in the promoters of genes of the *UGE-only* cluster (**Table 2**). 

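*Ahr*, the gene of the aryl-hydrocarbon receptor, rose in UGE (log2 difference 2.05 ± 0.39 SE, adjusted p = 0.00175, 3 of 3 arrays above every Sca-1 Neg array) and in Sca-1 Hi (log2 difference 2.28 ± 0.39 SE, adjusted p = 0.00295, 3 of 3 arrays above every Sca-1 Neg array), while its partner gene *Arnt* passed in neither (0.33, adjusted p = 0.408 in UGE and -0.11, adjusted p = 0.836 in Sca-1 Hi) on its probe set of highest signal. Of 5 *Arnt* probe sets 1 was lower in UGE and another in Sca-1 Hi. For *Ahr*, 1 of 2 probe sets was higher in UGE and 1 of 2 in Sca-1 Hi. The *Ahr* signal was 2162 ± 567 (SD, n = 3) in UGE, 2533 ± 643 (SD, n = 3) in Sca-1 Hi and 518 ± 105 (SD, n = 4) in Sca-1 Neg. Of 16 *Ahr* related genes of the study, 13 rose in UGE (camera adjusted p = 9.39e-08, adjusted p = 0.0376 with an estimated correlation) and 4 in Sca-1 Hi (camera adjusted p = 0.0218, adjusted p = 0.420 with an estimated correlation), such as the synaptotagmin gene *Syt9* (4.80 in UGE and 1.20 in Sca-1 Hi), the glucose transporter gene *Slc2a1* (2.20 in UGE) and the cornified envelope gene *Sprr1a* (4.64 and 4.68). Probe sets of the cadherin gene *Cdh3* disagreed, with -1.19, adjusted p = 0.139 in UGE on the one of highest signal and 3.12, adjusted p = 6.83e-04 on another. These genes were chosen on these samples and are not independent evidence. Of 9 genes that ligand-bound *Ahr* is known to induce, with *Ahr* and *Arnt*, 1 rose and 2 fell in UGE (camera adjusted p = 0.201, adjusted p = 0.542 with an estimated correlation), and 3 rose in Sca-1 Hi (camera adjusted p = 0.184, adjusted p = 0.551 with an estimated correlation). The gene that rose in UGE was *Ahr*, and the repressor gene *Ahrr* fell (at least 4.50-fold). In Sca-1 Hi the cytochrome gene *Cyp1a1* rose (log2 difference 1.19, adjusted p = 0.0317), and it had 0.09, adjusted p = 0.863 in UGE. *Syt9* (1.05 to 1.17) and *Cyp1a1* (1.05 to 1.12) lost the call in Sca-1 Hi without Sca-1 Hi replicate 1, Sca-1 Hi replicate 3 or Sca-1 Neg replicate 3, *Syt9* (1.11 to 1.39) lost the call in Sca-1 Hi without Sca-1 Hi replicate 2, Sca-1 Neg replicate 1 or Sca-1 Neg replicate 2 and *Cyp1a1* (1.07) lost the call in Sca-1 Hi without Sca-1 Neg replicate 4.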

Microarray data (**Tables 3** **,** **S13**) and qPCR analysis (FPSC 2-fold; APSC 3-fold; **Table S11**) both indicate that *Ahr* and many of its target genes are up-regulated in FPSC and APSC, implying that the Ahr/Arnt complex is transcriptionally active in PSC. Exposure of mice to the Ahr agonist, dioxin, increases the absolute number of bone marrow SC [41], but, surprisingly, these cells are deficient in self-renewal and have impaired regenerative potential [42]. Similar to its effects on HSC, dioxin also inhibits fetal prostatic bud formation [43]. As Ahr/Arnt promoter binding sites are enriched in the genes of the UGE subset, we propose that Ahr is necessary for the regulation of PSC activity and that its over activation may impair self-renewal and the subsequent expansion and differentiation of prostate progenitor cells.

### d) The Aldh/RA/retinoid receptor axis is expressed in PSC

An interesting category of genes up-regulated in the *UGE-only* cluster is that related to embryonic development (**Table S7**). This includes two aldehyde dehydrogenase (Aldh) enzymes, *Aldh1a2* and *Aldh1a3* (**Table S8**), which convert retinal into retinoic acid (RA) [44], a critical factor promoting differentiation. In addition, expression of *Crabp2* that shuttles RA into the nucleus to bind RA receptors [45], is exclusively up-regulated in the *UGE* (15-fold) (**Table 3**) and is confirmed by qPCR analysis (47-fold; **Table S11**). 

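*Aldh1a3*, an enzyme of retinoic acid synthesis, rose in UGE (log2 difference 4.79 ± 0.89 SE, adjusted p = 0.00149, 3 of 3 arrays above every Sca-1 Neg array), and *Aldh1a2* had 2.02, adjusted p = 0.0708 in UGE. In Sca-1 Hi, *Aldh1a2* fell (log2 difference -3.44, adjusted p = 0.0130) and *Aldh1a3* had 2.51, adjusted p = 0.0830. Compared directly, *Aldh1a2* was higher in UGE than in Sca-1 Hi (log2 difference 5.46, adjusted p = 3.63e-04). Signals of *Aldh1a3* were 1367 ± 850.0 (SD, n = 3) in UGE, 265 ± 139 (SD, n = 3) in Sca-1 Hi and 55.8 ± 43.6 (SD, n = 4) in Sca-1 Neg, and those of *Aldh1a2* were 1484 ± 637 (SD, n = 3), 47.5 ± 51.7 (SD, n = 3) and 407 ± 279 (SD, n = 4). The related gene *Aldh1a1* fell in UGE (-2.63). Of 9 retinoid genes of the study, 7 rose and 1 fell in UGE (camera adjusted p = 0.00202, adjusted p = 0.253 with an estimated correlation), a list chosen on these samples and not independent evidence. *Aldh1a2* (-3.15 to -2.86) lost the call in Sca-1 Hi without Sca-1 Hi replicate 1 or Sca-1 Hi replicate 2.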

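*Crabp2*, the carrier of retinoic acid to the nucleus, was at or below the floor of 20 on all Sca-1 Neg arrays and at least 20.6-fold higher in UGE (adjusted p = 6.82e-06). It was also higher in UGE than in Sca-1 Hi (at least 20.2-fold, adjusted p = 1.69e-05), and did not pass in Sca-1 Hi (adjusted p = 0.850) or Sca-1 Lo (adjusted p = 0.629). Its signal was 413 ± 30.7 (SD, n = 3) in UGE, 14.3 ± 6.36 (SD, n = 3) in Sca-1 Hi, 22.0 ± 15.1 (SD, n = 4) in Sca-1 Lo and 12.3 ± 3.79 (SD, n = 4) in Sca-1 Neg. The plasma retinol carrier gene *Rbp4* fell in UGE (-3.80) and Sca-1 Hi (-3.93).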

Other Aldh isoforms are also increased in either both or one of the primitive populations including *Aldh3b2*, *Aldh1a7* and *Aldh3a1* (**Table 3**) and Aldh activity is increased in APSC (10-fold) (**Figure 3B**). 

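Aldehyde dehydrogenase genes moved in both directions. *Aldh3b2* rose in UGE (log2 difference 2.27 ± 0.25 SE, adjusted p = 2.74e-05, 3 of 3 arrays above every Sca-1 Neg array) and Sca-1 Hi (log2 difference 0.84, adjusted p = 0.0450), *Aldh1a7* rose in UGE (log2 difference 1.88, adjusted p = 0.0235) and Sca-1 Hi (log2 difference 2.21, adjusted p = 0.0216), and *Aldh3a1* rose in Sca-1 Hi (log2 difference 2.64 ± 0.53 SE, adjusted p = 0.00704, 3 of 3 arrays above every Sca-1 Neg array) and Sca-1 Lo (2.28) and was at least 7.14-fold lower in UGE. Of 20 family members measured, 4 rose and 7 fell in UGE (camera adjusted p = 0.216, adjusted p = 0.689 with an estimated correlation), and 3 rose and 4 fell in Sca-1 Hi (camera adjusted p = 0.392, adjusted p = 0.863 with an estimated correlation). *Aldh5a1*, which breaks down GABA, rose in UGE (2.07), and the folate enzyme gene *Aldh1l2* fell in UGE (-2.19) and Sca-1 Hi (-2.58). The *Aldh3a1* signal was 906 ± 211 (SD, n = 3) in Sca-1 Hi, 5.64 ± 1.74 (SD, n = 3) in UGE and 167 ± 107 (SD, n = 4) in Sca-1 Neg. *Aldh1a7* (1.47 to 1.89) lost the call in UGE without Sca-1 Neg replicate 1, Sca-1 Neg replicate 2 or UGE replicate 3 and *Aldh1a7* (1.60) and *Aldh1l2* (-1.91) lost the call in UGE without UGE replicate 2. *Aldh3b2* (0.75 to 0.84) lost the call in Sca-1 Hi without Sca-1 Hi replicate 1, Sca-1 Lo replicate 1, Sca-1 Lo replicate 4, Sca-1 Neg replicate 2, Sca-1 Neg replicate 4, UGE replicate 1, UGE replicate 2 or UGE replicate 3, *Aldh3b2* (0.89), *Aldh1a7* (2.07) and *Aldh1l2* (-2.45) lost the call in Sca-1 Hi without Sca-1 Hi replicate 2 and *Aldh3b2* (0.85 to 0.90) and *Aldh1a7* (2.03 to 2.14) lost the call in Sca-1 Hi without Sca-1 Hi replicate 3 or Sca-1 Neg replicate 1. *Aldh3a1* (1.94 to 2.45) lost the call in Sca-1 Lo without Sca-1 Lo replicate 1, Sca-1 Lo replicate 3, Sca-1 Lo replicate 4, Sca-1 Neg replicate 1, Sca-1 Neg replicate 2 or Sca-1 Neg replicate 4.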

High levels of Aldh are present in hematopoietic and neural SC [46]–[49].

Our promoter analysis supports the notion that retinoid receptors may participate in the transcriptional program of primitive prostate cells, as both the *UGE+Sca-1^Hi^* and the *Sca-1^Hi^-only* clusters are enriched in the signature of the retinoid heterodimer receptor, Rxr (**Tables 2** **,** **S13**). Additionally, the nuclear receptor *Rxra* and two of its binding partners, *Rarb* and *Rarg*, are up-regulated in FPSC (**Table 3**). qPCR analysis confirms elevation of *Rxra* in FPSC (4-fold) and APSC (3-fold), *Rarb* in FPSC (3-fold) and APSC (2-fold) and *Rarg* in APSC (3-fold) (**Table S11**). Thus, a number of the major regulators of the RA/retinoid receptor axis are elevated in FPSC and APSC and their expression in PSC may reflect a ‘tipping-point’ beyond which these cells embark on a differentiation-induced program.

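The receptor genes *Rxra* (log2 difference 2.73 ± 0.48 SE, adjusted p = 9.39e-04, 3 of 3 arrays above every Sca-1 Neg array), *Rarb* (log2 difference 2.99 ± 0.73 SE, adjusted p = 0.00790, 3 of 3 arrays above every Sca-1 Neg array) and *Rarg* (log2 difference 1.35 ± 0.26 SE, adjusted p = 0.00181, 3 of 3 arrays above every Sca-1 Neg array) rose in UGE. In Sca-1 Hi, *Rarg* rose (log2 difference 1.54, adjusted p = 0.00258), while *Rxra* (0.62, adjusted p = 0.426) and *Rarb* (0.85, adjusted p = 0.476) did not pass. *Rxra* was higher in UGE than in Sca-1 Hi (log2 difference 2.11, adjusted p = 0.00801), while *Rarb* (2.14, adjusted p = 0.0569) and *Rarg* (-0.19, adjusted p = 0.666) did not pass that test. The *Rxra* signal was 1144 ± 324 (SD, n = 3) in UGE, 259 ± 30.9 (SD, n = 3) in Sca-1 Hi and 201 ± 154 (SD, n = 4) in Sca-1 Neg. For *Rxra*, 1 of 3 probe sets was higher in UGE. Of 18 retinoid genes from textbooks, 5 rose and 3 fell in UGE, and 3 rose and 2 fell in Sca-1 Hi, with no shift of the list (camera adjusted p = 0.298, adjusted p = 0.694 with an estimated correlation in UGE). *Cyp26b1*, which degrades retinoic acid, rose in Sca-1 Hi (2.35) and Sca-1 Lo (2.14). *Cyp26b1* (1.92 to 2.03) lost the call in Sca-1 Lo without Sca-1 Lo replicate 3, Sca-1 Lo replicate 4 or Sca-1 Neg replicate 1.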

### e) A lipid metabolism signature is evident in FPSC and APSC

Our data indicate that genes related to phospholipid metabolism are up-regulated in the *UGE+Sca-1^Hi^* cluster (**Table S7**), including SC niche-related genes such as *Tiam1* [50] and self-renewal genes such as *Akp2* [51] (**Table 3**). 

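*Tiam1*, an activator of the GTPase Rac, rose in UGE (log2 difference 3.89 ± 0.30 SE, adjusted p = 1.28e-06, 3 of 3 arrays above every Sca-1 Neg array) and in Sca-1 Hi (log2 difference 1.70 ± 0.30 SE, adjusted p = 0.00337, 3 of 3 arrays above every Sca-1 Neg array). *Alpl* (named Akp2 in the paper), the tissue-nonspecific alkaline phosphatase gene, had 1.41, adjusted p = 0.0849 in UGE and 1.70, adjusted p = 0.0692 in Sca-1 Hi. Of 12 lipid related genes that the study lists, 8 rose and 1 fell in UGE (camera adjusted p = 1.14e-05, adjusted p = 0.0376 with an estimated correlation), and 7 rose in Sca-1 Hi (camera adjusted p = 8.51e-06, adjusted p = 0.104 with an estimated correlation). Among these *Lypd3* was at least 29.5-fold higher in UGE, *Lypd2* rose in UGE (5.08) and Sca-1 Hi (1.84), and the annexin gene *Anxa8* rose in UGE (5.08), Sca-1 Hi (4.96) and Sca-1 Lo (2.06). They were chosen on these samples, so the counts are not independent evidence. The *Tiam1* signal was 1101 ± 121 (SD, n = 3) in UGE, 247 ± 72.4 (SD, n = 3) in Sca-1 Hi and 75.4 ± 15.9 (SD, n = 4) in Sca-1 Neg. The study's epithelial morphogenesis genes rose with them, 8 of 9 in Sca-1 Hi (camera adjusted p = 3.29e-08, adjusted p = 0.115 with an estimated correlation), such as *Krt4* (4.89), *Celsr1* (2.58), *Evpl* (2.40) and *Ppl* (2.90). *Evpl* (2.20) and *Ppl* (2.59) lost the call in Sca-1 Hi without Sca-1 Hi replicate 2 and *Ppl* (2.47 to 2.71) lost the call in Sca-1 Hi without Sca-1 Hi replicate 3, Sca-1 Neg replicate 1 or Sca-1 Neg replicate 2. *Anxa8* (1.70 to 2.14) lost the call in Sca-1 Lo without Sca-1 Hi replicate 2, Sca-1 Hi replicate 3, Sca-1 Lo replicate 3, Sca-1 Lo replicate 4, Sca-1 Neg replicate 1, Sca-1 Neg replicate 2, Sca-1 Neg replicate 4 or UGE replicate 3.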

Recent evidence demonstrates the importance of lipids in the self-renewal of SC [52], [53]. Interestingly, the retinoid heterodimer receptor (Fxr/Rxr) complex, whose binding motif is enriched in the promoters of the genes of the *UGE+Sca-1^Hi^* cluster (**Table 2**), is also implicated in the regulation of lipid metabolism [54]. 

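*Abcb1a*, an efflux transporter gene, rose in Sca-1 Hi (log2 difference 4.20 ± 0.39 SE, adjusted p = 6.64e-05, 3 of 3 arrays above every Sca-1 Neg array) and in Sca-1 Lo (log2 difference 2.95, adjusted p = 0.00151) and was at least 5.72-fold lower in UGE. Its signal was 2129 ± 401 (SD, n = 3) in Sca-1 Hi, 987 ± 494 (SD, n = 4) in Sca-1 Lo and 115 ± 17.1 (SD, n = 4) in Sca-1 Neg. Of 5 ABC transporter genes of the study, 4 rose in Sca-1 Hi (camera adjusted p = 3.89e-04, adjusted p = 0.152 with an estimated correlation): beside *Abcb1a* these were *Abcc3* (log2 difference 1.68, adjusted p = 0.0343), *Abcc4* (2.05, and 2.16 in UGE) and *Abcc5* (log2 difference 2.06, adjusted p = 0.0189). *Abcd3* had 0.19, adjusted p = 0.794 on its probe set of highest signal and 2.15, adjusted p = 0.00915 on another. The study chose these genes on these samples, so they are not independent evidence. Endothelial genes, which include no ABC transporter in the list used, rose in the same cells, for example the vascular phosphatase gene *Ptprb* (log2 difference 4.62, adjusted p = 7.06e-05) and *Flt1*, a receptor of VEGF (4.38). Of 10 calcium related genes in the study's Table 3, 6 rose and 1 fell in Sca-1 Hi (camera adjusted p = 0.00642, adjusted p = 0.307 with an estimated correlation), the thrombin receptor gene *Thbd* (3.76) and *Anxa3* (2.50) among the former. *Abcc3* (1.43 to 1.57) lost the call in Sca-1 Hi without Sca-1 Hi replicate 1, Sca-1 Neg replicate 1, Sca-1 Neg replicate 2 or Sca-1 Neg replicate 4 and *Abcc3* (1.57 to 1.91) and *Abcc5* (1.83 to 1.92) lost the call in Sca-1 Hi without Sca-1 Hi replicate 2 or Sca-1 Hi replicate 3.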

A critical phospholipid transporter, *Mdr3*/*Abcb1a*, whose expression is up-regulated by FXR [55], is also up-regulated in APSC (**Table 3**) as well as several ABC-transporters that are relevant in phospholipid metabolism and that identify SC (**Table 3**). The binding motif of sterol regulatory element-binding factor 1 (Srebp1), an androgen-regulated TF with a role in the metabolism of lipids [56], is enriched in genes of the *UGE+Sca-1^Hi^* and the *Sca-1^Hi^-only* clusters (**Table 2**). 

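*Lgals3*, a galectin gene, rose in UGE (log2 difference 1.47 ± 0.40 SE, adjusted p = 0.0140, 3 of 3 arrays above every Sca-1 Neg array) and in Sca-1 Hi (log2 difference 3.18 ± 0.40 SE, adjusted p = 4.17e-04, 3 of 3 arrays above every Sca-1 Neg array). *Dlk1*, an imprinted inhibitor of adipogenesis, rose in UGE (log2 difference 3.79 ± 0.66 SE, adjusted p = 9.03e-04, 3 of 3 arrays above every Sca-1 Neg array) and had 1.22, adjusted p = 0.240 in Sca-1 Hi. *Pltp*, which encodes a phospholipid transfer protein, rose in Sca-1 Hi (log2 difference 3.21, adjusted p = 0.00221) and had 0.99, adjusted p = 0.183 in UGE. *Srebf1*, the gene of Srebp1, passed in neither (0.02, adjusted p = 0.972 in UGE and 0.47, adjusted p = 0.492 in Sca-1 Hi). The *Lgals3* signal was 2042 ± 1005 (SD, n = 3) in UGE, 6215 ± 684 (SD, n = 3) in Sca-1 Hi and 705 ± 191 (SD, n = 4) in Sca-1 Neg. *Lgals3* (1.10) lost the call in UGE without UGE replicate 2.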

Several Srebp1 lipid metabolizing target genes (*Lgals* and *Dlk1*) are up-regulated in FPSC and APSC (**Tables 3** **,** **S13**). Increased expression of *Pltp*, another Srebp1-target gene, in the FPSC (2-fold) and APSC (8-fold) is confirmed by qPCR (**Table S11**). Srebp1 promotes the transcription of HMG-CoA reductase (*Hmgcr*) and fatty acid synthase (*Fasn*). 

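*Fasn*, which makes fatty acids, did not pass the test in UGE against Sca-1 Neg (log2 difference 0.98, adjusted p = 0.0712) and was higher in UGE than in Sca-1 Hi (log2 difference 1.29, adjusted p = 0.0316). Its signals were 2550.3 ± 679 (SD, n = 3) in UGE, 1027 ± 132 (SD, n = 3) in Sca-1 Hi and 1420.3 ± 738 (SD, n = 4) in Sca-1 Neg. Of 15 genes of fatty acid synthesis, 2 rose and 3 fell in UGE (camera adjusted p = 0.872, adjusted p = 0.954 with an estimated correlation), where the median (0.27) and mean (-0.08) differ in sign. The desaturase gene *Scd2* rose (1.14) and its relative *Scd1* fell (-3.14), and *Thrsp*, a regulator of lipogenesis, rose in Sca-1 Hi (at least 13.9-fold). *Scd2* (0.97 to 1.09) lost the call in UGE without Sca-1 Neg replicate 1, UGE replicate 2 or UGE replicate 3.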

HMG-CoA reductase, an enzyme that catalyzes the conversion of HMG-CoA to mevalonate, a precursor of cholesterol [57], is up-regulated 4-fold, and *Fasn* is up-regulated 2-fold in FPSC (**Table 3**). Interestingly, Srebp1 contributes to the androgen-independent survival and proliferation of prostate cancer cells [58], indicating that lipid metabolism may be relevant to both normal stem and prostate tumor cell biology. In this regard, it is important to note that lipid metabolism in prostate stem cells may not only be relevant for stemness features but may also have an important role in the production of androgens. Prostate tumors have the innate capacity to synthesize their own androgens from cholesterol [59]. In summary, we show that a significant number of factors that regulate lipid homeostasis and are important in SC biology are up-regulated in primitive prostate cells.

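Genes of cholesterol synthesis moved in opposite directions in UGE and Sca-1 Hi. Of 19 measured, 7 rose and none fell in UGE (8 when adjusted over the list alone), with a median log2 difference of 0.71 (camera adjusted p = 0.00278, adjusted p = 0.421 with an estimated correlation). In Sca-1 Hi none rose and 9 fell (10 when adjusted over the list alone), with a median of -0.81 (camera adjusted p = 1.28e-05, adjusted p = 0.311 with an estimated correlation). Compared directly, 14 were higher in UGE (camera adjusted p = 2.89e-07, adjusted p = 0.174 with an estimated correlation). *Sqle*, the squalene epoxidase gene, rose in UGE (log2 difference 1.34, adjusted p = 0.00623) and fell in Sca-1 Hi (log2 difference -1.51, adjusted p = 0.00826), and so did the isomerase gene *Idi1* (1.48 and -1.31). The farnesyl diphosphate synthase gene *Fdps* fell in Sca-1 Hi (-1.53), and the reductase gene *Dhcr7* (1.54) rose in UGE. The *Sqle* signal was 2454 ± 518 (SD, n = 3) in UGE, 339.9 ± 68.7 (SD, n = 3) in Sca-1 Hi and 1004 ± 383 (SD, n = 4) in Sca-1 Neg. Detoxification genes of the study were 5 higher and 2 lower of 9 in Sca-1 Hi (camera adjusted p = 0.0134, adjusted p = 0.316 with an estimated correlation), a list chosen on these samples and not independent evidence. The decrease in Sca-1 Hi rested on single arrays and settings: 9 genes fell with all arrays, none without Sca-1 Hi replicate 2, 2 without Sca-1 Hi replicate 3, 4 without Sca-1 Neg replicate 1 or 4 and 5 without UGE replicate 3 or Sca-1 Neg replicate 3, all by limma. With study number as a block among the adult arrays 0 fell. Sca-1 Hi replicate 2 is the only adult array of its study number, and none fell without it either. The result with the block is therefore not separate from that of this array. The median in Sca-1 Hi was -0.33 within adult arrays that the authors numbered 1 and 2 and -1.14 within those numbered 3 to 5. The former set holds Sca-1 Hi replicate 1 as the only array of its population. *Dhcr7* (1.23 to 1.49) lost the call in UGE without Sca-1 Neg replicate 1, Sca-1 Neg replicate 2, UGE replicate 2 or UGE replicate 3. *Sqle* (-1.33), *Idi1* (-1.01) and *Fdps* (-1.42) lost the call in Sca-1 Hi without Sca-1 Hi replicate 2 and *Idi1* (-1.35) lost the call in Sca-1 Hi without Sca-1 Hi replicate 3.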

### C. Commonalities are evident in the signatures of murine PSC and human prostate cancer

Both prostate carcinoma and benign prostatic hypertrophy are considered to arise from the aberrant proliferation of prostate stem cells. As tumors may express proteins present in their corresponding fetal or primitive adult tissues, an understanding of molecules and pathways expressed by primitive prostate populations may contribute significantly to the development of new therapeutics for proliferative prostatic diseases. A relationship between SC-signatures and cancer signatures has been shown for human hepatocellular carcinoma where the fetal rodent SC signature has prognostic significance for human hepatocellular carcinoma [60]. To determine if genes were expressed in common in murine PSC and human prostate tumors, the signature of murine PSC was compared to the signature of human prostate tumors [61]. For this purpose, gene expression data generated by a screen that compared normal human prostate specimens with primary prostate tumors [61] were used (two-group t-test (*p*<0.05)). This generated two lists of genes: (i) genes that were up-regulated, and (ii) genes that were down-regulated in human prostate tumors. Next, our up-regulated murine PSC profiles were compared with these two lists of genes.

Of the genes expressed in the *UGE-only* cluster, 64 were up-regulated in tumors compared to normal human samples (**Table S15**). 

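Of the probe sets that the study lists as shared between its clusters and human prostate tumors, most kept their direction in these arrays. Of 95 in the table of UGE-only genes higher in tumors, all were higher in UGE than in Sca-1 Neg and 89 higher than in Sca-1 Hi, with a median log2 difference of 2.81. Of 68 in the table of UGE-only genes lower in tumors, 66 were higher in UGE, with a median of 2.96. Of 22 in the table of Sca-1 Hi-only genes lower in tumors, 17 were higher in Sca-1 Hi. Of 12 for the cluster of UGE and Sca-1 Hi lower in tumors, 12 were higher in UGE and 9 in Sca-1 Hi. In the tables of genes higher in tumors, all 8 of Sca-1 Hi-only were higher in Sca-1 Hi, and all 4 of UGE and Sca-1 Hi in both. The probe sets were selected for being higher in these samples, so their direction is not independent evidence, and the tumor data were not analysed here.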

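*Mcm2*, a subunit of the replicative helicase, rose in UGE (log2 difference 2.24 ± 0.26 SE, adjusted p = 4.13e-05, 3 of 3 arrays above every Sca-1 Neg array). *Cdc6*, which loads that helicase, had log2 difference 3.14 ± 0.40 SE, adjusted p = 7.96e-05, 3 of 3 arrays above every Sca-1 Neg array, and *Pole*, the catalytic subunit of a replicative DNA polymerase, had log2 difference 2.59 ± 0.30 SE, adjusted p = 3.84e-05, 3 of 3 arrays above every Sca-1 Neg array. All 3 were higher in UGE than in Sca-1 Hi, with log2 differences of 2.28, 3.79 and 2.65, and none passed in Sca-1 Hi (-0.04, -0.65 and -0.05) or Sca-1 Lo by limma. The *Mcm2* signal was 1850.3 ± 106 (SD, n = 3) in UGE and 391 ± 26.8 (SD, n = 4) in Sca-1 Neg. Of 24 genes that the study names in relation to tumors, 17 rose and 1 fell in UGE (camera adjusted p = 1.82e-08, adjusted p = 0.0461 with an estimated correlation), a list chosen on these samples and not independent evidence.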

Among the PSC-related genes that were up-regulated in tumors are several cell cycle genes (e.g., *Mcm2*, *Cdc6*, and *Pole*). 

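*Nras*, which encodes a small GTPase of growth factor signalling, rose in UGE (log2 difference 2.72 ± 0.49 SE, adjusted p = 0.00121, 3 of 3 arrays above every Sca-1 Neg array) and was higher in UGE than in Sca-1 Hi (log2 difference 1.81, adjusted p = 0.0215). Its signal was 1956 ± 611 (SD, n = 3) in UGE, 564 ± 198 (SD, n = 3) in Sca-1 Hi, 525 ± 239 (SD, n = 4) in Sca-1 Lo and 327 ± 185 (SD, n = 4) in Sca-1 Neg, and the difference in Sca-1 Hi did not pass (0.91, adjusted p = 0.244).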

FPSC also express high levels of N-Ras mRNA (4-fold increase), an oncogene that is associated with the development of hormone refractory prostate cancer [62]. Another gene that is up-regulated (2-fold) in FPSC and whose expression is correlated with the progression and aggressiveness of prostate cancer, is *fatty acid synthase* (*Fasn*), an enzyme with a major role lipid metabolism [63]. One of the genes that catalyzes the conversion of testosterone into the more potent androgen, dihydrotestosterone, *Sra5a1*, is up-regulated (8-fold) in the FPSC. This gene may be associated with the progression of prostatic tumors to androgen insensitivity as its transcripts were absent from metastatic prostate lesions but present in primary prostate tumors [64]. 

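*Srd5a1*, the gene of steroid 5α-reductase, rose in UGE (log2 difference 3.55 ± 0.34 SE, adjusted p = 8.32e-06, 3 of 3 arrays above every Sca-1 Neg array) and was higher in UGE than in Sca-1 Hi (log2 difference 2.53, adjusted p = 2.42e-04). Its signal was 899 ± 417 (SD, n = 3) in UGE, 147 ± 30.8 (SD, n = 3) in Sca-1 Hi and 73.8 ± 23.5 (SD, n = 4) in Sca-1 Neg. Androgen-responsive genes as a list were lower in UGE, with 6 of 13 lower and 2 higher (camera adjusted p = 0.00495, adjusted p = 0.265 with an estimated correlation). *Zbtb16* (at least 30.7-fold lower, adjusted p = 4.60e-06) and *Sgk1* (-3.50), which androgens induce, were among those that fell.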

Importantly, our PSC profiling also indicates that expression of *Hdac2* is increased in FPSC (**Table 3**). 

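*Hdac2*, a histone deacetylase gene, rose in UGE (log2 difference 1.84 ± 0.26 SE, adjusted p = 2.00e-04, 3 of 3 arrays above every Sca-1 Neg array) and was higher in UGE than in Sca-1 Hi (log2 difference 1.54, adjusted p = 0.00133). Its signal was 3161 ± 101 (SD, n = 3) in UGE, 1103 ± 216 (SD, n = 3) in Sca-1 Hi and 895 ± 176 (SD, n = 4) in Sca-1 Neg, and it had 0.30, adjusted p = 0.482 in Sca-1 Hi.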

The elevated expression of this enzyme, associated with epigenetic alterations, is correlated with diminished relapse-free survival in prostate cancer [65]. Additionally, numerous chromatin modifiers that promote the cell cycle and prostate tumor progression, including *Ezh2* [66], *Bmi1* [67], *Jarid1b* [68], *Hmga1* [69], *Hmga2* [70], *Dnmt1*, *Dnmt3a* [71] and *Suv39h2* are up-regulated in FPSC (**Table 3**). qPCR analysis confirms increased expression of *Ezh2* (4-fold) in FPSC (**Table S11**). 

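Chromatin regulators were higher in UGE. Of 26 genes of Polycomb complexes and other chromatin modifiers listed from textbooks, 18 rose and 3 fell (20 and 3 when adjusted over the list alone, camera adjusted p = 2.91e-07, adjusted p = 0.246 with an estimated correlation), and none passed in Sca-1 Hi by limma or over the list alone. *Ezh2*, the methyltransferase of Polycomb complex 2, rose (log2 difference 3.20 ± 0.24 SE, adjusted p = 9.09e-07, 3 of 3 arrays above every Sca-1 Neg array), as did *Bmi1* of Polycomb complex 1 (log2 difference 1.01, adjusted p = 0.00609), the histone demethylase gene *Kdm5b* (Jarid1b in the paper, 2.11) and the DNA methyltransferase genes *Dnmt1* (1.92) and *Dnmt3a* (2.16). The architectural factor genes *Hmga1* (log2 difference 3.60, adjusted p = 1.81e-06) and *Hmga2* (log2 difference 5.16 ± 0.34 SE, adjusted p = 3.66e-07, 3 of 3 arrays above every Sca-1 Neg array) had larger increases, and the helicase gene *Hells* (3.52) and the Polycomb gene *Cbx2* (3.18) also rose. *Suv39h2*, a histone methyltransferase gene, had 0.94, adjusted p = 0.0605 on its probe set of highest signal and rose on another, with a Sca-1 Neg mean below the signal floor (adjusted p = 1.60e-04). Of the 9 genes that the study names, 8 rose (camera adjusted p = 2.91e-07, adjusted p = 0.0376 with an estimated correlation), but they were chosen on these samples. The *Ezh2* signal was 2486 ± 353 (SD, n = 3) in UGE, 331 ± 62.2 (SD, n = 3) in Sca-1 Hi and 269.7 ± 35.2 (SD, n = 4) in Sca-1 Neg.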

Among the 56 PSC-related genes that are down-regulated in prostate tumors are *Rarb* and *Crabp2*, two mediators of the RA pathway. Decreased expression of these molecules may result in expansion of primitive tumorgenic cells by preventing differentiation. Another PSC-related gene that is down-regulated in prostate tumors is *Smad3*, whose reduced expression may result in proliferation as the inhibitory influence of TGF-β is reduced [33].

Among the genes present in the *UGE+Sca-1^Hi^* cluster that were down-regulated in prostate tumors (**Table S15**) are the nuclear receptor *Pparg* that mediates lipid metabolism [72] and may act as a tumor suppressor in the prostate [73], and *Parvb* that is decreased in esophageal cancer and may be involved in dedifferentiation and metastasis [74]. 

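*Pparg*, a nuclear receptor gene of lipid metabolism, rose in UGE (log2 difference 3.36 ± 0.44 SE, adjusted p = 9.76e-05, 3 of 3 arrays above every Sca-1 Neg array) and in Sca-1 Hi (log2 difference 2.41 ± 0.44 SE, adjusted p = 0.00414, 3 of 3 arrays above every Sca-1 Neg array). The difference between these populations did not pass the test (0.96, adjusted p = 0.152). *Parvb*, which encodes an adaptor of focal adhesions, rose in Sca-1 Hi (log2 difference 2.58, adjusted p = 0.0112) and did not pass in UGE (adjusted p = 0.264). *Parvb* was lower in UGE than in Sca-1 Hi (at least 5.93-fold). Signals of *Pparg* were 211 ± 122 (SD, n = 3) in UGE, 101 ± 29.0 (SD, n = 3) in Sca-1 Hi and 21.0 ± 10.7 (SD, n = 4) in Sca-1 Neg. *Parvb* (2.36) lost the call in Sca-1 Hi without Sca-1 Hi replicate 3.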

Of the genes expressed in the *Sca-1^Hi^-only* cluster, (**Table S15**) *Malat1*, that is associated with endometrial stromal sarcoma, was up-regulated [75]. 

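*Malat1*, a long non-coding RNA of the nucleus, rose in Sca-1 Hi (log2 difference 1.05 ± 0.31 SE, adjusted p = 0.0411, 3 of 3 arrays above every Sca-1 Neg array) and was lower in UGE than in Sca-1 Hi (log2 difference -1.08, adjusted p = 0.0277). The difference between Sca-1 Hi and Sca-1 Lo did not pass (0.44, adjusted p = 0.675). Its signal was 13598 ± 1914 (SD, n = 3) in Sca-1 Hi, 10604 ± 3776 (SD, n = 4) in Sca-1 Lo and 6608 ± 1183 (SD, n = 4) in Sca-1 Neg. *Malat1* (0.92 to 1.17) lost the call in Sca-1 Hi without Sca-1 Hi replicate 1, Sca-1 Hi replicate 2, Sca-1 Hi replicate 3, Sca-1 Lo replicate 1, Sca-1 Lo replicate 4, Sca-1 Neg replicate 1, Sca-1 Neg replicate 2, Sca-1 Neg replicate 4, UGE replicate 2 or UGE replicate 3.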

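*Btg2*, an anti-proliferative gene that also responds at once to stress, had 1.25, adjusted p = 0.289 in Sca-1 Hi and -1.46, adjusted p = 0.161 in UGE, neither past the test on its probe set of highest signal, and was lower in UGE than in Sca-1 Hi (log2 difference -2.71 ± 0.79 SE, adjusted p = 0.0218, 3 of 3 arrays below every Sca-1 Hi array). Against Sca-1 Neg 1 of its 2 probe sets was lower in UGE. Its signal was 3784 ± 2281 (SD, n = 3) in Sca-1 Hi, 479 ± 67.0 (SD, n = 3) in UGE and 1402 ± 568 (SD, n = 4) in Sca-1 Neg. Other immediate early genes were lower in UGE too, such as *Atf3* (log2 difference -7.75, adjusted p = 1.02e-05) and *Nr4a1* (-5.66).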

*Btg2*, which promotes cell quiescence and may be a tumor suppressor in prostate cells [76], was down-regulated. One of the critical events in the development of prostate tumors is gene fusion between the androgen-regulated gene, *TMPRSS2*, and the ETS transcription factor family member *ERG* [77]. 

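*Erg*, an ETS transcription factor gene, rose in Sca-1 Hi (at least 12.4-fold, adjusted p = 0.00318) and Sca-1 Lo (at least 5.55-fold, adjusted p = 0.0423), and its mean lay below the signal floor in UGE and in Sca-1 Neg. *Tmprss2*, which encodes an androgen-regulated protease of the cell surface, rose in Sca-1 Hi (log2 difference 1.64 ± 0.41 SE, adjusted p = 0.0211, 3 of 3 arrays above every Sca-1 Neg array) and had 0.58, adjusted p = 0.577 in Sca-1 Lo. The difference between Sca-1 Hi and Sca-1 Lo did not pass the test for either (1.16, adjusted p = 0.595 and 1.06, adjusted p = 0.445). The *Erg* signal was 271 ± 83.9 (SD, n = 3) in Sca-1 Hi, 122 ± 41.0 (SD, n = 4) in Sca-1 Lo, 8.37 ± 11.3 (SD, n = 3) in UGE and 17.9 ± 5.66 (SD, n = 4) in Sca-1 Neg. *Erg* is also expressed in endothelium, and endothelial genes rose in the same populations. Of 14 core endothelial genes, which leave *Erg* out, 13 rose in Sca-1 Hi (camera adjusted p = 2.05e-17, adjusted p = 0.115 with an estimated correlation) and 13 in Sca-1 Lo (camera adjusted p = 9.25e-22, adjusted p = 0.0918 with an estimated correlation), with a median of 3.90 in Sca-1 Hi, among them *Robo4* (3.96 in Sca-1 Hi) and *Egfl7* (4.42). *Tmprss2* (1.43 to 1.67) lost the call in Sca-1 Hi without Sca-1 Hi replicate 1, Sca-1 Hi replicate 2, Sca-1 Hi replicate 3, Sca-1 Neg replicate 1 or Sca-1 Neg replicate 2. *Erg* lost the call in Sca-1 Lo without Sca-1 Hi replicate 1, Sca-1 Hi replicate 2, Sca-1 Hi replicate 3, Sca-1 Lo replicate 1, Sca-1 Lo replicate 3, Sca-1 Lo replicate 4, Sca-1 Neg replicate 1, Sca-1 Neg replicate 2 or Sca-1 Neg replicate 4.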

Interestingly, we find that expression of both *Erg* (8-fold) and *Tmprss2* (3-fold) was up-regulated in the APSC. The transcription factor Erg is essential for definitive hematopoiesis and the function of normal adult hematopoietic stem cells [78], therefore this molecule has an important role in normal stem cell biology as well as in the promotion of tumorigenesis. Thus, our profiling suggests that the aberrant regulation of certain PSC-related genes may promote the progression of human prostate tumors. In many instances genes that act as tumor suppressors and differentiation inducers were down-regulated, while genes that promote cellular proliferation were elevated in prostate tumors (**Figure 4**).

**Figure 4:**
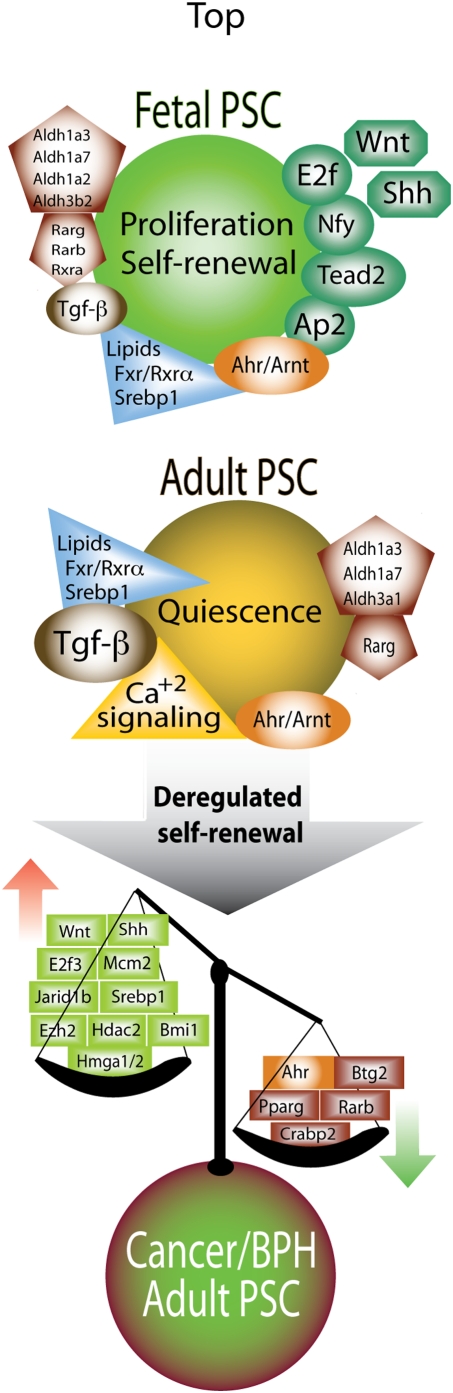
A model of the profiles of fetal PSC and adult PSC indicating commonalities and differences and the manner by which these may alter in proliferative prostatic diseases. Common and distinctive signaling pathways as well as molecules participating in the regulation of self-renewal in fetal PSC and in quiescence in adult PSC were revealed by our gene profiling studies. The unbalanced scales represent possible perturbations in adult PSC that result in the overexpression of certain proto-oncogenes that promote SC self-renewal while other elements that promote differentiation are suppressed, thus leading to deregulated growth. The indicated candidate genes were detected as PSC-related genes that are aberrantly expressed in prostate tumors. Their expression may contribute to the etiology of abnormal PSC proliferation leading to escape from dormancy and unrestrained self-renewal culminating in benign prostate hyperplasia or prostate tumors.

### Conclusion

In conclusion, based on the complementary findings of functional and transcriptional analyses, the cohort of genes that are active in the FPSC population are largely involved in self-renewal, as would be expected in a proliferating fetal SC population, while adult stem cells have a quiescent signature. The proliferative fetal phenotype may be replicated during the carcinogenic process resulting in the expansion of primitive cells by activating pathways that promote the self-renewal of FPSC. Thus, normally dormant APSC may acquire characteristics of self-renewing primitive fetal prostate cells during oncogenesis (**Figure 4**). Notably, prostate tumors have been shown to originate in the stem cell enriched Sca-1^Hi^ expressing proximal region of ducts [79]. The cohort of stem-related genes that also appear to be deregulated in prostate tumors (**Table S15**) may represent targets for novel therapeutic strategies for treating prostatic diseases. In addition, these molecules may identify a subset of tumors with a more primitive and possibly a more aggressive phenotype. It will be interesting to compare the PSC signature with a large cohort of human prostate tumors as they progress to determine genes that increase or decrease in abundance. These studies may indicate that an alteration in the equilibrium between proto-oncogene and tumor suppressor expression in PSC may favor the evolution of prostate tumors and may also predict their aggressiveness.

## Supporting Information

Figure S1 A two-dimensional principal component analysis mapping of gene expression data from four prostate cell populations. Expression data from the “significant genes”, used in our analysis, were averaged and subjected to principal component analysis (PCA) mapping. The pattern is indicative of good separation of the four populations and reproducibility within the replicate samples in each group. Colors are indicative of the four sample groups.
(3.75 MB TIF) Click here for additional data file.

Table S1 Antibodies used for FACS analyses of SC antigens. Details of all primary antibodies and concentrations used for FACS analysis.
(1.38 MB TIF) Click here for additional data file.

Table S2 Transcripts significantly expressed in stem/progenitor subsets. Lists of transcripts that were significantly highly expressed in each of the subsets (UGE, Sca-1Hi, Sca-1Lo). The relative expression values (LR) compared to the average expression values of control samples (Sca-1Neg) are presented. Each folder contains the data of a separate subset.
(1.07 MB XLS) Click here for additional data file.

Table S3 Transcripts significantly expressed in stem/progenitor clusters. Lists of transcripts that were significantly highly expressed in each of the clusters (UGE-only, UGE+Sca-1Hi, Sca-1Hi-only, Sca-1Hi+Sca-1Lo). The relative expression values (LR) compared to the average expression values of control samples (Sca-1Neg) are presented. Each folder contains the data of a separate cluster.
(0.92 MB XLS) Click here for additional data file.

Table S4 Markers currently described as being expressed in primitive prostate cells and housekeeping genes. The upper half of the table presents transcripts of known prostate stem cell markers that were significantly highly expressed in the stem/progenitor subsets. The lower half of the table presents transcripts of known housekeeping genes and indicates that their expression was not altered between the subsets.
(0.04 MB XLS) Click here for additional data file.

Table S5 Markers currently described as being expressed in SC populations. A list of transcripts previously described as being expressed in stem cell populations that were significantly highly expressed in each of the stem/progenitor-related subsets (UGE, Sca-1Hi, Sca-1Lo). The relative expression values (LR) compared to the average expression values of control samples (Sca-1Neg) are presented.
(0.08 MB XLS) Click here for additional data file.

Table S6 Comparisons of the PSC profile with five other published SC profiles. Lists of transcripts that were significantly highly expressed in each of the clusters (UGE-only, UGE+Sca-1Hi, Sca-1Hi-only, Sca-1Hi+Sca-1Lo) and also known to have elevated expression level in stem cells from other tissues. Each folder presents highly expressed transcripts from a relevant cluster that were also overexpressed in stem cells from another source, as indicated.
(0.74 MB XLS) Click here for additional data file.

Table S7 Gene ontology analysis indicating overrepresented functional categories within gene clusters. Enriched functional categories (P≤0.001, after correction for multiple testing) were identified in each of the stem/progenitor clusters.
(0.48 MB TIF) Click here for additional data file.

Table S8 Functional analysis of stem/progenitor clusters. A list of the genes associated with each of the enriched functional categories that were identified for each of the clusters.
(0.23 MB XLS) Click here for additional data file.

Table S9 Self-renewal genes that are up-regulated in UGE cells. A list of genes whose elevated expression is associated with NSC self-renewal [19] was compared with the list of significantly over-expressed genes in UGE cells. The table represents those genes that were mutually expressed.
(0.10 MB XLS) Click here for additional data file.

Table S10 Wnt pathway and target genes that are up-regulated in UGE cells. The table presents genes that based on the published literature are known to be either participants or targets of the Wnt pathway. Bolded fonts indicate elevated transcript expression.
(0.11 MB XLS) Click here for additional data file.

Table S11 Comparison of gene expression in primitive prostate cell populations as determined by quantitative PCR. qPCR analysis of selected genes from functional categories that were identified in primitive prostate cells. Transcript levels were normalized to the expression of HPRT (housekeeping gene). Data [mean±SD] are presented as the fold change of the expression of each gene in UGE, Sca-1Hi or Sca-1Lo cells relative to its expression in Sca-1Neg cells.
(0.09 MB PDF) Click here for additional data file.

Table S12 Shh pathway and target genes that are up-regulated in UGE and Sca-1Hi cells. The table presents genes that based on the published literature are known to be either participants or targets of the Shh pathway. Bolded fonts indicate elevated transcript expression.
(0.06 MB XLS) Click here for additional data file.

Table S13 Promoter sequence analysis of stem/progenitor clusters. A list of the genes associated with each of the enriched promoter motifs that were identified for the UGE-only, UGE+Sca-1Hi and Sca-1Hi-only clusters.
(0.14 MB XLS) Click here for additional data file.

Table S14 TGF-β target genes in stem/progenitor clusters. A) This list of TGFβ-target genes was obtained after analysis of the supplementary Table 1 of Zavadil et al. (2001) Proc. Natl. Acad. Sci. USA 98 (12), 6686–6691. (10.1073/pnas.111614398). It includes genes that were up-regulated in at least one time point (0.3, 1, 2, 4 hr) after exposure to TGF-β. We compared the list of TGF-β-induced genes (Table A) with our data from three PSC clusters. The genes that are shared are depicted in the following tables: B) UGE-only, C) UGE+Sca-1Hi, D) Sca-1Hi-only.
(0.28 MB XLS) Click here for additional data file.

Table S15 Human prostate cancer signature compared with the murine PSC signature. Gene expression data generated by a screen that compared normal human prostate specimens with primary prostate tumors [60] were used for this analysis. Based on the two-group t-test (p<0.05) we generated two lists of genes that were (i) up- or (ii) down- regulated in human prostate tumors. The up-regulated murine PSC profiles were compared with these two lists of genes. Each folder represents genes from a relevant PSC cluster that were either up- or down- regulated in human prostate tumors
(0.17 MB XLS) Click here for additional data file.

How the deposited data were processed for this re-analysis (not part of the article)

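Gene expression was measured in 14 samples of mouse prostate cells: 3 of the epithelium of the urogenital sinus at embryonic day 16 (UGE), and 3 Sca-1 Hi, 4 Sca-1 Lo and 4 Sca-1 Neg samples of adult prostates, sorted by surface Sca-1. The paper gives an age of 6 weeks for the adults, and the sample labels give 6 to 8. Each sample was hybridized by the authors to an Affymetrix MOE430 2.0 array. The intensity values used here are PLIER signals on a linear scale, which the authors computed in ArrayAssist from the CEL files with this multi-array model, to obtain normalized expression levels before deposit, as their methods state. The methods do not name the step that normalizes between arrays. MAS5 served the authors for detection calls, which were not used here.

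The table holds 45101 probe sets. All values were found to be positive and on a linear scale. With 16 added, taken to log2 and set against the mean of Sca-1 Neg, they equal the per-sample values of 1050 probe sets in the paper's Table S3 to within 1.2e-05. For the analysis they were taken to log2 with no added constant, and the 41031 probe sets with a signal above 20 on at least 1 array were kept. Probe sets were assigned to genes by the platform annotation, which names 1 gene for 34945, and 45 more were named through the paper's supplementary tables. The 932 that list several genes, the 9115 that list none and the 64 array controls were left out of the analysis by gene. Each of 17178 genes was represented by its probe set with the highest mean log2 signal, and a call of a gene is that of this probe set. The study's genes with several probe sets gave 348 pairs of a gene and a population, in 107 of which another probe set had another call, 3 of them the opposite one, and these are reported for only part of the genes.

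UGE, Sca-1 Hi and Sca-1 Lo were each compared with Sca-1 Neg, and UGE with Sca-1 Hi and Sca-1 Hi with Sca-1 Lo, in a single fit of the 4 group means with limma 3.58.1 in R 4.3.3 (lmFit and eBayes). A call needs a Benjamini-Hochberg adjusted p under 0.05 and a change over 1.75-fold. All adjusted p-values of single genes come from limma. Where every array of a population lay at or below the signal of 20, or the mean of a named gene in it below 20, a change is given as a lower bound, with each of its signals set to at least 20. Clusters are overlaps of the probe sets called higher. Gene lists were tested with camera in limma at a preset correlation of 0.01 and with an estimated correlation, and with fry, and members were also counted with the adjustment made over the list alone. Of 60 lists, 39 were written from textbook knowledge: cell cycle and chromatin, signalling pathways, metabolism, the epithelial, stromal, blood, nerve and endothelial cell types, fetal growth, immune response, immediate early genes and sex chromosomes. The other 21 hold genes the study names in its text, tables or figures, chosen by the study on these same samples. Sheets of the supplementary tables were used where their content was held in full. Tables were read and figures drawn with Python 3.11.15, pandas 2.3.3 and matplotlib 3.10.9.

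Genes are named by a rule: every gene that the results text, Table 3, Figure 2 or Figure 3A of the paper name for the arrays, up to 10 genes that rose most and 10 that fell most in each comparison among called genes whose samples all lie on one side of the samples compared, and up to 4 called members of each list with the largest change. Values in the paper's tables had been seen when the rule was written. Results for some of these genes and for a table of the study are not reported here.

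The median signal ran from 80.7 to 99.5 over the arrays. The method was tested on simulated data, and precision is limited by 3 or 4 arrays in a population. Every comparison was repeated with no signal filter, a signal above 20 on at least 3 arrays, 16 added before log2, quantile normalization, centring on the 75th percentile, the methods' t-test, the methods' chain of the 15% most variable probe sets, ANOVA and t-test without its detection calls and SAM step, only the 2 groups compared, the replicate number of the labels as a block, no fold minimum, a test against 1.75-fold (treat), an intensity trend with robust estimates, array weights, each array left out in turn, and a gene taken as the mean of its probe sets or by the probe set with the largest fold. The overlap of UGE and Sca-1 Hi was repeated with the Sca-1 Neg samples split between the comparisons. Study numbers of Table S3 as a block, early (1 and 2) and late (3 to 5) numbers as a block, and the adult arrays of either set alone were added later. These numbers are in the column names of Table S3 and were joined to the arrays by matching values. What they stand for is not stated, so early and late mean low and high numbers and not a known order in time. Samples were also regrouped in every other split of the same sizes. The SAM step was left out because no SAM software was among the tools used, and the PCR and antibody measurements of the study were not analysed here.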

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

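The share of endothelial genes called, the share of other genes within their range, the differences within study numbers and the test of immediate early genes were chosen only after the results were seen. Which lists outside the paper's discussion to examine was also settled after a first look.

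Endothelial genes, a group the paper does not discuss, were higher in the Sca-1 positive adult cells than in Sca-1 Neg: the 14 core genes had a median log2 difference of 3.90 in Sca-1 Hi and 3.1 in Sca-1 Lo (0.115 and 0.0918 by camera with an estimated correlation), and UGE lay below Sca-1 Hi by a median of -5.61 (-5.50 with genes at the signal floor set to their bound) (camera adjusted p = 3.98e-15, 0.0688 with an estimated correlation), as for the wider list of 36 genes (-5.23 (-4.96 with genes at the signal floor set to their bound), adjusted p = 3.57e-28 and 0.0644). The tables argue against a difference between arrays of early and late study numbers. The lowest median within a set of study numbers was 2.70, in Sca-1 Lo within numbers 1 and 2. In Sca-1 Hi it was 4.00 within numbers 3 to 5. Within numbers 1 and 2 it was 3.81, with Sca-1 Hi replicate 1 as the only array of its population. Endothelial cells within the Sca-1 gates stay open: the share of the 36 genes called in Sca-1 Hi (91.7%) restates the pattern, and that 0 of *Erg*, *Cd34*, *Thbd*, *Eng*, *Acvrl1* and *Abcb1a* lay outside the range of the core genes (1.16 to 4.88 in Sca-1 Hi, 0.51 to 3.71 in Sca-1 Lo) does not single them out, as 74.1% of 1020 other genes called higher in Sca-1 Hi lay inside both ranges. The most abundant in Sca-1 Hi were *Cldn5* (mean signal 3816), *Plvap* (3802) and *Cd93* (3678), none of the 36 genes is in another textbook list, 9 are among genes the study picked, 33 had a mean signal above 20 in Sca-1 Neg, and the methods name no step besides the sort by Sca-1 that would remove such cells. Expression by the stem cells themselves, the difference between populations that the design names, stays open as untested.

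Immediate early genes were lower in UGE than in Sca-1 Hi by a median of -3.43 (camera adjusted p = 1.41e-13, 0.190 with an estimated correlation), with 0.86 in Sca-1 Hi and 0.54 in Sca-1 Lo against Sca-1 Neg (0.617 and 0.706 with an estimated correlation). No table argues against digestion and sorting of the adult cells as a candidate explanation. The test was whether adult populations handled alike differ among themselves, and the median of 0.865 between Sca-1 Hi and Sca-1 Neg is too small to exclude it and too large to go with it. Handling and the difference between fetal and adult cells cannot be told apart here, since every adult sample was sorted and no sort is stated for UGE. Age stays open as untested.

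Other groups of genes differed between UGE and Sca-1 Hi or rose against Sca-1 Neg without being discussed in the paper for this comparison, and no biological explanation was tested. Cholesterol synthesis genes were higher in UGE than in Sca-1 Hi (1.74, adjusted p = 2.89e-07, 0.174 with an estimated correlation), and interferon-responsive genes lower (-2.77, adjusted p = 1.22e-10, 0.0462 with an estimated correlation). Against Sca-1 Neg the latter were higher in Sca-1 Hi (0.90, 0.255 with an estimated correlation) and Sca-1 Lo (0.73, adjusted p = 3.83e-04 and 0.229). Imprinted genes of fetal growth had a median of 3.23 in UGE. Genes controlled by let-7 had 3.60 in UGE and 0.45 (0.39 with genes at the signal floor set to their bound) in Sca-1 Hi (adjusted p = 0.0134 and 0.174). Cornified envelope genes had 2.40 in UGE (adjusted p = 5.96e-05 and 0.0574), 1.79 in Sca-1 Hi and 0.82 in Sca-1 Lo (adjusted p = 7.05e-07 and 0.0874). Urothelial genes had 1.84 in UGE, 0.48 (0.00 with genes at the signal floor set to their bound) in Sca-1 Hi (adjusted p = 0.0237 and 0.307) and 0.95 (0.42 with genes at the signal floor set to their bound) in Sca-1 Lo (adjusted p = 0.00367 and 0.216).

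Some samples lay far from the other 3 of their population. Chance does this in about 1 in 20 groups, and of 254 groups of 4 samples 14 had such a sample against about 13 by chance. On the log2 scale they were the means of the E2f family list (7.38 in Sca-1 Neg replicate 1, others 7.50 to 7.52), *Ahr* battery list (7.44 in Sca-1 Neg replicate 4, others 6.73 to 6.84), TGF-β pathway list (10.18 in Sca-1 Neg replicate 4, others 9.05 to 9.15), fibroblast list (10.41 in Sca-1 Neg replicate 4, others 8.56 to 8.73) and neuroendocrine list (4.67 in Sca-1 Neg replicate 3, others 5.43 to 5.54). Among genes they were *Smo* (10.33 in Sca-1 Neg replicate 4, others 8.47 to 8.60), *Arnt* (8.68 in Sca-1 Neg replicate 4, others 7.80 to 7.92), *Lgals3* (8.72 in Sca-1 Neg replicate 3, others 9.58 to 9.67), *Fasn* (9.80 in Sca-1 Lo replicate 2, others 10.26 to 10.29), *Hmga1* (7.87 in Sca-1 Lo replicate 3, others 7.50 to 7.53), *Hmga2* (4.84 in Sca-1 Lo replicate 4, others 5.55 to 5.63), *Dnmt3a* (10.27 in Sca-1 Neg replicate 4, others 8.76 to 9.00), *Srebf1* (10.37 in Sca-1 Lo replicate 2, others 11.07 to 11.16) and *Fzd6* (9.70 in Sca-1 Lo replicate 2, others 10.02 to 10.08). Their number is near that given by chance, but they are not spread evenly over the arrays. Sca-1 Neg replicate 4 lay above the others for the *Ahr* battery, TGF-β pathway and fibroblast lists and for *Smo*, *Arnt* and *Dnmt3a*. Its mean of the pericyte and smooth muscle list was 12.85, others 10.41 to 11.36. Genes and lists on 1 array are not independent, so the total does not show that this array differs by chance. No explanation was weighed.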

How the results depend on the processing

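The blocks on study number and the analyses within study numbers were chosen only after the results were seen, and all other alternatives before the data were examined. The signal filters, the removal of the fold minimum and the intensity trend moved none of the counts of probe sets, clusters and listed genes that follow by more than 1.5 times. The methods' t-test gave 2953 probe sets higher and 1765 lower in UGE, 286 higher and 22 lower in Sca-1 Hi, 2 higher and 0 lower in Sca-1 Lo, 3146 lower in UGE than in Sca-1 Hi, 0 higher and 0 lower in Sca-1 Hi than in Sca-1 Lo. The t-test also gave 2838 in the UGE-only cluster, 115 in the UGE+Sca-1 Hi cluster, 169 in the Sca-1 Hi-only cluster, 2 in the Sca-1 Hi+Sca-1 Lo cluster and 115 higher in both UGE and Sca-1 Hi, with 3 hedgehog genes higher in UGE, 0 hedgehog, 1 Wnt ligand and receptor, 1 retinoid, 0 TGF-β target, 0 basal epithelium and 21 endothelial gene higher in Sca-1 Hi, 0 cholesterol synthesis and 0 leukocyte genes lower in Sca-1 Hi and 0 basal epithelium and 1 endothelial gene higher in Sca-1 Lo. The methods' chain without SAM, which tested 3787 probe sets, gave 1487 probe sets higher and 1376 lower in UGE, 758 higher and 496 lower in Sca-1 Hi, 156 higher and 16 lower in Sca-1 Lo, 1426 higher and 1163 lower in UGE than in Sca-1 Hi, 0 higher and 0 lower in Sca-1 Hi than in Sca-1 Lo. That chain also gave 1196 in the UGE-only cluster, 259 in the UGE+Sca-1 Hi cluster, 350 in the Sca-1 Hi-only cluster, 120 in the Sca-1 Hi+Sca-1 Lo cluster and 288 higher in both UGE and Sca-1 Hi, with 20 DNA replication, 3 E2f family, 6 Polycomb and chromatin, 0 hedgehog and 0 *Ahr* battery genes higher in UGE, 0 hedgehog, 0 retinoid and 2 basal epithelium genes higher in Sca-1 Hi, 1 cholesterol synthesis and 7 leukocyte genes lower in Sca-1 Hi, 0 basal epithelium genes higher in Sca-1 Lo and 7 prostate secretory genes lower in UGE. Limma's treat against 1.75-fold, a stricter test by construction, gave 1628 probe sets higher and 1586 lower in UGE, 474 higher and 350 lower in Sca-1 Hi, 82 higher and 7 lower in Sca-1 Lo, 1498 higher and 1491 lower in UGE than in Sca-1 Hi, 2 higher and 0 lower in Sca-1 Hi than in Sca-1 Lo. There were also 1482 in the UGE-only cluster, 129 in the UGE+Sca-1 Hi cluster, 264 in the Sca-1 Hi-only cluster, 64 in the Sca-1 Hi+Sca-1 Lo cluster and 146 higher in both UGE and Sca-1 Hi, with 8 Polycomb and chromatin, 2 hedgehog and 3 retinoid genes higher in UGE, 0 hedgehog, 1 Wnt ligand and receptor, 0 retinoid, 0 TGF-β target and 4 basal epithelium genes higher in Sca-1 Hi, 0 cholesterol synthesis and 9 leukocyte genes lower in Sca-1 Hi and 0 basal epithelium and 13 endothelial genes higher in Sca-1 Lo. Array weights, from 0.236 for Sca-1 Neg replicate 3 to 5.91 for Sca-1 Neg replicate 1, gave 10512 probe sets higher and 8365 lower in UGE, 8628 higher and 4311 lower in Sca-1 Hi, 7039 higher and 3414 lower in Sca-1 Lo, 8909 lower in UGE than in Sca-1 Hi, 292 higher and 323 lower in Sca-1 Hi than in Sca-1 Lo. There were also 2304 in the Sca-1 Hi+Sca-1 Lo cluster and 4172 higher in both UGE and Sca-1 Hi, with 4 hedgehog, 7 Wnt ligand and receptor, 9 retinoid, 5 TGF-β pathway and 5 TGF-β target genes higher in Sca-1 Hi, 9 retinoid genes higher in UGE and 12 basal epithelium genes higher in Sca-1 Lo. Quantile normalization gave 2822 probe sets lower in Sca-1 Hi, 530 lower in Sca-1 Lo, 35 higher and 17 lower in Sca-1 Hi than in Sca-1 Lo. There were also 5 Wnt ligand and receptor genes higher in Sca-1 Hi. Only the 2 groups in the fit, with fewer samples to estimate the spread, gave 906 probe sets lower in Sca-1 Hi, 172 higher and 20 lower in Sca-1 Lo, 4 higher and 0 lower in Sca-1 Hi than in Sca-1 Lo. There were also 122 in the Sca-1 Hi+Sca-1 Lo cluster and 693 higher in both UGE and Sca-1 Hi, with 1 hedgehog and 6 basal epithelium genes higher in Sca-1 Hi, 3 cholesterol synthesis genes lower in Sca-1 Hi and 0 basal epithelium genes higher in Sca-1 Lo. The replicate block gave 413 probe sets lower in Sca-1 Lo, 10 higher and 15 lower in Sca-1 Hi than in Sca-1 Lo. There were also 5 retinoid, 2 TGF-β pathway and 4 TGF-β target genes higher in Sca-1 Hi and 5 cholesterol synthesis genes lower in Sca-1 Hi, with 3 gene lists lower in Sca-1 Hi than in Sca-1 Lo. Adding 16 before log2 gave 38 probe sets higher in Sca-1 Hi than in Sca-1 Lo. Centring on the 75th percentile gave 5 probe sets lower in Sca-1 Hi than in Sca-1 Lo. There were also 1 hedgehog and 5 Wnt ligand and receptor genes higher in Sca-1 Hi. Each gene taken by the probe set with the largest fold gave 5 Wnt ligand and receptor genes higher in Sca-1 Hi. Each gene taken as the mean of its probe sets gave 3 retinoid genes higher in UGE and 4 cholesterol synthesis genes lower in Sca-1 Hi. Camera with an estimated correlation gave 12 gene lists higher and 3 lower in UGE, 0 higher and 0 lower in Sca-1 Hi, 0 higher and 0 lower in Sca-1 Lo, 4 higher and 2 lower in UGE than in Sca-1 Hi, 0 higher and 0 lower in Sca-1 Hi than in Sca-1 Lo. Fry gave 3 gene lists lower in Sca-1 Hi, 2 lower in Sca-1 Lo, 0 higher and 0 lower in Sca-1 Hi than in Sca-1 Lo. Splitting the Sca-1 Neg arrays between the comparisons left 356, 366, 445, 456, 619 or 702 probe sets higher in both UGE and Sca-1 Hi, where the references are no longer shared and each comparison also has fewer samples, so the change is not put down to either. Beside the counts of 0 between Sca-1 Hi and Sca-1 Lo, limma on all arrays called 27 and had 4031 at an unadjusted p under 0.05. Where no construction is named, the cause was not tested.

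Keeping adult arrays of study numbers 1 and 2, with fewer samples, gave 10341 probe sets higher in UGE, 829 higher and 508 lower in Sca-1 Hi, 2955 lower in UGE than in Sca-1 Hi, 0 higher and 0 lower in Sca-1 Hi than in Sca-1 Lo. There were also 9760 in the UGE-only cluster, 351 in the UGE+Sca-1 Hi cluster, 186 in the Sca-1 Hi-only cluster, 99 in the Sca-1 Hi+Sca-1 Lo cluster and 544 higher in both UGE and Sca-1 Hi, with 0 hedgehog, 1 TGF-β target and 19 endothelial genes higher in Sca-1 Hi, 9 retinoid genes higher in UGE, 0 cholesterol synthesis genes lower in Sca-1 Hi and 13 endothelial genes higher in Sca-1 Lo. Study number as a block among adult arrays gave 874 probe sets higher and 251 lower in Sca-1 Hi, 911 higher in Sca-1 Lo, 1 higher and 0 lower in Sca-1 Hi than in Sca-1 Lo. There were also 0 hedgehog, 1 TGF-β target and 6 basal epithelium genes higher in Sca-1 Hi, 0 cholesterol synthesis and 6 leukocyte genes lower in Sca-1 Hi and 10 basal epithelium genes higher in Sca-1 Lo. Sca-1 Hi replicate 2 is the only adult array of study number 3, so for Sca-1 Hi this block cannot be told apart from that array. Leaving out that array alone gave 1055 higher and 597 lower in Sca-1 Hi. Early and late study numbers as a block among adult arrays gave 4840 probe sets higher in Sca-1 Hi, 1202 higher and 449 lower in Sca-1 Lo, 15 lower in Sca-1 Hi than in Sca-1 Lo. There were also 5 Wnt ligand and receptor, 5 retinoid and 1 TGF-β pathway gene higher in Sca-1 Hi and 10 basal epithelium genes higher in Sca-1 Lo. Keeping adult arrays of study numbers 3 to 5, with fewer samples, gave 2914 probe sets lower in Sca-1 Hi, 980 higher and 448 lower in Sca-1 Lo, 11 higher and 33 lower in Sca-1 Hi than in Sca-1 Lo. There were also 422 in the Sca-1 Hi+Sca-1 Lo cluster, with 4 hedgehog genes higher in UGE, 1 TGF-β pathway gene higher in Sca-1 Hi and 10 basal epithelium genes higher in Sca-1 Lo, with 7 gene lists higher in Sca-1 Hi than in Sca-1 Lo. Apart from the smaller number of samples, the cause was not tested. The deviations of arrays from the mean of their population correlated with a median r of 0.128 between arrays of the same label number, 0.320 between adult arrays of the same study number and -0.328 between early (1 and 2) and late (3 to 5) ones.

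Leaving out 1 array at a time, the ranges were 120 to 510 Sca-1 Hi+Sca-1 Lo cluster, 203 to 1337 probe sets higher in Sca-1 Lo and 54 to 1071 probe sets lower in Sca-1 Lo (lowest without Sca-1 Lo replicate 3, highest without Sca-1 Neg replicate 3), 368 to 2016 Sca-1 Hi-only cluster (lowest without Sca-1 Hi replicate 2, highest without UGE replicate 2) and 308 to 1004 UGE+Sca-1 Hi cluster (lowest without Sca-1 Hi replicate 2, highest without Sca-1 Lo replicate 3). The same procedure gave 3235 to 5825 UGE-only cluster (lowest without UGE replicate 2, highest without Sca-1 Neg replicate 4), 3 to 6 gene lists lower in Sca-1 Hi than in Sca-1 Lo and 1 to 2 hedgehog genes higher in Sca-1 Hi (lowest without Sca-1 Hi replicate 1, highest without UGE replicate 1) and 3 to 8 gene lists lower in Sca-1 Lo (lowest without Sca-1 Neg replicate 2, highest without Sca-1 Lo replicate 2). Further ranges were 5 to 11 basal epithelium genes higher in Sca-1 Hi, 11 to 19 leukocyte genes lower in Sca-1 Hi, 3 to 25 probe sets higher in Sca-1 Hi than in Sca-1 Lo, 1055 to 3806 probe sets higher in Sca-1 Hi, 486 to 1490 probe sets higher in both UGE and Sca-1 Hi, 0 to 21 probe sets lower in Sca-1 Hi than in Sca-1 Lo and 597 to 2218 probe sets lower in Sca-1 Hi (lowest without Sca-1 Hi replicate 2, highest without Sca-1 Neg replicate 3), 1 to 10 basal epithelium genes higher in Sca-1 Lo (lowest without Sca-1 Lo replicate 3, highest without Sca-1 Lo replicate 2) and 0 to 10 cholesterol synthesis genes lower in Sca-1 Hi (lowest without Sca-1 Hi replicate 2, highest without Sca-1 Neg replicate 2). Others were 2 to 7 hedgehog genes higher in UGE (lowest without UGE replicate 2, highest without UGE replicate 1), 2 to 5 retinoid genes higher in Sca-1 Hi, 3198 to 5446 probe sets lower in UGE than in Sca-1 Hi and 2926 to 4923 probe sets lower in UGE (lowest without UGE replicate 3, highest without Sca-1 Neg replicate 3) and 0 to 1 TGF-β pathway genes higher in Sca-1 Hi (lowest without UGE replicate 1, highest without Sca-1 Neg replicate 2). The next were 0 to 3 TGF-β target genes higher in Sca-1 Hi (lowest without Sca-1 Hi replicate 2, highest without Sca-1 Hi replicate 1), 3 to 5 Wnt ligand and receptor genes higher in Sca-1 Hi (lowest without UGE replicate 1, highest without Sca-1 Neg replicate 4) and 3915 to 7033 probe sets higher in UGE (lowest without UGE replicate 2, highest without Sca-1 Neg replicate 3). These analyses have fewer samples, and the cause was not tested further.

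Single genes kept their call, or its absence, in 31427 of the planned comparisons of 1227 results with 29 alternatives, lost it in 1700, gained it in 760 and reversed in 7, and in the added alternatives the numbers were 3527, 321, 242 and 0. The reversed ones were *Gli3* (1.03 and 3.06), *Wnt7a* (2.02 and 5.62) and *Mbp* (-2.67 and -5.10) in UGE, on the log2 scale with the mean of the probe sets and with the probe set of largest fold, and *Fzd3* in Sca-1 Hi (1.49) with the latter, where other probe sets of these genes enter. List tests by camera and fry kept their call in 5254 comparisons, lost it in 156 and gained it in 110, and list counts stayed within 1.5 times in 6388 and moved beyond in 1471. Immediate early genes in Sca-1 Lo no longer shifted within study numbers 1 and 2, where their median log2 difference was 0.09 (camera adjusted p = 0.562, with 1.24e-09 to 0.706 over all alternatives), and the cause was not tested.

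Relabelling the same samples tested whether chance can be excluded. It can for UGE against Sca-1 Neg (10595 called, at most 6736 in another split) and for Sca-1 Hi against Sca-1 Neg (4893 and 3548). For Sca-1 Lo against Sca-1 Neg (781) it cannot by these splits, which take no account of study numbers. The split of early from late study numbers called 4442, and the next highest other split 2, which points to a structure of the samples along those numbers. With early and late numbers as a block Sca-1 Lo had 1202 higher and 449 lower, and within the early and the late numbers 683 and 1428 were called. Nor can chance be excluded between Sca-1 Hi and Sca-1 Lo (27 and 1249), where the same split was the highest and the block gave 21 and 15. For UGE against Sca-1 Hi (10426 and 0 by limma) the splits are too few for a share under 0.05.

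The signal over background limits small changes. Of 45101 probe sets 41031 had a signal above 20 on at least 1 array and 39146 on at least 3. On simulated data the recovery at 2-, 4-, 8- and 16-fold was 9, 29, 42 and 47 of 50 for Sca-1 Hi and 7, 35, 45 and 48 for Sca-1 Lo, with 9 unchanged probe sets called for UGE, 9 for Sca-1 Hi and 2 for Sca-1 Lo. In each simulation 200 of 41031 probe sets were changed, so the recovery does not give the sensitivity of the real comparisons.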

Differences from the paper's values

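The paper's counts rest on its chain, at the same adjusted p and fold, with SAM and with a detection as Present in at least 1 sample, and neither step was run here. Here 41031 probe sets entered and 6154 were kept as most variable, against the paper's 33967 and 5095, and 3787 passed ANOVA, against 3137 after ANOVA and SAM. 6124 probe sets were higher in UGE (the paper's 1286), with the methods' chain without SAM (1487) and treat (1628) within 1.5 times that value and 25 other alternatives not. 3138 probe sets were higher in Sca-1 Hi (the paper's 641), with the methods' chain without SAM (758) and treat (474) within 1.5 times that value and 25 other alternatives not. 509 probe sets were higher in Sca-1 Lo (the paper's 144), with the methods' chain without SAM (156), only the 2 groups in the fit (172) and without Sca-1 Lo replicate 3 (203) within 1.5 times that value and 24 other alternatives not. 5057 probe sets fell in the UGE-only cluster (the paper's 1050), with the methods' chain without SAM (1196) and treat (1482) within 1.5 times that value and 25 other alternatives not. 828 probe sets fell in the UGE+Sca-1 Hi cluster (the paper's 209), with the methods' chain without SAM (259) and without Sca-1 Hi replicate 2 (308) within 1.5 times that value and 25 other alternatives not. 1830 probe sets fell in the Sca-1 Hi-only cluster (the paper's 296), with the methods' chain without SAM (350), treat (264) and without Sca-1 Hi replicate 2 (368) within 1.5 times that value and 24 other alternatives not. 251 probe sets fell in the Sca-1 Hi+Sca-1 Lo cluster (the paper's 112), with the methods' chain without SAM (120), only the 2 groups in the fit (122), without Sca-1 Lo replicate 1 (165), without Sca-1 Lo replicate 3 (120), without Sca-1 Lo replicate 4 (122) and without Sca-1 Neg replicate 1 (136) within 1.5 times that value and 21 other alternatives not. 19 probe sets fell in the Sca-1 Lo-only cluster (the paper's 5), with the methods' chain without SAM (4), only the 2 groups in the fit (7), without Sca-1 Lo replicate 1 (7), without Sca-1 Lo replicate 3 (4), without Sca-1 Lo replicate 4 (4) and without Sca-1 Neg replicate 1 (5) within 1.5 times that value and 21 other alternatives not.

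Fold changes are given as deposited and on the scale with 16 added, on which the paper's per-sample values lie, and a negative fold is a decrease. The paper's are averages of 3 comparisons, and a value lies within the paper's here when it is at most 1.5 times off or within the SD between replicates. The main value is judged on the scale with 16 added, and alternatives other than that one carry no added 16. Of 189 fold changes 30 differ, and for 22 of these another probe set of the gene lies within the paper's value. *E2f3* in UGE (4.93, or 4.62 with 16 added, the paper's 3) lay within the paper's value with quantile normalization, 75th percentile centring, the mean of the probe sets and without Sca-1 Neg replicate 2 and no other alternative. *Brca1* in UGE (12.8, or 10.5 with 16 added, the paper's 4), *Fzd3* in UGE (6.63, or 6.17 with 16 added, 2.06 on another probe set, the paper's 2), *Wnt7b* in Sca-1 Hi (1.21, or 1.18 with 16 added, the paper's 2), *Krt6a* in UGE (3.41, or 3.26 with 16 added, 24.1 on another probe set, the paper's 16) and *Itpr2* in Sca-1 Hi (3.75, or 3.61 with 16 added, 1.85 on another probe set, the paper's 2) lay within the paper's value with the mean of the probe sets and no other alternative. Only on the scale with 16 added were *Hmga2* in UGE (35.6, or 26.0 with 16 added, 47.4 on another probe set, the paper's 47) and *Ccnb1* in UGE (9.51, or 7.97 with 16 added, the paper's 12) outside the paper's value, and for both the alternatives that carry no added 16 lay within it except quantile normalization and, for *Hmga2*, centring on the 75th percentile and the probe set with the largest fold. No alternative lay within the paper's value for *Suv39h2* in UGE (1.91, or 1.70 with 16 added, 3.99 on another probe set, the paper's 4), *Dll1* in UGE (-2.66, or -2.26 with 16 added, the paper's 2), *Orc1* in UGE (-1.01, or -1.02 with 16 added, 8.87 on another probe set, the paper's 9), *Aldh1a3* in UGE (27.7, or 19.4 with 16 added, 4.73 on another probe set, the paper's 7), *Aldh1a3* in Sca-1 Hi (5.68, or 4.20 with 16 added, 1.85 on another probe set, the paper's 2), *Anxa8* in UGE (33.7, or 20.5 with 16 added, 7.97 on another probe set, the paper's 8), *Anxa8* in Sca-1 Hi (31.1, or 18.9 with 16 added, 5.69 on another probe set, the paper's 6), *Acvrl1* in Sca-1 Hi (5.66, or 4.96 with 16 added, 2.95 on another probe set, the paper's 3), *Cyp26b1* in Sca-1 Hi (5.08, or 4.04 with 16 added, the paper's 2) and *Abcb1a* in UGE (a decrease of 11.3, or -4.93 with 16 added, -2.48 on another probe set, the paper's decrease of 3). The UGE mean of *Abcb1a* lay below the signal floor of 20, so its decrease of 11.3 is not a measured size. Against that floor *Abcb1a* was at least 5.72-fold lower in UGE. Its value of -4.93 with 16 added, which was set against the paper's, rests on the same UGE signals below the floor. *Lfng* in UGE (2.34, or 1.96 with 16 added, the paper's 4) lay within the paper's value with array weights and without UGE replicate 2 and no other alternative. *Gli3* in UGE (-4.77, or -4.27 with 16 added, 7.12 on another probe set, the paper's 7), *Wnt7a* in UGE (-3.0, or -2.71 with 16 added, 37.0 on another probe set, the paper's 37), *Rhoa* in Sca-1 Hi (-1.08, or -1.08 with 16 added, 4.23 on another probe set, the paper's 4) and *S100a10* in Sca-1 Hi (4.71, or 4.66 with 16 added, 22.6 on another probe set, the paper's 22) lay within the paper's value with the probe set with the largest fold and no other alternative. *Wnt6* in UGE (14.0, or 12.6 with 16 added, the paper's 8) lay within the paper's value with quantile normalization and the mean of the probe sets and no other alternative. *Cdh3* in UGE (-2.29, or -2.01 with 16 added, 4.79 on another probe set, the paper's 5), *Abcd3* in Sca-1 Hi (1.14, or 1.14 with 16 added, 3.22 on another probe set, the paper's 3) and *Cacna2d4* in Sca-1 Hi (1.24, or 1.22 with 16 added, 3.26 on another probe set, the paper's 3) lay within the paper's value with the mean of the probe sets and the probe set with the largest fold and no other alternative. *Lrp1* in UGE (1.22, or 1.20 with 16 added, 2.97 on another probe set, the paper's 3) lay within the paper's value with the replicate block, the mean of the probe sets, the probe set with the largest fold and without Sca-1 Neg replicate 4 and no other alternative. *Lrp1* in Sca-1 Hi (1.48, or 1.47 with 16 added, 5.38 on another probe set, the paper's 5) lay within the paper's value with array weights, the mean of the probe sets, the probe set with the largest fold and without Sca-1 Hi replicate 1 and no other alternative. *Abcc5* in Sca-1 Hi (4.16, or 3.92 with 16 added, 1.97 on another probe set, the paper's 2) lay within the paper's value with the mean of the probe sets and without Sca-1 Neg replicate 3 and no other alternative.

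The direction of the paper's fold changes was called here in 107 of 124 for UGE (114 with any probe set of the gene) and in 48 of 65 for Sca-1 Hi (54). The paper lists a change for the following genes, given with their log2 difference. Calls in Sca-1 Hi within study numbers 1 and 2 are left out, as replicate 1 is the only Sca-1 Hi array there. *Suv39h2* in UGE (0.94, adjusted p = 0.0605) was called the paper's way under the mean of the probe sets, the probe set with the largest fold and without Sca-1 Lo replicates 2 or 3 or Sca-1 Neg replicate 2 and, added after seeing the values, within study numbers 3 to 5. *Lfng* in UGE (1.23, adjusted p = 0.0507) was called the paper's way under signal above 20 on at least 3 arrays, the methods' chain without SAM, the intensity trend, array weights, the mean of the probe sets and without UGE replicate 2, Sca-1 Hi replicates 1 or 2 or Sca-1 Neg replicate 3. *Dll1* in UGE (-1.41, adjusted p = 0.0167, called lower here) and *Fzd2* in Sca-1 Hi (-1.04, adjusted p = 0.214) were called the paper's way under no alternative. *Orc1* in UGE (-0.02, adjusted p = 0.968), *Gli3* in UGE (-2.25, adjusted p = 0.00135, called lower here), *Wnt7b* in Sca-1 Hi (0.28, adjusted p = 0.596) and *Cacna2d4* in Sca-1 Hi (0.30, adjusted p = 0.584) were called the paper's way under the mean of the probe sets and the probe set with the largest fold. *Wnt7a* in UGE (-1.58, adjusted p = 0.00982, called lower here), *Cdh3* in UGE (-1.19, adjusted p = 0.139), *Lrp1* in UGE (0.28, adjusted p = 0.813), *Lrp1* in Sca-1 Hi (0.57, adjusted p = 0.664), *Rhoa* in Sca-1 Hi (-0.11, adjusted p = 0.798) and *Abcd3* in Sca-1 Hi (0.19, adjusted p = 0.794) were called the paper's way under the probe set with the largest fold. *Fzd2* in UGE (1.41, adjusted p = 0.0622) was called the paper's way under the replicate block, array weights, the probe set with the largest fold and without Sca-1 Neg replicate 4 and, added after seeing the values, within study numbers 1 and 2. *Lrp6* in UGE (1.34, adjusted p = 0.112) was called the paper's way under the replicate block, array weights and without Sca-1 Neg replicate 4 and, added after seeing the values, within study numbers 1 and 2. *Lrp6* in Sca-1 Hi (1.80, adjusted p = 0.0649) was called the paper's way under quantile normalization, 75th percentile centring, the replicate block, array weights and without Sca-1 Neg replicate 4 and, added after seeing the values, with early and late study numbers as a block. *Lamb3* in UGE (1.59, adjusted p = 0.130) was called the paper's way under the replicate block, array weights and without Sca-1 Neg replicate 3 and, added after seeing the values, within study numbers 1 and 2. *Zfp36l1* in UGE (1.23, adjusted p = 0.0531) was called the paper's way under 16 added before log2, 75th percentile centring, only the 2 groups in the fit, the replicate block, the intensity trend, array weights and without Sca-1 Lo replicates 2, 3 or 4 or Sca-1 Neg replicate 4 and, added after seeing the values, within study numbers 1 and 2. *Zfp36l1* in Sca-1 Hi (1.27, adjusted p = 0.0750) was called the paper's way under quantile normalization, 75th percentile centring, the replicate block, array weights and without Sca-1 Lo replicate 2 and, added after seeing the values, with early and late study numbers as a block and within study numbers 3 to 5. *Cdh3* in Sca-1 Hi (0.68, adjusted p = 0.466) was called the paper's way under array weights and the probe set with the largest fold. *Aldh1a2* in UGE (2.02, adjusted p = 0.0708) was called the paper's way under 16 added before log2, the methods' chain without SAM, only the 2 groups in the fit, the replicate block, array weights and without Sca-1 Hi replicate 3 or Sca-1 Neg replicate 4 and, added after seeing the values, within study numbers 1 and 2. *Aldh1a3* in Sca-1 Hi (2.51, adjusted p = 0.0830) was called the paper's way under only the 2 groups in the fit, the replicate block and array weights and, added after seeing the values, with study number as a block and with early and late study numbers as a block. *Efna5* in Sca-1 Hi (1.41, adjusted p = 0.0671) was called the paper's way under quantile normalization, 75th percentile centring, the methods' chain without SAM, the replicate block, array weights and without Sca-1 Lo replicates 2 or 4 or Sca-1 Neg replicate 4 and, added after seeing the values, with early and late study numbers as a block and within study numbers 3 to 5. *Pltp* in UGE (0.99, adjusted p = 0.183) and *Cyp2s1* in UGE (1.17, adjusted p = 0.165) were called the paper's way under array weights and, added after seeing the values, within study numbers 1 and 2. *Alpl* in UGE (1.41, adjusted p = 0.0849) was called the paper's way under the methods' chain without SAM, only the 2 groups in the fit, the replicate block, array weights and without Sca-1 Lo replicates 2 or 4 and, added after seeing the values, within study numbers 1 and 2. *Alpl* in Sca-1 Hi (1.70, adjusted p = 0.0692) was called the paper's way under quantile normalization, 75th percentile centring, the methods' chain without SAM, only the 2 groups in the fit, the replicate block, array weights and without Sca-1 Lo replicates 2 or 4 and, added after seeing the values, with early and late study numbers as a block and within study numbers 3 to 5. *Dlk1* in Sca-1 Hi (1.22, adjusted p = 0.240) was called the paper's way under the methods' t-test, the methods' chain without SAM, only the 2 groups in the fit and without UGE replicate 2 and, added after seeing the values, with early and late study numbers as a block. *Fasn* in UGE (0.98, adjusted p = 0.0712) was called the paper's way under the replicate block, array weights and without Sca-1 Neg replicates 3 or 4 and, added after seeing the values, within study numbers 1 and 2. *Klf4* in Sca-1 Hi (1.69, adjusted p = 0.0820) was called the paper's way under quantile normalization, 75th percentile centring, the methods' chain without SAM, only the 2 groups in the fit, the replicate block, array weights and without Sca-1 Lo replicate 2 and, added after seeing the values, with early and late study numbers as a block and within study numbers 3 to 5. *Junb* in Sca-1 Hi (adjusted p = 0.0635) was called the paper's way under quantile normalization, 75th percentile centring, the methods' chain without SAM, only the 2 groups in the fit, the replicate block, array weights and without Sca-1 Hi replicate 1 or Sca-1 Lo replicates 2 or 3 and, added after seeing the values, with early and late study numbers as a block and within study numbers 3 to 5. *Trpc2* in Sca-1 Hi (1.44, adjusted p = 0.0865) was called the paper's way under 75th percentile centring, array weights and without Sca-1 Hi replicate 1 and, added after seeing the values, with early and late study numbers as a block. *Ryr3* in Sca-1 Hi (-2.07, adjusted p = 0.0713) was called the paper's way under quantile normalization, array weights and without Sca-1 Neg replicate 3. Of the changes called as in the paper, these were lost with alternatives chosen before the data were examined: 62 of 155 with treat, 57 of 155 with the methods' t-test, 21 of 155 without Sca-1 Hi replicate 2, 21 of 155 without Sca-1 Neg replicate 1, 16 of 155 without Sca-1 Hi replicate 3, 15 of 155 with only the 2 groups in the fit, 14 of 155 without UGE replicate 2, 13 of 155 without UGE replicate 3, 13 of 155 without Sca-1 Neg replicate 2 and 12 of 89 with the mean of the probe sets, and with each of the others at most 7. With those added after seeing the values the losses were 20 of 48 with study number as a block, 1 of 48 with early and late study numbers as a block and 18 of 155 within study numbers 3 to 5. Sca-1 Hi replicate 2 is the only adult array of its study number, so the first of these cannot be told apart from that array. Losses within study numbers 1 and 2 are not given, as Sca-1 Hi has replicate 1 alone there.

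The paper marks as not increased *Chek1* in Sca-1 Hi (1.01, adjusted p = 0.0404), *Syt9* in Sca-1 Hi (1.20, adjusted p = 0.0316) and *Aldh3b2* in Sca-1 Hi (0.84, adjusted p = 0.0450), which were called higher here. *Chek1* (0.91 to 1.15), *Syt9* (1.05 to 1.39) and *Aldh3b2* (0.75 to 0.90) lost the call in Sca-1 Hi without Sca-1 Hi replicate 1, Sca-1 Hi replicate 2, Sca-1 Hi replicate 3 or Sca-1 Neg replicate 2, *Chek1* (0.83 to 1.01) and *Aldh3b2* (0.75 to 0.84) lost the call in Sca-1 Hi without Sca-1 Neg replicate 4, UGE replicate 2 or UGE replicate 3, *Syt9* (1.11) and *Aldh3b2* (0.85) lost the call in Sca-1 Hi without Sca-1 Neg replicate 1, *Syt9* (1.06) lost the call in Sca-1 Hi without Sca-1 Neg replicate 3 and *Aldh3b2* (0.84) lost the call in Sca-1 Hi without Sca-1 Lo replicate 1, Sca-1 Lo replicate 4 or UGE replicate 1. It reports a rise of *Nfya* and *Nfyb*, of which *Nfyb* was not called (0.85, adjusted p = 0.109); it was called with array weights, the mean of the probe sets and the probe set with the largest fold, and within study numbers 1 and 2, added after seeing the values. It reports the rise of *Igfbp3* for Sca-1 Hi alone, and *Igfbp3* rose in Sca-1 Lo as well (log2 difference 3.41). Of the Notch genes it lists for UGE, *Dll1* was higher in Sca-1 Hi (2.60), as were *Lfng* (2.41) and *Sdcbp2* (2.19).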

Other observations

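The test of the leukocyte genes within study numbers was chosen only after the results were seen.

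Genes of the sex chromosomes differed most at *Xist*, which was higher in UGE (log2 difference 7.00 ± 0.25 SE, adjusted p = 1.65e-09, 3 of 3 arrays above every Sca-1 Neg array) and in Sca-1 Hi (log2 difference 1.07, adjusted p = 0.0146), at mean signals of 7977 ± 2578 and 126 ± 17.2 against 60.0 ± 6.97 in Sca-1 Neg (SD). *Eif2s3y* (log2 difference -1.28, adjusted p = 0.0246) and *Uty* (log2 difference -0.85, adjusted p = 0.0458) on the Y chromosome fell in UGE, and the list of 4 genes as a whole did not shift (camera adjusted p = 0.970). The methods do not state the sex of the embryos. A difference in sex between UGE and the adult samples is not excluded, and its effect on the comparisons with UGE was not tested. *Eif2s3y* (-1.29 to -1.05) and *Uty* (-0.93 to -0.62) lost the call in UGE without Sca-1 Neg replicate 3, UGE replicate 1 or UGE replicate 2 and *Uty* (-0.93 to -0.79) lost the call in UGE without Sca-1 Hi replicate 1, Sca-1 Hi replicate 2, Sca-1 Hi replicate 3, Sca-1 Lo replicate 1, Sca-1 Lo replicate 2, Sca-1 Lo replicate 3, Sca-1 Lo replicate 4, Sca-1 Neg replicate 1 or UGE replicate 3. *Xist* (0.96) lost the call in Sca-1 Hi without Sca-1 Hi replicate 2.

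Of 3 Notch genes the study names, all 3 rose in Sca-1 Hi and 2 in Sca-1 Lo, while 1 rose and 1 fell in UGE (camera adjusted p = 2.10e-04 in Sca-1 Hi, 0.0901 with an estimated correlation, and 3.17e-04 and 0.0874 in Sca-1 Lo). Of 9 other genes named in its text, 6 rose in UGE and 4 in Sca-1 Hi (adjusted p = 2.41e-04 and 0.161 in UGE, 0.0292 and 0.446 in Sca-1 Hi). Both lists were chosen by the study on these samples. Erythroid genes (2 of 7 lower in UGE, 1 in Sca-1 Lo, where camera gave adjusted p = 0.0237 and 0.385 with an estimated correlation), genes of nerve and Schwann cells (4 of 9 lower and 1 higher in UGE, 0.0304 and 0.289 in Sca-1 Lo) and neuroendocrine genes (median of -1.24 over 7 genes in Sca-1 Hi, 0.0386 and 0.446) passed the list test only with the preset correlation.

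Leukocyte genes were lower in Sca-1 Hi than in Sca-1 Neg (camera adjusted p = 6.22e-15, 0.239 with an estimated correlation). Within study numbers 3 to 5 the median was -2.22, which argues against a difference between arrays of early and late study numbers as the only source. Within numbers 1 and 2 it was -4.92, with Sca-1 Hi replicate 1 as the only array of its population, so the size was not stable. A share of blood cells that differs between the Sca-1 Neg samples may contribute: the genes moved together over those samples, with a median correlation of pairs of 0.958 against 0.0746 for pairs of other genes. The most abundant in Sca-1 Neg were *Csf1r* (mean signal 8824), *Cd52* (6566) and *Itgb2* (2883), none of the 22 genes is in another textbook list or among genes the study picked, 18 had a mean signal above 20 in UGE, and the methods name no step that would remove blood cells. A difference of the populations themselves stays open as untested.

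A hypothesis was that cell cycle genes carry the overlap of UGE with stem cell profiles. Among genes of the paper's UGE-only cluster shared with embryonic or neural stem cell profiles, 47 of 262 were genes of mitosis or DNA replication, against 15 of 451 others (odds ratio 6.34, 95% interval 3.39 to 12.5, Fisher's exact p = 6.64e-11), so they may carry part of it. The odds ratio was 12.9 for the neural and 3.66 for the embryonic profile of 1 study and 0 and 0.706 for those of the other, where cell cycle genes were not more frequent.

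Another hypothesis was that the differences of *Klf4*, *Junb* and *Btg2* in Sca-1 Hi follow those of other immediate early genes. Of the 3 genes 1 lay above the middle 90% of 24 other immediate early genes (-0.24 to 1.54 on the log2 scale), which is too few to tell a separate rise from a general rise of immediate early genes in Sca-1 Hi.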
